# Human Pancreatic β Cell lncRNAs Control Cell-Specific Regulatory Networks

**DOI:** 10.1016/j.cmet.2016.11.016

**Published:** 2017-02-07

**Authors:** Ildem Akerman, Zhidong Tu, Anthony Beucher, Delphine M.Y. Rolando, Claire Sauty-Colace, Marion Benazra, Nikolina Nakic, Jialiang Yang, Huan Wang, Lorenzo Pasquali, Ignasi Moran, Javier Garcia-Hurtado, Natalia Castro, Roser Gonzalez-Franco, Andrew F. Stewart, Caroline Bonner, Lorenzo Piemonti, Thierry Berney, Leif Groop, Julie Kerr-Conte, Francois Pattou, Carmen Argmann, Eric Schadt, Philippe Ravassard, Jorge Ferrer

**Keywords:** long noncoding RNAs, lncRNAs, diabetes, type 2 diabetes, transcriptional networks, pancreatic islets, CRISPR interference, chromatin, PLUTO, PDX1

## Abstract

Recent studies have uncovered thousands of long non-coding RNAs (lncRNAs) in human pancreatic β cells. β cell lncRNAs are often cell type specific and exhibit dynamic regulation during differentiation or upon changing glucose concentrations. Although these features hint at a role of lncRNAs in β cell gene regulation and diabetes, the function of β cell lncRNAs remains largely unknown. In this study, we investigated the function of β cell-specific lncRNAs and transcription factors using transcript knockdowns and co-expression network analysis. This revealed lncRNAs that function in concert with transcription factors to regulate β cell-specific transcriptional networks. We further demonstrate that the lncRNA *PLUTO* affects local 3D chromatin structure and transcription of *PDX1*, encoding a key β cell transcription factor, and that both *PLUTO* and *PDX1* are downregulated in islets from donors with type 2 diabetes or impaired glucose tolerance. These results implicate lncRNAs in the regulation of β cell-specific transcription factor networks.

## Highlights

• A loss-of-function screen reveals functional β cell lncRNAs
• Cell-specific lncRNAs and transcription factors regulate common gene networks
• The lncRNA *PLUTO* influences interactions between an enhancer cluster and *PDX1*
• *PLUTO* and *PDX1* are deregulated in type 2 diabetes and impaired glucose tolerance

## Introduction

Transcriptome surveys have uncovered tens of thousands of mammalian transcripts longer than 200 nucleotides that have low protein-coding potential (Carninci et al., 2005, Derrien et al., 2012, Guttman et al., 2009). A small fraction of these long non-coding RNAs (lncRNAs) have been shown to control gene expression by modulating chromosomal structure, transcription, splicing, mRNA transport, stability, or translation (Carrieri et al., 2012, Chen and Carmichael, 2009, Gong and Maquat, 2011, Lai et al., 2013, Luco and Misteli, 2011, Willingham et al., 2005, Yao et al., 2010). Specific lncRNAs have thus been implicated in various key processes, including random X chromosome inactivation, imprinting, the cell cycle, organogenesis, differentiation, pluripotency, and cancer progression (Guttman et al., 2011, Huarte et al., 2010, Hung et al., 2011, Klattenhoff et al., 2013, Kretz et al., 2013, Penny et al., 1996, Schmitt and Chang, 2013, Sleutels et al., 2002, Ulitsky et al., 2011). Despite these wide-ranging biological roles, the fraction of lncRNAs that is genuinely functional and the true impact of lncRNAs in human biology and disease remain poorly understood.

Pancreatic β cells regulate glucose homeostasis by secreting insulin and play a central role in the pathogenesis of major forms of diabetes mellitus. Recently, more than 1,100 lncRNAs were identified in human pancreatic islets and purified β cells (Morán et al., 2012) as well as in mouse pancreatic islet cells (Benner et al., 2014, Ku et al., 2012, Morán et al., 2012). A large fraction of human β cell lncRNAs are cell-specific, and several are known to be activated during β cell differentiation (Morán et al., 2012). This cellular specificity has also been noted for lncRNAs in other cell types (Cabili et al., 2011, Derrien et al., 2012) and points to the possibility that lncRNAs may regulate genetic programs important for lineage-specific differentiation or specialized cellular functions. Further, several β cell lncRNAs were shown to be regulated by extracellular glucose concentrations, suggesting a potential role of lncRNAs in the functional adaptation of β cells to increased insulin secretory demands (Morán et al., 2012). Some islet lncRNAs map to loci that contain polygenic or Mendelian defects associated with human diabetes, whereas selected lncRNAs show deregulation in islets from organ donors with human type 2 diabetes (T2D) (Fadista et al., 2014, Morán et al., 2012). Collectively, these properties define a newly identified class of candidate regulators of β cell differentiation and function, with potential implications for human diabetes mellitus. However, the true relevance of β cell lncRNAs depends on whether they elicit a physiological function in human β cells, which remains to be addressed systematically.

In the current study, we have focused on a set of lncRNAs that show restricted expression in human pancreatic β cells and have tested the hypothesis that they regulate β cell gene expression. Our studies have uncovered a regulatory network in which lineage-specific lncRNAs and transcription factors (TFs) control common genes. Furthermore, we show that lncRNAs frequently regulate genes associated with clusters of islet enhancers, which have previously been shown to be the primary functional targets of islet-specific TFs. We performed a detailed analysis of a specific lncRNA named *PLUTO*, which controls *PDX1*, a master regulator of pancreas development and β cell differentiation and, thereby, modulates the *PDX1*-dependent transcriptional program. Finally, we show that *PLUTO* and *PDX1* are downregulated in islets from organ donors with type 2 diabetes or impaired glucose tolerance, suggesting a potential role in human diabetes.

## Results

### Human β Cell lncRNA Knockdowns Cause Profound Transcriptional Phenotypes

To directly test the regulatory function of pancreatic β cell lncRNAs, we carried out loss-of-function experiments in a glucose-responsive human islet β cell line, EndoC-βH1 (Ravassard et al., 2011). We chose a human model because only some human lncRNAs are evolutionary conserved (Derrien et al., 2012, Morán et al., 2012, Okazaki et al., 2002, Pang et al., 2006), and we perturbed the function of lncRNAs through RNAi-based transcript knockdowns rather than genomic deletions because deletions could potentially disrupt *cis*-regulatory elements. We thus designed lentiviral vectors that contain RNA polymerase II-transcribed artificial microRNAs (hereafter referred to as amiRNA) with perfect homology to the target sequence to elicit target cleavage. The amiRNAs contain an artificial stem sequence targeting our lncRNA of choice as well as flanking and loop sequences from an endogenous miRNA to allow their processing as pre-miRNA by the RNAi pathway (Figure S1A). As a reference, we used the same strategy to knock down TFs that are well known to regulate gene expression in pancreatic islets as well as five different non-targeting amiRNA sequences as controls.

The lncRNAs selected for knockdown were derived from a short list of 25 lncRNAs that showed (1) a markedly enriched expression in human islets and fluorescence-activated cell sorting (FACS)-purified β cells relative to the exocrine pancreas and a panel of non-pancreatic tissues, (2) expression in the EndoC-βH1 β cell line, and (3) a chromatin profile in human islets that was consistent with an active promoter (Figures S1C and S1D). Of these 25 lncRNAs, 12 were shortlisted because they were near a protein-coding gene that has an important function in β cells. The lncRNAs had variable subcellular enrichment patterns (Figure S1B), and eight of the 12 lncRNAs had detectable transcripts in orthologous or syntenic mouse regions (Table S1; Morán et al., 2012). We then screened four amiRNA sequences for each of the 12 lncRNAs and identified two efficient (>50% knockdown) amiRNAs for seven lncRNAs and one efficient amiRNA sequence for the other five lncRNAs (Figure S1E). Two efficient amiRNAs were also obtained for five essential islet TFs (*HNF1A*, *GLIS3*, *MAFB*, *NKX2.2*, and *PDX1).* We thus transduced EndoC-βH1 cells with lentiviruses expressing each amiRNA. This was done in duplicate or in triplicate for lncRNAs that only had one efficient amiRNA. 

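EndoC-βH1, a human pancreatic β cell line, was transduced with lentiviruses that each express 1 artificial microRNA (amiRNA), a hairpin RNA directed against 1 transcript, and RNA was read on Affymetrix human transcriptome arrays 80 hr later. The 73 arrays analysed here comprised 15 with 5 non-targeting control amiRNAs, 2 of untreated cells, 6 each after GLIS3 and PDX1 knockdown and 4 after NKX2-2 knockdown. Knockdown of HI-LNC12, HI-LNC15, HI-LNC30, HI-LNC75, HI-LNC76, HI-LNC78 and HI-LNC80 was read on 4 arrays each, that of HI-LNC25, HI-LNC79 and HI-LNC85 on 3 each, that of HI-LNC70 on 2 and that of HI-LNC71 (PLUTO) on 1. Figure 1A gives duplicates for the control amiRNAs and for targets with a pair of amiRNAs, whereas 3 arrays of each control amiRNA and of each GLIS3 amiRNA were mapped here. The paper's text does not name the arrays used, so all were kept. For lncRNAs with 1 amiRNA the paper gives triplicates, so the HI-LNC71 values come from fewer arrays here. The HI-LNC71 array was assigned from a label that names an RNA antisense to PDX1. For PDX1, the 4 arrays of amiRNAs 2 and 6, which Table S4 marks as used, made up the knockdown group, and the 2 arrays of amiRNA 5 were kept apart because the paper gives no reason for leaving them out. Of the 3 HI-LNC25 arrays, 1 carries that name in its label and the others carry another label with the same construct number. The arrays of HI-LNC70, HI-LNC79 and HI-LNC85 carry the label of 1 amiRNA each but more than 1 construct number, and were grouped by label. Each replicate was a transduction in a plate of its own of this 1 cell line. Unless a block is named, the spread behind the p-values is that between such cultures, amiRNAs and title series together. The sample titles place the arrays with amiRNAs in 3 series (242A, 245A and 245B), with 5 control arrays in each. Of the knockdowns analysed here, only those of GLIS3, HI-LNC25 and HI-LNC70 have arrays in 242A. The others are thus compared with controls that include a series without arrays of their own. The same holds for HI-LNC70, whose arrays are all in 242A, while most of its controls are in 245A and 245B.
The deposited values are log2 signals that the authors normalized by RMA in Expression Console, a method that corrects the background, equalises the distribution of probe signals between arrays and combines the probes of a transcript. Of 70523 transcript clusters, 23781 had 1 gene symbol, 1543 had several and 45199 had none. Where a gene had several transcript clusters (479 genes), the one with the highest mean was taken, and for 205 of these genes some of the clusters correlated with r below 0.5. Each knockdown was compared with the 15 control arrays over 22465 genes by limma, and genes at a Benjamini-Hochberg adjusted p under 0.05 were called, with the number at the paper's threshold of an unadjusted p under 0.001 given beside it (22.5 genes by chance). The paper's own calls came from ANOVA on RefSeq genes. The number of arrays limits the precision. In simulated data with 200 changed genes, the test recovered 66% of genes changed by 0.25 on the log2 scale, 96.5% of those changed by 0.5 and 99% of those changed by 1 with 4 arrays, as after HI-LNC78 knockdown. With 3 arrays, as after HI-LNC25 knockdown, it recovered 55%, 92% and 99%, and with 6, as after GLIS3 knockdown, 73%, 98% and 100%. The simulated genes varied independently of each other, without differences between series or amiRNAs, so these rates are a best case.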

80 hr post-transduction, RNA was harvested and hybridized to oligonucleotide microarrays (Figure 1A). For each target gene, we combined expression data from all knockdowns and compared them to the control transductions with five different control amiRNAs to identify genes that were differentially expressed at a significance level of p < 10^−3^ (ANOVA) (Figure 1B).

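GLIS3 RNA, which encodes a zinc finger TF, stood at 7.41 ± 0.06 (SD, n = 6) on the log2 scale after its knockdown and at 7.79 ± 0.09 (SD, n = 15) with control amiRNAs, a log2 change of -0.38 (standard error 0.04, adjusted p = 8.65e-05 from limma), and all 6 arrays lay below the control mean. PDX1 RNA, which encodes a homeodomain TF of pancreas development and β cells, stood at 9.00 ± 0.29 (SD, n = 4) against 9.29 ± 0.35 (SD, n = 15), a log2 change of -0.29 (standard error 0.18, adjusted p = 0.305 from limma) with 3 of 4 arrays below the control mean. Its level was 8.86 and 8.73 with amiRNA 2 and 9.40 and 9.03 with amiRNA 6. All 15 controls ran from 8.44 to 9.66, and each of the 4 arrays lay below every control array of its own title series, a comparison made after seeing the data. With amiRNA 5 it was 9.09 and 9.06, and over all 6 arrays the log2 change was -0.26 (standard error 0.15, adjusted p = 0.207 from limma). NKX2-2 RNA, which encodes another homeodomain TF, stood at 8.49 ± 0.09 (SD, n = 4) against 8.58 ± 0.20 (SD, n = 15), a log2 change of -0.09 (standard error 0.10, adjusted p = 0.69 from limma), with 3 of 4 arrays below the control mean. For NKX2-2, 3 of 4 arrays lay below every control of their own series. Against the controls of replicates 1 and 2 alone, the PDX1 change was -0.42 (adjusted p = 0.0324, and 0.0324 to 0.591 over all alternatives), and within title series 245A and 245B it was -0.41 and -0.43 (adjusted p = 0.105 and 0.0947). The GLIS3 call was lost when amiRNAs were taken as replicates (adjusted p = 0.0698) and within title series 245B (log2 change -0.31, adjusted p = 0.4, the highest over all alternatives, from 1.79e-11).

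**Figure D1:**
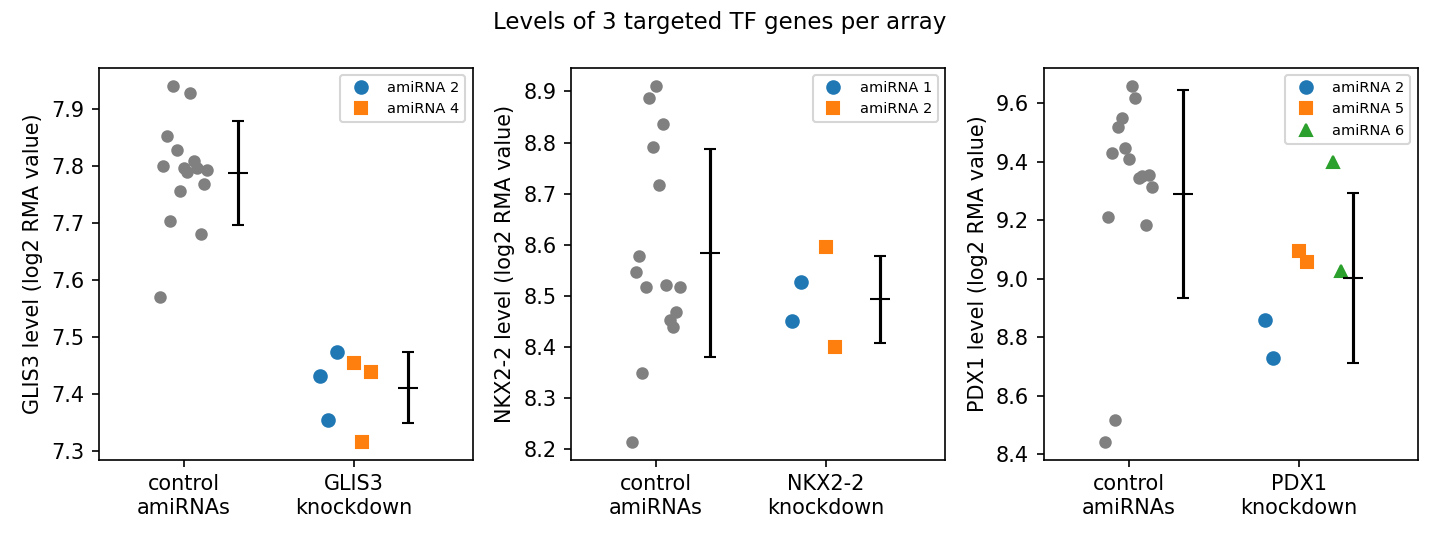
RNA level (log2 signal, vertical axis) of GLIS3, NKX2-2 and PDX1 on each control array (grey) and on each array of the knockdown of that gene (coloured by amiRNA). Bars give the mean and SD, for PDX1 over amiRNAs 2 and 6. GLIS3 arrays lie around 7.41 and control arrays around 7.79, while the PDX1 and NKX2-2 arrays overlap the controls of all title series taken together.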

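After knockdown of PDX1, 478 genes rose and 349 fell (305 higher and 249 lower at an unadjusted p under 0.001). CRYBG3 changed by -0.67 (standard error 0.07, adjusted p = 0.000163 from limma), the cation channel TRPM3 by -0.51 (standard error 0.06), the cyclic GMP phosphodiesterase PDE5A by -0.51 (standard error 0.06) and ACACA, the rate-limiting enzyme of fatty acid synthesis, by -0.26 (standard error 0.05), each lower in 4 of 4 arrays. CEMIP, a hyaluronan-binding protein, rose by 0.68 (standard error 0.09, adjusted p = 0.00152 from limma) and the calpain gene CAPN8 by 0.55 (standard error 0.08). Gene lists were fixed before the data were examined. Of 16 measured genes of cholesterol synthesis and uptake, 4 fell and none rose (12 fell when adjusted over the list alone), and the median change was -0.209 (adjusted p = 8.55e-09 from limma's camera with a preset correlation, adjusted p = 0.341 with an estimated correlation). Fits were repeated with each array's trend of deviation against gene level subtracted (called the intensity trend below and, like the fits of 1 title series, chosen after seeing the data). The log2 values had an SD of 1.88 ± 0.013 (SD, n = 15) on control arrays, with which the SD of knockdown arrays is compared below. Of 25 genes of glucose sensing, channels and calcium or cAMP signalling, 5 fell and none rose (8 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.000199, adjusted p = 0.341 with an estimated correlation and 0.0507 with the intensity trend removed), and of 25 genes of the cell cycle and DNA replication, 2 fell (2 when adjusted over the list alone; camera adjusted p = 1.35e-06, adjusted p = 0.426 with an estimated correlation and 0.167 by fry). With amiRNA 5 included, 2272 genes passed, and with the intensity trend removed 409 did. Of the genes that passed, 57.8% were higher, against 39.4% with the controls of replicates 1 and 2 alone, 44.6% in 1 fit of all groups, 47.9% with the trend removed and 30.4% after quantile normalization. Without amiRNA 2 replicate 1, amiRNA 6 replicate 1 or amiRNA 2 replicate 2, 436, 93 and 312 genes passed, and ACACA was not called without amiRNA 6 replicate 1 (adjusted p = 0.0567, and 0.00684 to 0.291 over all alternatives). In title series 245A and 245B alone 187 and 27 genes passed, CRYBG3, TRPM3, PDE5A, CEMIP and CAPN8 in both.
After knockdown of GLIS3, 28 genes fell and 4 rose (125 lower and 44 higher at an unadjusted p under 0.001). Besides GLIS3 itself, the nucleoside transporter SLC29A1 changed by -0.51 (standard error 0.07, adjusted p = 0.00319 from limma), the endoplasmic reticulum cochaperone DNAJC3 by -0.39 (standard error 0.06), the imprinted gene MEST by -0.34 (standard error 0.05), the TF STAT3 by -0.28 (standard error 0.04) and SLC2A2, which encodes the glucose transporter GLUT2, by -0.24 (standard error 0.05, adjusted p = 0.0432 from limma), each lower in 6 of 6 arrays. The signal of SLC2A2 was low, 4.68 after knockdown and 4.92 with control amiRNAs. Of 22 genes of the unfolded protein and integrated stress response, DNAJC3 alone fell and none rose (5 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.000663, adjusted p = 0.411 with an estimated correlation, 0.193 by fry and 0.0945 with the intensity trend removed). After knockdown of NKX2-2, 2 genes rose, CDHR3, a cadherin-related protein (0.34, standard error 0.04, adjusted p = 0.00267 from limma), and the lncRNA gene LINC02873 (0.25, standard error 0.03, adjusted p = 0.0051 from limma), each higher in 4 of 4 arrays, and none fell. At an unadjusted p under 0.001 limma gave 84 higher and 29 lower genes and under 0.05 it gave 2788, and a 2-group ANOVA without moderation gave 22 after Benjamini-Hochberg adjustment. The median of the 16 cholesterol genes after NKX2-2 knockdown was -0.152 (camera adjusted p = 8.55e-09, adjusted p = 0.341 with an estimated correlation and 0.0568 by fry). None of them passed over all genes and 2 fell when adjusted over the list alone. For GLIS3, 57 genes passed without amiRNA 2 replicate 3, 146 without amiRNA 4 replicate 2, and 11, 5, 8 and 4 without amiRNA 4 replicate 3, amiRNA 2 replicate 1, amiRNA 4 replicate 1 and amiRNA 2 replicate 2. SLC2A2 was not called without any of these arrays except amiRNA 4 replicate 2 (adjusted p 0.0653 to 0.185), and DNAJC3 not without amiRNA 2 replicate 1 (adjusted p = 0.0814) or replicate 2 (adjusted p = 0.0536, and 0.000429 to 0.711 over all alternatives). For NKX2-2, 13, 14 and 1 genes passed without amiRNA 1 replicate 1, amiRNA 2 replicate 1 and amiRNA 2 replicate 2, and LINC02873 was not called without amiRNA 1 replicate 2 (adjusted p = 0.0514) or amiRNA 2 replicate 2 (adjusted p = 0.0788, and 0.00137 to 0.994 over all alternatives). With amiRNAs as replicates none of the genes named here for GLIS3 or NKX2-2 was called (adjusted p 0.0571 to 0.137 and 0.0687). Within title series 245A and 245B, limma called 116 and 0 genes after GLIS3 knockdown (1499 at an unadjusted p under 0.05 in the latter), and 0 (1018 at an unadjusted p under 0.05) and 38 after NKX2-2 knockdown.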

As expected, knockdown of islet TFs consistently produced transcriptional phenotypes (Figure 1B). Remarkably, knockdown of 9 of the 12 islet lncRNAs also caused transcriptional changes (Figure 1B; Figure S1F). 

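After knockdown of HI-LNC12, 1817 genes rose and 793 fell (672 higher and 282 lower at an unadjusted p under 0.001). The growth factor gene PDGFD changed by -0.62 (standard error 0.10, adjusted p = 0.00305 from limma), GAD2, which encodes the islet autoantigen GAD65, by -0.55 (standard error 0.11), PRUNE2 by -0.53 (standard error 0.06) and ACACA by -0.31 (standard error 0.05), each lower in 4 of 4 arrays. The kinesin gene KIF1C rose by 0.67 (standard error 0.06, adjusted p = 1.41e-05 from limma) and REXO1L1P, a pseudogene of a repeated family that probes may not tell apart, by 0.98 (standard error 0.13). Of 16 genes of cholesterol synthesis and uptake, 8 fell and none rose (11 fell when adjusted over the list alone; median -0.211, camera adjusted p = 8.55e-09, adjusted p = 0.341 with an estimated correlation), and of 11 genes of fatty acid synthesis and desaturation, 6 fell and none rose (6 fell and 1 rose when adjusted over the list alone; camera adjusted p = 8.65e-05, adjusted p = 0.341 with an estimated correlation and 0.052 with the intensity trend removed). Of 25 genes of glucose sensing, channels and signalling, 6 fell and 1 rose (9 and 1 when adjusted over the list alone; camera adjusted p = 5.11e-06, adjusted p = 0.341 with an estimated correlation). Of 13 acinar and duct markers, 4 rose and none fell (9 rose when adjusted over the list alone; camera adjusted p = 0.00614, adjusted p = 0.396 with an estimated correlation). The SD of log2 values on these arrays was 1.85, and 891 genes passed with the intensity trend removed. After quantile normalization 1104 genes passed, 43.5% of them higher against 69.6% with the deposited values, and 51.3% were higher against the controls of replicates 1 and 2 alone and 65.2% with the trend removed. Without amiRNA 4 replicate 1, 7427 genes passed, and without amiRNA 3 replicate 1, amiRNA 3 replicate 2 and amiRNA 4 replicate 2, 273, 160 and 653. GAD2 was not called without amiRNA 3 replicate 2 (adjusted p = 0.0724, and 0.000329 to 0.276 over all alternatives). In title series 245A alone, limma called 0 genes (2101 at an unadjusted p under 0.05), and within series 245B it called 3407.
After knockdown of HI-LNC78, 3596 genes rose and 1463 fell (955 higher and 343 lower at an unadjusted p under 0.001). The phospholipid flippase gene ATP8A1 changed by -0.42 (standard error 0.11, adjusted p = 0.0159 from limma), ACLY, which makes cytosolic acetyl-CoA, by -0.42 (standard error 0.13), PM20D2 by -0.40 (standard error 0.09) and the microRNA gene MIR320E by 0.42 (standard error 0.05, adjusted p = 0.00101 from limma), each on one side in 4 of 4 arrays. Of the 16 cholesterol genes, 6 fell and none rose (11 fell when adjusted over the list alone; median -0.176, camera adjusted p = 9.78e-07, adjusted p = 0.346 with an estimated correlation and 0.187 with the intensity trend removed). Of 25 cell cycle genes, 6 fell and none rose (6 when adjusted over the list alone; median -0.20, camera adjusted p = 4.36e-07, adjusted p = 0.396 with an estimated correlation, 0.0528 by fry and 0.0571 with the intensity trend removed), and of the 13 acinar and duct markers, 6 rose and none fell (10 rose when adjusted over the list alone; camera adjusted p = 0.0242, adjusted p = 0.396 with an estimated correlation and 0.0908 with the intensity trend removed). The SD of log2 values on these arrays was 1.84, and 1568 genes passed with the intensity trend removed, ACLY not among them. After quantile normalization 1687 genes passed, 43% of them higher against 71.1% with the deposited values, and 56.8% were higher against the controls of replicates 1 and 2 alone and 68.6% with the trend removed. Without amiRNA 1 replicate 1, 13 genes passed, among them MIR320E but not ATP8A1, ACLY or PM20D2 (adjusted p 0.059 to 0.188 for the 18 named genes lost). Without amiRNA 1 replicate 2 and amiRNA 2 replicate 2, 2858 and 1894 genes passed, and ACLY was not called in either case (adjusted p 0.0526 to 0.0888 and 0.0512 to 0.136 for the named genes lost). Within either title series limma called 0 genes (5811 in 245A and 5778 in 245B at an unadjusted p under 0.05).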

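OLMALINC, the transcript of HI-LNC80, stood at 8.32 ± 0.08 (SD, n = 4) on the log2 scale after its knockdown and at 9.05 ± 0.20 (SD, n = 15) with control amiRNAs, a log2 change of -0.73 (standard error 0.10, adjusted p = 0.0023 from limma) with 4 of 4 arrays below the control mean. TUNAR, the transcript of HI-LNC78, stood at 7.83 ± 0.11 (SD, n = 4) against 7.91 ± 0.11 (SD, n = 15), a log2 change of -0.07 (standard error 0.06, adjusted p = 0.349 from limma) with 3 of 4 arrays below. Beside the control arrays of their own title series alone, a comparison made after seeing the data, 4 of 4 arrays for OLMALINC and 1 of 4 for TUNAR lay below every control. After HI-LNC80 knockdown 245 genes rose and 176 fell (257 higher and 185 lower at an unadjusted p under 0.001), among them PDGFD (-0.72, standard error 0.14, adjusted p = 0.0179 from limma), INSIG1, a sterol-regulated protein of the endoplasmic reticulum (-0.31, standard error 0.07), the vault RNA VTRNA1-1 (1.60, standard error 0.28), KIF1C (0.88, standard error 0.13) and the lamin gene LMNB2 (0.60, standard error 0.10), each on one side in 4 of 4 arrays. Of the 16 cholesterol genes, 5 fell and none rose (15 fell when adjusted over the list alone; median -0.253, camera adjusted p = 2.4e-12, adjusted p = 0.341 with an estimated correlation and 6.37e-07 with the intensity trend removed). With the intensity trend removed 205 genes passed, INSIG1 not among them (adjusted p = 0.0599, and 0.000887 to 0.245 over all alternatives), and after quantile normalization 45.2% of the called genes were higher, against 58.2% with the deposited values, 45.5% with the controls of replicates 1 and 2 alone, 36.9% in 1 fit of all groups and 70.2% with the trend removed. Without amiRNA 2 replicate 1, 869 genes passed, and without amiRNA 3 replicate 1 and amiRNA 3 replicate 2, 14 and 12. INSIG1, LMNB2, PDGFD and VTRNA1-1 were not called in the latter pair (adjusted p 0.0592 to 0.139 and 0.0552 to 0.133). With amiRNAs as replicates KIF1C, LMNB2, PDGFD and VTRNA1-1 were not called (adjusted p 0.0542 to 0.0662). In title series 245A alone limma called 0 genes (3524 at an unadjusted p under 0.05; OLMALINC -0.68, adjusted p = 0.189, the highest over all alternatives, from 4.14e-10), and within series 245B it called 1.

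**Figure D2:**
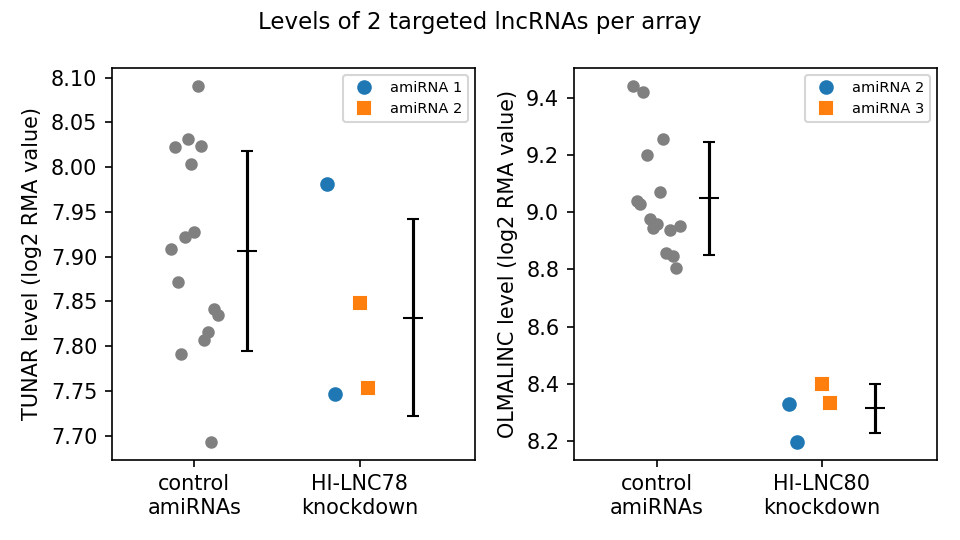
RNA level (log2 signal, vertical axis) of TUNAR on each control array (grey) and each array of HI-LNC78 knockdown, and of OLMALINC on each control array and each array of HI-LNC80 knockdown (coloured by amiRNA), with the mean and SD. The OLMALINC arrays after knockdown lie around 8.32, below the control mean of 9.05, while those of TUNAR overlap the controls.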

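For 3 further lncRNAs between 1 and 7 genes were called. After HI-LNC79 knockdown PHF3 fell by 0.97 on the log2 scale (standard error 0.05, adjusted p = 2.05e-09 from limma, lower in 3 of 3 arrays), and no other gene was called. After HI-LNC30 knockdown LOC728739 fell by 0.96 (standard error 0.09, adjusted p = 4.75e-05 from limma, lower in 4 of 4 arrays), and no other gene was called. After HI-LNC25 knockdown 5 genes fell, including JTB (-0.60, standard error 0.04, adjusted p = 1.23e-07 from limma) and the peroxisomal membrane protein gene ACBD5 (-0.31, standard error 0.04, adjusted p = 0.000701 from limma), both lower in 3 of 3 arrays, and 2 rose. PHF3, JTB and ACBD5 were called without any 1 array and LOC728739 too, but LOC728739 was not called with amiRNAs as replicates (adjusted p = 0.0759) or within title series 245A (adjusted p = 0.253, the highest over all alternatives, from 1.02e-10) or 245B (adjusted p = 0.115). HI-LNC79 and HI-LNC25 were targeted by 1 amiRNA each, so a fit with amiRNAs as replicates could not be made. Leaving out an array cannot tell an effect of these targets from another effect of that amiRNA. Without each HI-LNC25 array (amiRNA 1 replicates 3, 1 and 2) 3, 3 and 2 genes passed, and without HI-LNC30 amiRNA 3 replicate 1, 2 genes passed. After knockdown of HI-LNC15, HI-LNC70, HI-LNC75, HI-LNC76 and HI-LNC85 limma called 0 genes. At an unadjusted p under 0.05 it gave 6256, 2542, 2443, 786 and 1283 genes, and a 2-group ANOVA without moderation gave 29 genes for HI-LNC15 and 0 for the others after Benjamini-Hochberg adjustment. The 16 cholesterol genes had a median of -0.207 after HI-LNC15 knockdown, -0.182 after HI-LNC30 knockdown and -0.131 after HI-LNC85 knockdown (camera adjusted p 5.65e-09, 4.28e-09 and 7.63e-07; adjusted p = 0.341, 0.341 and 0.346 with an estimated correlation, and 0.148 by fry for HI-LNC85). None of them passed over all genes, and 10, 9 and 2 fell when adjusted over the list alone. Against the controls of replicates 1 and 2 alone 1719 genes passed for HI-LNC70, whose arrays are both of replicate 3, and for HI-LNC15 1520 passed with all groups in 1 fit and 3135 with amiRNAs as replicates. Without HI-LNC15 amiRNA 2 replicate 2, 2014 genes passed, and without amiRNA 3 replicate 1 and amiRNA 3 replicate 2, 25 and 8. Without HI-LNC75 amiRNA 4 replicate 2 and amiRNA 2 replicate 2, 4 and 1 passed. Title series 245A and 245B fitted alone gave 0 genes by limma in both for HI-LNC15 (8733 and 1692 at an unadjusted p under 0.05), HI-LNC30 (1759 and 2515) and HI-LNC76 (840 and 1094), 0 (4517) and 6 for HI-LNC75, and 1 for HI-LNC79 and 6 for HI-LNC85 in 245B, the only series with more than 1 of their arrays. At an unadjusted p under 0.001, 152 genes were higher and 107 lower after HI-LNC15 knockdown, 74 and 34 after HI-LNC30, 44 and 50 after HI-LNC70, 42 and 7 after HI-LNC75, 11 and 29 after HI-LNC25, 23 and 23 after HI-LNC79, 12 and 19 after HI-LNC85 and 4 and 3 after HI-LNC76.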

A more detailed analysis showed that some of the lncRNAs that presented knockdown phenotypes had visible effects on a neighboring gene, suggesting a possible *cis*-regulatory mechanism, although other such lncRNAs did not appear to affect neighboring genes and may thus function through *trans*-regulatory mechanisms (Figure 1E; Figure S1G). These loss-of-function experiments with selected lncRNAs therefore suggested that lncRNAs can regulate the expression of pancreatic β cell genes.

Gene silencing using the RNAi pathway can theoretically lead to nonspecific gene deregulation. In our experimental model, a significant nonspecific result would occur when two unrelated amiRNAs elicited changes in a common set of genes that were not observed in the panel of control non-targeting amiRNAs. To assess the likelihood that two unrelated amiRNA sequences elicit such an effect, we studied the five sets of control (non-targeting) amiRNAs, compared all ten possible combinations of two versus three control amiRNAs, and determined the number of differentially expressed genes (Figure 1C). Likewise, for each TF or lncRNA that had two valid amiRNAs, we compared the two target-specific amiRNAs against all possible combinations of three control amiRNAs (Figure 1C). 

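Control amiRNAs, knockdowns of GLIS3, NKX2-2 and PDX1 and those of the 7 lncRNAs with a pair of amiRNAs were each compared with sets of 3 control amiRNAs, in the 10 ways that 5 controls allow, and genes at an unadjusted p under 0.001 from limma were counted. Comparing the remaining controls with each set gave a median of 8.5 genes (IQR 6.25 to 10.5, range 5 to 32). The TF knockdowns gave medians of 324.5 genes for PDX1, 84.5 for GLIS3 and 61.5 for NKX2-2. Among lncRNAs, HI-LNC78 gave 580.5 genes, HI-LNC12 491.5, HI-LNC80 223.5, HI-LNC15 94, HI-LNC30 64, HI-LNC75 29 and HI-LNC76 10.5. Every comparison of the TF knockdowns and of HI-LNC12, HI-LNC15, HI-LNC78 and HI-LNC80 lay above the highest control comparison, as did 9 of 10 for HI-LNC30 and 3 of 10 for HI-LNC75, but 0 of 10 for HI-LNC76. A two-sided permutation test of the difference in means gave p-values of 1e-05, the smallest that 100000 resamples can give, to 3e-05 for these knockdowns (3.75e-05 after adjustment over the 10), 6e-05 for HI-LNC75 (adjusted p = 6.67e-05) and 0.609 for HI-LNC76. The 10 comparisons of a group share arrays, so the permutation p treats them as more independent than they are. At an adjusted p under 0.05 instead, the medians of the controls, NKX2-2, HI-LNC15 and HI-LNC75 were 0 (permutation p 0.737, 1 and 1 against the controls). With replicates 1 and 2 alone, the control median was 16 genes (IQR 14.25 to 18), with a permutation p of 0.00764 for HI-LNC75 and 0.582 for HI-LNC76. With the replicate number as a block it was 22, with a permutation p of 0.0588 for HI-LNC30, 0.953 for HI-LNC75 and 0.0382 for HI-LNC76, whose median of 10 lay below the controls. The highest control comparison was then 91 genes. Above it lay 1 of 10 comparisons for NKX2-2 (permutation p = 0.00555), 2 for HI-LNC15 (permutation p = 0.0237) and 1 for HI-LNC30. For GLIS3, PDX1, HI-LNC12, HI-LNC78 and HI-LNC80, 9 or 10 of 10 did. From the larger numbers after TF and lncRNA knockdown than between control amiRNAs, the paper reasons that nonspecific effects of amiRNAs are an unlikely source of the phenotypes and that inhibition of selected lncRNAs can change transcripts to a degree comparable with inhibition of established islet regulators.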

As seen in Figure 1D, control versus control comparisons generated a median of 16 (IQR = 15–22) differentially expressed genes, whereas all five TFs and six of the seven lncRNA knockdowns led to a significantly higher number of differentially expressed genes (Mann-Whitney test, p < 10^−4^ for all lncRNA/TF versus control comparisons except *HI-LNC75*, p = 0.004, and *HI-LNC76*, p > 0.5). These results show that the observed phenotypes are unlikely to be caused by unspecific effects of amiRNAs and indicate that the sequence-specific inhibition of selected islet lncRNAs can result in transcriptional changes comparable in magnitude to the inhibition of well-established islet transcriptional regulators.

The primary function of β cells is to synthesize and secrete insulin in response to changes in glucose concentrations. 

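Of the genes that Figure 2A lists for HI-LNC12, 19 were measured under a single symbol, of which 9 fell after HI-LNC12 knockdown, 10 did not pass and none rose (12 fell when adjusted over the list alone). The study chose the list on these samples, so it is not independent evidence of a direction. The guidance receptor gene ROBO2 changed by -0.39 (standard error 0.07, adjusted p = 0.00357 from limma), the actin-severing protein gene SCIN by -0.33 (standard error 0.06), the adenylyl cyclase ADCY8 by -0.31 (standard error 0.06), the cation channel TRPM3 by -0.30 (standard error 0.06), the mitochondrial fatty acid oxidation enzyme HADH by -0.24 (standard error 0.05), the TF PAX6 by -0.24 (standard error 0.04), the potassium channel KCNJ15 by -0.23 (standard error 0.04), the proton pump accessory subunit ATP6AP1 by -0.22 (standard error 0.04) and ROBO1 by -0.21 (standard error 0.07), each lower in 4 of 4 arrays. The tetraspanin TM4SF4 (-0.39, adjusted p = 0.113), the calcium pump ATP2A3 (-0.13, adjusted p = 0.415), the calcium channel CACNA1D (-0.07, adjusted p = 0.642) and the phosphodiesterase PDE8A (-0.08, adjusted p = 0.448) did not pass, and 17 of the 19 genes lay below the control mean. Of the 16 measured genes listed for HI-LNC78, all lay below the control mean and 13 fell (14 when adjusted over the list alone). The vesicle coat subunit COPG2 changed by -0.24 (standard error 0.05, adjusted p = 0.00895 from limma), TMED10, a protein of early secretory vesicles, by -0.22 (standard error 0.04), the TFs STAT3 (-0.21, standard error 0.03), RFX3 (-0.21, standard error 0.05) and RFX6 (-0.16, standard error 0.04), HADH by -0.21 (standard error 0.05), CTNNB1, which encodes β-catenin, by -0.20 (standard error 0.04) and the exocyst subunit EXOC4 by -0.16 (standard error 0.03). TM4SF4 (-0.46, adjusted p = 0.0532), PRKAR2A, a regulatory subunit of protein kinase A (-0.15, adjusted p = 0.161), and PDE8A (-0.07, adjusted p = 0.503) did not pass.
Against the controls of replicates 1 and 2 alone, all 19 genes listed for HI-LNC12 (-0.38 to -0.17) and all 16 listed for HI-LNC78 (-0.26 to -0.15) fell. With the intensity trend removed, 5 and 7 fell, and after quantile normalization 7 of those for HI-LNC78 did. RFX6 and TMED10 were not called in either case (-0.01 and -0.06 with the trend removed, -0.05 and -0.10 after quantile normalization). For HI-LNC12, 6 genes fell without amiRNA 3 replicate 1 (HADH, ROBO1 and TRPM3 lost, adjusted p 0.0566 to 0.145), 5 without amiRNA 3 replicate 2 (ATP6AP1, HADH, ROBO1 and TRPM3 lost, adjusted p up to 0.212) and 8 without amiRNA 4 replicate 2 (ROBO1 lost, adjusted p = 0.145, and 0.00992 to 0.468 over all alternatives). For HI-LNC78, none of the 16 fell without amiRNA 1 replicate 1 by limma, 10 fell without amiRNA 1 replicate 2 and 9 without amiRNA 2 replicate 2, where ADCY8, PGK1 and ROBO1 were lost both times and RFX6 the second. Within title series 245A 0 of the 19 and 0 of the 16 genes passed in limma, all of them below the control mean, and within series 245B 18 and 0 did. HI-LNC71 (PLUTO) was read on 1 array, which gives no spread of its own. On it HADH (difference -0.20), TM4SF4 (-0.51) and the endoplasmic reticulum oxidase ERO1B (-0.21) lay below all 15 control arrays, the vesicle protein gene VAMP3 (-0.28) below 14, and PDX1 stood at 9.15, with 2 of 15 control arrays, both of series 242A, and none of its own series 245B below it.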

Among the genes that showed functional dependence on lncRNAs, we identified numerous genes that are known to regulate transcription or secretion in β cells, including *RFX6*, *PDX1*, *CACNA1D*, *ATP2A3*, *ROBO1* and *2*, *PDE8A*, *ATP6AP1*, *KCNJ15*, *TRPM3*, *ERO1LB*, and *HADH* (Figure 2A; Anderson et al., 2011, Li et al., 2010, Louagie et al., 2008, Okamoto et al., 2012, Smith et al., 2010, Tian et al., 2012, Varadi and Rutter, 2002, Wagner et al., 2008, Yang et al., 2013, Zito et al., 2010). We therefore measured insulin content and glucose-stimulated insulin secretion (GSIS) in T antigen-excised EndoC-βH3 cells after knocking down four lncRNAs that showed the strongest transcriptional phenotypes (*HI-LNC12*, *HI-LNC78*, *HI-LNC80*, and *HI-LNC71*). Congruent with the broad transcriptional phenotype, we observed reduced insulin content and, consequently, impaired glucose-stimulated insulin secretion for *HI-LNC12*, *HI-LNC78*, and *HI-LNC71* knockdowns (Figure 2B). For *HI-LNC78*, a glucose-regulated islet transcript (Morán et al., 2012) that is orthologous to mouse *Tunar* and zebrafish *megamind (linc-birc6)* lncRNAs (Ulitsky et al., 2011), there was a reduction in GSIS after correcting for the reduction in insulin content (p = 0.002) (Figure S2A). To further validate these effects, the same lncRNAs were downregulated using antisense locked nucleic acid (LNA GapmeRs, Exiqon) GapmeRs, which also led to impaired insulin secretion after knockdown of *HI-LNC12* and *HI-LNC78* (Figure S2B). Taken together, lncRNA knockdown studies identified lncRNAs that modulate gene expression and, consequently, insulin secretion in a human β cell line.

### Human Islet lncRNAs and TFs Regulate Common Gene Expression Programs

To gain insight into the expression programs that are regulated by islet-specific lncRNAs and TFs, we compared their knockdown gene expression phenotypes. 

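Genes of cholesterol synthesis and uptake were lower relative to other genes after both PDX1 and NKX2-2 knockdown by camera (median changes -0.209 and -0.152; adjusted p = 0.341 with an estimated correlation for both), and did not pass after GLIS3 knockdown (adjusted p = 0.493, and 0.0698 in the other direction with the intensity trend removed). The log2 changes of each pair of the GLIS3, NKX2-2 and PDX1 knockdowns were compared across the genes at an unadjusted p under 0.001 in either, 275 to 698 genes a pair, which are not independent replicates. Pearson's r was 0.619 for GLIS3 and NKX2-2, 0.624 for GLIS3 and PDX1 and 0.73 for NKX2-2 and PDX1, and 90.5% to 94.4% of the genes had changes of the same sign. The TF knockdowns were compared with the same 15 control arrays, and simulated groups without any effect gave a median r of 0.577 over these 3 pairs (up to 0.973 to 0.993 in 100 simulations). This counts only simulations with enough genes at that threshold, where such genes arise from noise alone. Over all genes the observed median r was 0.586, against 0.188 in simulation (highest 0.831 to 0.904 for a single pair). With different control arrays for the members of a pair, the median r was 0.451 (0.343 to 0.587). Each part of the controls still held arrays of series 242A, which has none of NKX2-2 or PDX1. A difference of that series thus stays shared between these. It cancels in the GLIS3 changes, as GLIS3 arrays, like the controls, are spread evenly over the series. With the replicate number as a block and the same controls, r was 0.634 for NKX2-2 and PDX1. It was 0.587 for GLIS3 and NKX2-2 and 0.595 for GLIS3 and PDX1. Over all genes, the median covariance of the log2 changes was 0.00451, against a simulated mean of 0.000801 from the shared controls alone (highest of 100 simulations 0.00667 to 0.00958 for a single pair), 0.00379 with different controls and 0.0037 with the intensity trend removed. The median over the 3 pairs was reached in 2 of the 100 simulations with shared controls, and in 2 with different controls.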

We first assessed changes in gene expression occurring after knockdown of the different islet TFs and found high Pearson correlation values for all pairwise comparisons (r = 0.4–0.8, p < 10^−27^) (Figure 3A; Figure S3). This finding is consistent with the notion that islet-specific TFs often bind to common genomic targets and function in a combinatorial manner (Pasquali et al., 2014, Qiu et al., 2002, Wilson et al., 2003). 

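KIF1C rose and PDGFD fell after both HI-LNC12 and HI-LNC80 knockdown, HADH, ROBO1 and ADCY8 fell after both HI-LNC12 and HI-LNC78 knockdown, and TRPM3, HADH and ACACA fell after HI-LNC12 as after PDX1 knockdown. HADH, ROBO1 and ADCY8 were called neither after HI-LNC12 knockdown (-0.11, -0.10 and -0.19) nor after HI-LNC78 knockdown (-0.05, -0.06 and -0.05) with the intensity trend removed. Across the genes at an unadjusted p under 0.001 in either of a lncRNA knockdown and a knockdown of GLIS3, NKX2-2 or PDX1, Pearson's r had a median of 0.556 over 33 pairs and ranged from -0.0258 for HI-LNC25 and GLIS3 to 0.859 for HI-LNC12 and PDX1. HI-LNC15 correlated with PDX1 at 0.832, HI-LNC78 with NKX2-2 at 0.831 and HI-LNC80 with PDX1 at 0.71. HI-LNC70 had 0.163 with PDX1 and 0.473 with the replicate number as a block, and the shares of genes with the same sign ran from 49% to 98.8%. Simulated groups without effects against the same control arrays gave a median r of 0.58 over these pairs. This counts only simulations with enough genes at that threshold, where such genes arise from noise alone. Over all genes the observed median r was 0.58, against 0.224 in simulation (highest 0.72 to 0.93 for a single pair). Different control arrays for lncRNA and TF gave an observed median of 0.4 over the genes at that threshold. The median covariance over all genes was 0.00393, against a simulated mean of 0.000897 from shared controls (highest of 100 simulations 0.00598 to 0.0186 for a single pair), 0.00319 with different controls and 0.00314 with the intensity trend removed. The highest simulated median over the 33 pairs was 0.00357 with shared and 0.00284 with different controls. As for the TF pairs, a difference of series 242A stays shared with different controls between knockdowns that have no arrays in it. It cancels in the pairs with GLIS3. With the replicate number as a block, which mostly goes with the series, the median r over the 33 pairs was 0.534 against the same control arrays. Genes are not independent replicates in any of these correlations.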

Interestingly, the transcriptional changes that occurred after the inhibition of several lncRNAs significantly correlated with those observed following inhibition of TFs (Figure 3A; Figure S3; see also a cluster analysis of TF- and lncRNA-dependent changes in Figure 3B). 

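STAT3 fell after both GLIS3 and HI-LNC78 knockdown. Over 188 genes, the 100 of lowest p of each knockdown combined, the log2 changes after HI-LNC15 and NKX2-2 knockdown correlated at r = 0.755 across genes, and 0.611 with different control arrays for each. Simulated groups without effects against shared controls had a median r of 0.33 for this pair, and reached 0.973 in 100 simulations. Over all genes the covariance was 0.00637, against a mean of 0.000857 from shared controls in simulation (up to 0.0129, with 1 of 100 simulations at or above the observed value) and 0.00566 with different control arrays. With the intensity trend removed the correlation was 0.705. From pairwise correlations, the paper concludes that selected islet-specific lncRNAs and TFs can regulate common gene expression programs.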

Some pairwise comparisons that illustrate this finding include *HI-LNC78*-dependent gene expression changes, which correlated highly with *HNF1A*- and *MAFB*-dependent changes (Pearson’s r = 0.87 and 0.89, respectively, p < 10^−71^), and *HI-LNC15*-dependent changes, which correlated with those occurring after knockdown of *NKX2-2* (r = 0.67, p = 10^−32^) (Figure 3C). The results from these gene knockdown experiments therefore indicate that selected islet-specific lncRNAs and TFs can regulate common gene expression programs.

### Islet TFs and lncRNAs Co-regulate Genes Associated with Enhancer Clusters

Recent studies have revealed that islet TFs regulate cell-specific transcription by targeting clusters of enhancers and, in particular, clusters with enhancers that are bound by multiple islet TFs (Pasquali et al., 2014). Enhancer clusters share many features with regulatory domains that have otherwise been defined as “stretch enhancers” or “superenhancers” (Pasquali et al., 2014, Pott and Lieb, 2015). Given that knockdown of islet lncRNAs and TFs suggested that they regulate similar genes, we asked whether islet lncRNAs also regulate enhancer cluster-associated genes. As expected, gene set enrichment analysis (GSEA) showed that genes with islet-enriched expression, genes associated with enhancer clusters, or genes associated with enhancers that are bound by multiple TFs were downregulated after knockdown of all five TFs, whereas this was not observed for ten control sets of genes expressed at similar levels (Figure 4; Figures S4A and S4B). Likewise, genes associated with enhancer clusters and those showing islet-specific expression were also enriched among genes that were downregulated after knockdown of *HI-LNC12*, *15*, *30*, *78*, *80, 85*, and *71* (Figure 4; Figures S4A and S4B). These results therefore indicate that islet-specific TFs and lncRNAs often co-regulate genes that are associated with enhancer clusters.

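Of 637 measured genes of the islet-specific list, which holds 731 genes in the copy of Table S5 used here and 700 in the paper, 38 fell and 11 rose after PDX1 knockdown, and 2 fell and none rose after GLIS3 knockdown. None passed after NKX2-2 knockdown (limma, over all genes). Relative to other genes the list was lower after each of these knockdowns, with camera adjusted p-values of 0.000666 for NKX2-2, 0.00154 for PDX1 and 0.016 for GLIS3. Weighted GSEA on the signal-to-noise ratio gave normalized enrichment scores of -1.89, -2.02 and -1.54. The call held with an estimated correlation for NKX2-2 (adjusted p = 0.049 with an estimated correlation), and not for PDX1 (0.0528) and GLIS3 (0.117). The median log2 change of the list was small, -0.00736 for NKX2-2, -0.00472 for PDX1 and 0.00119 for GLIS3, whose median has the other sign than its test. Of 10 control lists matched on expression level, all 10 were lower at a camera p under 0.05 after NKX2-2 and PDX1 knockdown, and 7 after GLIS3 knockdown. By limma's fry, which tests the list without reference to other genes, none of them passed for a common direction (adjusted p 0.455 for PDX1 to 0.648 for GLIS3), and for changes in either direction PDX1 did (adjusted p 0.00458, 0.145 for GLIS3 and 0.243 for NKX2-2). With the intensity trend removed none passed either (adjusted p 0.45 for PDX1, 0.483 for NKX2-2 and 0.846 for GLIS3), and the GLIS3 call was lost without amiRNA 4 replicate 3 (adjusted p = 0.0646) or amiRNA 2 replicate 1 (adjusted p = 0.0523). Of the enhancer cluster genes, 693 of the paper's 694 are in the copy of Table S5 used here and 607 were measured, so they were counted but not tested as a set. Of these, 34 fell and 5 rose after PDX1 and 3 fell after GLIS3 knockdown, while none passed after NKX2-2 knockdown in limma. Their median changes were -0.01, -0.006 and -0.003. Of 1001 measured genes of enhancers bound by multiple TFs, 54 fell and 16 rose after PDX1 and 5 fell after GLIS3 knockdown. Of 84 measured islet-enriched TFs of that table, 6 fell after PDX1 and 1 fell after GLIS3 knockdown.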

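Among the 637 islet-specific genes, 61 fell and 18 rose after HI-LNC12 knockdown, 84 fell and 58 rose after HI-LNC78 knockdown and 16 fell and 2 rose after HI-LNC80 knockdown, while 1 fell after HI-LNC30 knockdown and none passed in limma after HI-LNC15 or HI-LNC85 knockdown. Relative to other genes the list was lower, with camera adjusted p-values of 1.53e-06 for HI-LNC12, 0.000477 for HI-LNC15, HI-LNC78 and HI-LNC80, 0.0142 for HI-LNC30 and 0.0328 for HI-LNC85, and normalized enrichment scores of -2.67, -2.25, -1.95, -2.07, -1.70 and -1.76 in this order. The calls held with an estimated correlation for HI-LNC12 (adjusted p = 0.0228 with an estimated correlation), HI-LNC15, HI-LNC78 and HI-LNC80 (0.049 each), and not for HI-LNC30 (0.125) and HI-LNC85 (0.155). Median changes of the list were -0.0406 for HI-LNC12, -0.021 for HI-LNC15, -0.0253 for HI-LNC78, -0.0108 for HI-LNC80, -0.00552 for HI-LNC85 and 0.00023 for HI-LNC30, the last with the other sign than its test. All 10 control lists matched on expression level were lower at a camera p under 0.05 after HI-LNC12, HI-LNC15, HI-LNC78 and HI-LNC80 knockdown, 6 after HI-LNC30 and 0 after HI-LNC85 knockdown. By fry none passed for a common direction (adjusted p 0.0813 for HI-LNC12 to 0.648 for HI-LNC30), and for changes in either direction HI-LNC12 and HI-LNC78 (adjusted p 0.00414 each), HI-LNC80 (0.0384) and HI-LNC15 (0.0478) did. Once the intensity trend was removed, the camera call of HI-LNC12 alone was left among these, close to the threshold (adjusted p 0.0482 for HI-LNC12, 0.461 for HI-LNC15, 0.59 for HI-LNC78, 0.335 for HI-LNC80 and HI-LNC85 and 0.812 for HI-LNC30). The HI-LNC30 call was lost without amiRNA 2 replicate 2 (adjusted p = 0.18) and that of HI-LNC85 without amiRNA 2 replicate 3 (adjusted p = 0.136). Of the other lncRNAs, HI-LNC25, HI-LNC70, HI-LNC75 and HI-LNC79 also had a lower list (camera adjusted p 0.00795, 0.000666, 0.0363 and 0.0363; with an estimated correlation, adjusted p = 0.0667, 0.049, 0.16 and 0.157; with the intensity trend removed, 0.0482, 0.0767, 0.87 and 0.87), and HI-LNC76 did not (adjusted p = 0.867). The median after HI-LNC75 knockdown was 0.0102, with the other sign than its test. Of the 10 control lists, 9 were lower at a camera p under 0.05 after HI-LNC75 knockdown, and 0 after HI-LNC25, HI-LNC70 or HI-LNC79 knockdown. Without HI-LNC25 amiRNA 1 replicate 3 the direction turned (adjusted p = 0.867), and without HI-LNC75 amiRNA 4 replicate 1 (adjusted p = 0.486) or HI-LNC79 amiRNA 3 replicate 1 (adjusted p = 0.123) or replicate 2 (adjusted p = 0.124) the call was lost. On the HI-LNC71 array, whose difference from the control mean has no replicate check, 323 of the 637 genes were lower. Their median difference of -0.00294 lay at percentile 2.93 among 10000 random lists of the same size and expression (2.14 with the intensity trend removed). Of the 607 enhancer cluster genes, 56 fell and 22 rose after HI-LNC12, 84 fell and 42 rose after HI-LNC78 and 15 fell and 2 rose after HI-LNC80 knockdown, and none passed in limma after HI-LNC15, HI-LNC30 or HI-LNC85 knockdown. Their medians were -0.018, -0.034, -0.013, -0.017, -0.005 and -0.007, and 317 of them were lower on the HI-LNC71 array. Of the 1001 genes of enhancers bound by multiple TFs, 102 fell and 53 rose after HI-LNC12, 128 fell and 90 rose after HI-LNC78 and 26 fell and 6 rose after HI-LNC80 knockdown. From the enrichment after both kinds of knockdown, which its GSEA did not find for 10 control sets of similar expression, the paper concludes that islet-specific TFs and lncRNAs often co-regulate genes associated with enhancer clusters. The matched control lists here, tested by camera and not by GSEA, were lower as well after several of these knockdowns.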

### β Cell lncRNAs and TFs Form Part of Islet-Specific Co-expression Networks

We next used an independent experimental approach to validate the observation that human β cell lncRNAs and TFs regulate common gene expression programs. This involved the analysis of gene modules that show co-expression across a panel of human islet RNA samples. Analogous approaches have been employed to reveal sets of genes that share functional relationships (Derry et al., 2010, Kim et al., 2001, Pandey et al., 2010, Segal et al., 2003, Stuart et al., 2003, Su et al., 2011). We implemented this analysis using weighted gene co-expression analysis (WGCNA) of RNA sequencing (RNA-seq) profiles from 64 human pancreatic islet samples. This identified 25 major gene modules containing more than 100 genes, named M1–M25, that showed highly significant co-expression across human islet samples (Figure 5A; Table S2). We next determined which co-expression modules contained islet lncRNAs. Rather than using our previously defined set of lncRNAs, this analysis was performed with a set of 2,373 β cell lncRNAs that was newly annotated using ∼5 billion stranded RNA-seq reads pooled from 41 islet samples (Table S3; Figure S5A). β Cell lncRNAs were found to be enriched in seven pancreatic islet co-expression modules (M3, M7, M12, M13, M18, M20, and M21) (Figure 5B).

We next characterized the nature of these seven lncRNA-enriched co-expression modules. Five of these (M3, M7, M12, M18, and M20) were enriched in genes associated with pancreatic islet enhancer clusters (Figures 5A–5C, marked in blue). Two other modules (M13 and M21) were enriched for ubiquitously expressed genes involved in mRNA translation and metabolic pathways (Figure S5B). Among the modules enriched in lncRNAs and enhancer clusters, three (M3, M7, and M18) were also enriched in islet-specific TF genes (Figure 5D), and two of these modules (M3 and M7) contained nine of the 12 lncRNAs that had been knocked down in EndoC-βH1 cells. Module M3, the largest of the seven lncRNA-enriched modules, featured gene ontology (GO) terms associated with prototypical islet cell functions and contained several islet TFs and lncRNAs (Figure 5E). In keeping with these findings, we found numerous instances of islet lncRNAs and known cell-specific TFs that showed a tight correlation of gene expression levels across human islet samples (Figure 5F; Figure S5C). These findings thus indicated that β cell-specific lncRNAs, TFs, and genes associated with islet enhancer clusters form part of common expression programs.

Further analysis is consistent with the notion that lncRNAs play a functional role in driving gene expression variation in the lncRNA-enriched co-expression modules. First, the subset of lncRNAs that were shown to regulate an adjacent gene in knockdown studies also exhibited a particular high co-regulation with the adjacent gene across islet samples (Figure S1G). This observation was extended to define 292 lncRNAs that displayed a highly significant (p < 10^−7^) correlation of expression with an adjacent protein-coding gene in the panel of human islet samples and are thus candidate *cis*-regulatory lncRNAs (Table S6). Second, we analyzed all genes that were significantly downregulated in EndoC-βH1 cells after knocking down *HI-LNC12*, *71*, *78*, and *80* and found that they were also enriched among genes in human islet modules M3, M7, and M18 but not in size-controlled modules (Figure S5D). In summary, co-expression analysis of native human islets corroborated the findings observed with amiRNA-based perturbations in EndoC-βH1 cells and indicated that a group of islet lncRNAs and TFs form part of common transcriptional networks that target clusters of pancreatic islet enhancers (Figure 5G).

### Deregulation of β Cell lncRNAs in Human T2D

The identification of functional lncRNAs led us to explore whether some lncRNAs are abnormally expressed in human T2D and might thus be relevant to the pathogenesis of this disease. We therefore analyzed our new set of 2,373 lncRNAs in a recently reported gene expression dataset that includes human islet samples from donors diagnosed with T2D or impaired glucose tolerance (IGT) (Fadista et al., 2014). Our results showed that, despite the fact that gene expression across human islet donors is highly variable, the expression of 15 and 100 lncRNAs was significantly altered in islets from T2D and IGT versus non-diabetic donors respectively (adjusted p < 0.05) (Figure S6A; see Table S7 for a complete list). This finding suggests a potential role of functional β cell lncRNAs in driving some of the β cell gene expression changes that are associated with T2D.

### *PLUTO* Regulates *PDX1*, an Essential Transcriptional Regulator

To explore how β cell lncRNAs can regulate cell-specific transcriptional networks, we focused on *HI-LNC71*, a nuclearly enriched transcript (Figure S1B) that is transcribed from a promoter that is located ∼3 kb upstream of *PDX1*, in an antisense orientation (Figure S6B). PDX1 is an essential transcriptional regulator of pancreas development and β cell function that has been implicated in genetic mechanisms underlying Mendelian and type 2 diabetes (Ahlgren et al., 1998, Jonsson et al., 1994, Offield et al., 1996, Stoffers et al., 1997). Based on this genomic location, we renamed *HI-LNC71 PLUTO*, for *PDX1* locus upstream transcript.

The potential importance of *PLUTO* was strengthened by the observation that *PLUTO* was among the most markedly downregulated lncRNAs in islets from T2D or IGT donors (adjusted p value = 0.07 and 0.005, respectively; Figure 6A; Figure S6B). Interestingly, PDX1 was also downregulated in islets from donors with T2D and IGT (Figure 6A).

*PLUTO* is a multi-isoform transcript that contains five major exons that span nearly 100 kb, encompassing a cluster of enhancers that make 3D contacts with the *PDX1* promoter in human islets and in EndoC-βH1 cells (Figure 6B; Figure S6A). This observation suggested that *PLUTO* could affect *cis* regulation of the *PDX1* gene.

To test whether *PLUTO* regulates *PDX1*, we first examined EndoC-βH1 cells after amiRNA-mediated knockdown of *PLUTO* RNA and found reduced *PDX1* mRNA and protein levels (Figure 6C). Similarly, knockdown of *PLUTO* RNA in dispersed primary human islet cells caused decreased *PDX1* mRNA (Figure 6D). To validate these experiments through a complementary approach, we used CRISPR interference (CRISPRi), which involves targeting guide RNAs (gRNAs) downstream of a gene’s transcriptional initiation site to block its transcription. Two independent gRNAs that targeted a region downstream of the *PLUTO* initiation site efficiently reduced *PLUTO* RNA levels relative to non-targeting gRNAs, and, in both cases, this led to decreased *PDX1* mRNA expression (Figure 6E). Therefore, perturbing either *PLUTO* RNA levels or its transcription leads to the same inhibitory effect on *PDX1* mRNA.

The mouse *Pdx1* locus also has an islet lncRNA (*Pluto*) that shows only limited sequence homology with human *PLUTO*. *Pluto* is also transcribed from the opposite strand of *Pdx1* but is initiated from a promoter within the first intron of *Pdx1* and, like *PLUTO*, spans a broad regulatory domain upstream of *Pdx1* (Figure S6C). Knockdown of *Pluto* RNA in the mouse β cell line MIN6 also led to decreased *Pdx1* mRNA levels (Figure S6E). These experiments therefore indicated that *PLUTO* regulates *PDX1* mRNA in human β cell lines and primary islet cells, and an analogous effect was observed for the mouse lncRNA ortholog.

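After PDX1 knockdown the islet glucose-6-phosphatase G6PC2 fell by 1.08 on the log2 scale (standard error 0.15, adjusted p = 0.00188 from limma), the bicarbonate transporter SLC4A10 by 0.39 (standard error 0.07), HADH by 0.25 (standard error 0.04), the sorting receptor SORL1 by 0.22 (standard error 0.04) and SCD, a fatty acid desaturase, by 0.20 (standard error 0.05, adjusted p = 0.0407 from limma), each lower in 4 of 4 arrays. SCD was not called without any 1 of the arrays (adjusted p 0.0548 without amiRNA 2 replicate 1, 0.172 without amiRNA 6 replicate 1, 0.0985 without amiRNA 2 replicate 2 and 0.0598 without amiRNA 6 replicate 2, and 0.0138 to 0.383 over all alternatives), and its change was -0.07 with the intensity trend removed and -0.09 after quantile normalization. ERO1B (-0.11, standard error 0.05, adjusted p = 0.167) and the islet amyloid polypeptide gene IAPP (-0.25, standard error 0.38, adjusted p = 0.69) did not pass. IAPP differed by -0.78 against the controls of replicates 1 and 2 (adjusted p = 0.000968, and 0.000968 to 0.819 over all alternatives) and by -0.78 with the replicate number as a block (adjusted p = 0.00439). Of the 6 genes of Figure 6J, which the paper gives as known PDX1-regulated genes and measured by qPCR in parallel experiments, 4 fell, 2 did not pass and none rose (5 fell when adjusted over the list alone). On the 1 array of HI-LNC71 (PLUTO) knockdown, G6PC2 (difference from the control mean -0.51), SCD (-0.66), SORL1 (-0.31) and SLC4A10 (-0.26) lay below all 15 control arrays, while IAPP (0.14) had 5 control arrays below it. With the spread of the other arrays assumed for this array, limma called 0 genes, and 17 were higher and 10 lower at an unadjusted p under 0.001. Across the 250 genes of lowest p after PDX1 knockdown, 122 of 133 genes that were lower after PDX1 knockdown were also lower on the HI-LNC71 array and 94 of 117 higher genes were higher. The correlation across these genes, which are not independent replicates, was r = 0.794. With different control arrays for HI-LNC71 and PDX1 the median r was 0.697 (0.541 to 0.761), with only the controls of replicate 2 it was 0.597, and with PDX1 amiRNA 5 included it was 0.786. Simulated groups without effects against shared controls gave a median r of 0.305 (up to 0.949 in 100 simulations, 16 of which reached the observed r), and with different controls 0.0406, where 13 of 100 reached the observed median. The covariance was 0.00587, against a mean of 0.00101 from shared controls in simulation (up to 0.0192, with 8 of 100 at or above the observed value) and 0.00523 with different controls. Over their own 250 genes of lowest p, HI-LNC12 (0.792), HI-LNC80 (0.762) and HI-LNC15 (0.72) also correlated with the HI-LNC71 array.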

Consistent with this regulatory relationship, *PLUTO* and *PDX1* RNA levels are highly correlated across islet samples (Pearson’s r = 0.86, p = 10^−15^; Figure 6F), and knockdown of *PDX1* and *PLUTO* in EndoC-βH1 cells resulted in the deregulation of a shared set of genes (Figures 6G–6J). Furthermore, *Pluto* and *Pdx1* were found to be regulated with nearly identical dynamics in response to a shift in glucose concentration (4–11 mM) in mouse pancreatic islets (Figure S6D). *PLUTO* and *PDX1* therefore regulate a common program in pancreatic islets, and this is at least in part explained by the fact that *PLUTO* regulates *PDX1.*

### *PLUTO* Regulates *PDX1* Transcription and Local 3D Chromatin Structure

To assess the mechanisms underlying the function of *PLUTO*, we first examined whether *PLUTO* controls the stability or transcription of *PDX1.* Transcriptional inhibition experiments using Actinomycin D showed no significant differences in the stability of *PDX1* mRNA upon *PLUTO* knockdown (Figure 7A). By contrast, intronic *PDX1* RNA was reduced upon *PLUTO* knockdown, suggesting that *PLUTO* regulates *PDX1* transcription (Figure 7B).

Because *PLUTO* spans an enhancer cluster, we hypothesized that it could regulate the chromatin state of active enhancers. We thus knocked down *PLUTO* in β cells and measured H3K27 acetylation as well as H3K4 mono- and tri-methylation levels at several enhancers within the cluster. Our results indicate no significant changes in these characteristic active chromatin marks (Figure S7).

We next determined whether *PLUTO* affects the 3D contacts between the enhancer cluster and the *PDX1* promoter. Examination of the *PDX1* locus using quantitative chromatin conformation capture (3C) assays revealed that two far upstream enhancers (Figure 7C) showed reduced contacts with the *PDX1* promoter after *PLUTO* knockdown (Figure 7D). These findings therefore show that *PLUTO* regulates the transcription of *PDX1*, a key pancreatic β cell transcriptional regulator, and that this is associated with its ability to promote contacts between the *PDX1* promoter and its enhancer cluster (Figure 7E).

## Discussion

In the current study, we have tested the hypothesis that lncRNAs play a role in cell-specific gene regulation in pancreatic β cells, a cell type that is central in the pathogenesis of human diabetes. We have thus carried out, for the first time, a systematic analysis of the function of a set of human β cell-specific lncRNAs. Our experiments revealed several examples of β cell lncRNAs in which sequence-specific perturbation causes transcriptional and functional phenotypes. We have further shown that β cell-specific lncRNAs and TFs regulate a common transcriptional network. Finally, we have demonstrated that β cell-specific lncRNAs directly or indirectly participate in the regulation of human enhancer clusters, which are the major functional targets of islet-specific transcription factors and key *cis*-regulatory determinants of islet cell transcriptional programs (Pasquali et al., 2014). Importantly, these conclusions are supported by concordant results from co-expression network analysis and loss of function experiments. These studies should be interpreted in light of previous evidence indicating that a significant fraction of lncRNAs show lineage-specific expression (Cabili et al., 2011, Derrien et al., 2012, Goff et al., 2015, Guttman et al., 2011, Iyer et al., 2015, Morán et al., 2012, Pauli et al., 2012). Our study extends previous findings by demonstrating a functional role of lncRNAs in lineage-specific TF networks.

Our findings invite the question of what molecular mechanisms underlie the regulatory effects of β cell lncRNAs. LncRNAs have been proposed to control gene expression through diverse molecular mechanisms, including the formation of protein-specific interactions and scaffolds, RNA-DNA or RNA-RNA hybrids, the titration of miRNAs, and the modulation of 3D chromosomal structures (Rinn and Chang, 2012, Wang and Chang, 2011), whereas some transcripts currently defined as lncRNAs can theoretically encode for atypical small peptide sequences (Andrews and Rothnagel, 2014). Our knockdown and co-expression analyses have identified a subset of functional lncRNAs that appear to regulate a nearby gene, suggesting a lncRNA-based *cis*-regulatory mechanism, whereas others are likely to exert *trans*-regulatory effects. We focused on one functional nuclear-enriched β cell lncRNA, *PLUTO*, and found that its function in β cell networks is at least in part due to its ability to elicit an effect on the transcription of its adjacent gene, *PDX1*, which encodes a key β cell transcription factor. Importantly, this was observed for both the mouse and human orthologs, and similar effects were obtained through RNAi suppression or through CRISPR-induced transcriptional interference of *PLUTO*. Our studies further showed that *PLUTO* promotes 3D interactions between the *PDX1* promoter and its upstream enhancer cluster, which is contained within the body of the *PLUTO* gene. We thus propose that *PLUTO* regulates the 3D architecture of the enhancer cluster at the *PDX1* locus. This finding is reminiscent but distinct from earlier examples of non-coding RNA genes that modulate 3D chromosomal structure (Lai et al., 2013, Yao et al., 2010). Given that a significant number of lncRNAs are co-expressed with adjacent lineage-specific protein-coding genes, it is possible that the general regulatory paradigm described here is relevant to analogous lncRNA-protein coding gene pairs.

Taken together, our data implicate cell-specific lncRNAs in human β cell transcriptional programs. Given the importance of TFs in the pathophysiology of human diabetes and their role in β cell programming strategies, it now seems reasonable to explore whether β cell lncRNAs also play analogous roles (Bell and Polonsky, 2001, Flanagan et al., 2014, Zhou et al., 2008). The findings reported here therefore strengthen earlier suggestions that defects in β cell lncRNAs might contribute to the pathogenesis of human diabetes (Fadista et al., 2014, Morán et al., 2012) and warrant an assessment of whether they can be harnessed to promote β cell differentiation, function, or cellular mass.

## Experimental Procedures

### Pancreatic Islets

Human islets used for RNA-seq and chromatin immunoprecipitation sequencing (ChIP-seq) were cultured with CMRL 1066 medium containing 10% fetal calf serum (FCS) before shipment, after which they were cultured for 3 days with RPMI 1640 medium containing 11 mM glucose and supplemented with 10% FCS.

### Glucose-Stimulated Insulin Release

Glucose-stimulated insulin release was assayed in EndoC-βH1 or EndoC-βH3 cells as described previously (Benazra et al., 2015, Ravassard et al., 2011).

### RNA Analysis

RNA was isolated with Tripure (Roche) and treated with DNase I (Sigma). qPCR was performed with SYBR green or Taqman probe detection (van Arensbergen et al., 2010). See Table S4 for oligonucleotide and probe sequences.

### amiRNA and CRISPRi Experiments

Lentiviral vectors carrying amiRNAs targeting TFs, lncRNAs, and non-targeting control sequences were transduced into the EndoC-βH1 human β cell line as described previously (Castaing et al., 2005, Ravassard et al., 2011, Scharfmann et al., 2014).

Figure S1A illustrates the vector design. Oligonucleotide sequences are shown in Table S4. Non-transduced cells were assayed in parallel. Cells were harvested 80 hr post transduction for RNA extraction. For transduction of human islets, islets were first dispersed using trypsin-EDTA and gentle agitation. CRISPRi experiments were performed with two gRNAs designed to target *PLUTO* exon 1 or two unrelated intergenic control regions and transfected in EndoC-βH3 cells (Table S4).

### Gene Expression Array Analysis

RNA was hybridized onto HTA2.0 Affymetrix arrays. RMA normalization was carried out using Expression Console (Affymetrix). Gene-based differential expression analysis was done using Transcriptome Analysis Console (TAC, Affymetrix). Enhancer cluster genes were defined by genes that were associated with clustered islet enhancers that show top 50 percentile binding by TFs (PDX1, FOXA2, NKX2-2, NKX6.1, and MAFB) as defined previously (Pasquali et al., 2014). Pancreatic islet gene sets used for enrichment analysis are shown in Table S5. A list of islet-enriched genes was generated as those with more than two SDs higher expression in human islets than the average expression in 16 human tissues (Table S5).

### Differential Expression in IGT and T2D Islets

RNA-seq data have been described previously (Fadista et al., 2014). The samples were aligned to the hg19 genome using STAR aligner version 2.3.0 as described in the Supplemental Experimental Procedures, quantification was carried out with HTseq-Count 0.6.1, and differential expression analysis of lncRNA genes was done using DEseq2 1.10 (Table S3) using an adjusted p value threshold of 0.05.

### 3C

3C and 4C-seq was carried out as described previously (Pasquali et al., 2014, Tena et al., 2011) For real-time PCR quantification, readings were normalized to a control region within the *PDX1* intron. Normalized values are expressed as a fraction of non-targeting amiRNA control sample. See Table S4 for oligonucleotide sequences.

### Annotation of Islet lncRNAs

LncRNAs were annotated through de novo assembly of ∼5 billion stranded paired-end RNA-seq reads from 41 human islet samples, filtered for expression in FACS-purified β cell cells, lack of enrichment in the pancreatic exocrine fraction to exclude acinar contaminants, and the presence of H3K4me3 enrichment in the vicinity of the 5′ end. A more detailed description of the annotation process is provided in the Supplemental Information. Annotations are available in Table S3 and can be accessed on a UCSC Genome Browser (GRCh37/hg19) session by selecting “track hubs” and “Human Islet lncRNAs.” Alternatively, the track hub can be directly visualized in the UCSC Genome Browser using the following link: http://genome.ucsc.edu/cgi-bin/hgTracks?db=hg19&hubUrl=http://www.imperial.ac.uk/medicine/beta-cell-genome-regulation-laboratory/data/HILNCs/HILNCs.txt&hgS_loadUrlName=http://www.imperial.ac.uk/medicine/beta-cell-genome-regulation-laboratory/data/.

### Network Analysis

The WGCNA(v2) tool was used to build a co-transcriptional network based on mRNAs from 64 human islet RNA-seq samples.

## Author Contributions

J.F. and I.A. conceived the idea, designed the experiments, and wrote the manuscript. J.F. supervised and I.A. coordinated the project. I.A., Z.T., H.W., J.Y., C.A., E.S., A.S., L. Pasquali, and D.M.Y.R. contributed to data analysis. I.A., A.B., M.B., C.S.C., R.G.F., J.G.H., and N.C. performed the experiments. D.M.Y.R., I.M., and N.N. annotated lncRNAs. L. Piemonti, T.B., C.B., J.K.C., and F.P. provided samples. I.A., J.F., Z.T., A.B., D.M.Y.R, L.G., C.B., J.K.C., F.P., P.R., A.S., L.G., C.A., and E.S. discussed the results. All authors read and approved the manuscript. Z.T., A.B., D.M.Y.R., C.S.C., and N.N. contributed equally.

## Figures and Tables

**Figure 1:**
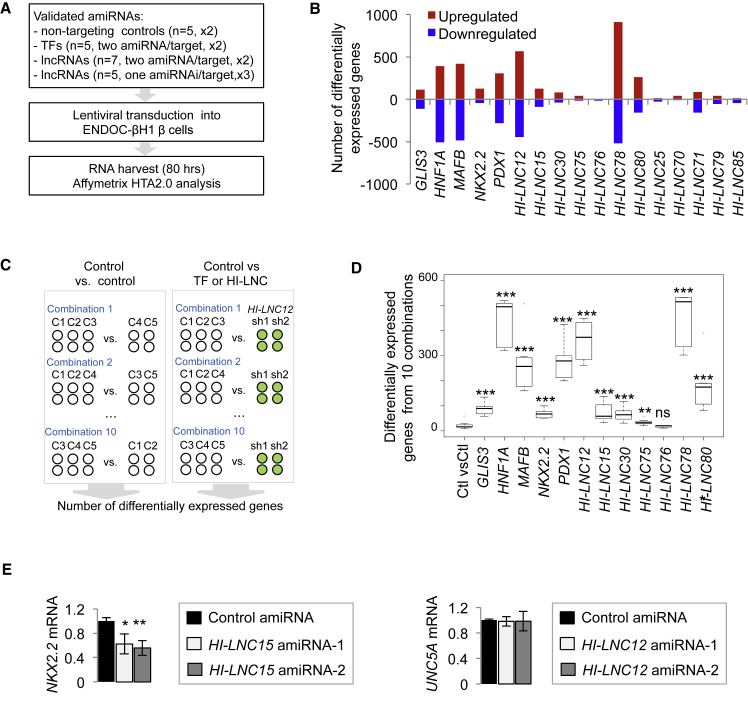
Knockdown of Selected β Cell lncRNAs Leads to Transcriptional Phenotypes (A) Schematic of the experimental plan. Lentivirally encoded amiRNAs were validated and transduced in duplicate (×2) or triplicate (×3) into ENDOC-βH1 cells as indicated and then analyzed with oligonucleotide expression arrays. (B) Differential gene expression analysis revealed genes that show significant up- or downregulation after knockdown of TFs or lncRNAs. For each TF or lncRNA, we combined all replicates transduced with the different target-specific amiRNAs and compared these with all replicates from five non-targeting controls. Differential expression was determined at p < 10^−3^ (ANOVA). (C) We compared gene expression data from all ten possible combinations of three versus two control non-targeting amiRNAs. Similarly, the two independent amiRNAs that target each TF or lncRNA were compared with all ten possible combinations of three control amiRNAs. For this analysis, we only considered the seven lncRNAs that were targeted by two independent amiRNAs. (D) Control comparisons result in a low number of differentially regulated genes (average 15 genes), whereas most TF and lncRNA comparisons yield higher numbers of differentially regulated genes. ^∗∗∗^p < 10^−4^; ^∗∗^p < 0.01; ns, not significant compared with control comparisons; Mann-Whitney test. (E) *HI-LNC15* regulates its neighboring gene, *NKX2.2*, whereas *HI-LNC12* knockdown (KD) does not affect its adjacent active gene, *UNC5A* (left). Further examples are shown in Figure S1G. RNAs were normalized to *TBP* mRNA and expressed relative to control amiRNAs; n = 3, error bars represent SEM; ^∗∗^p < 0.01, ^∗^p < 0.05 (Student’s t test).

**Figure 2:**
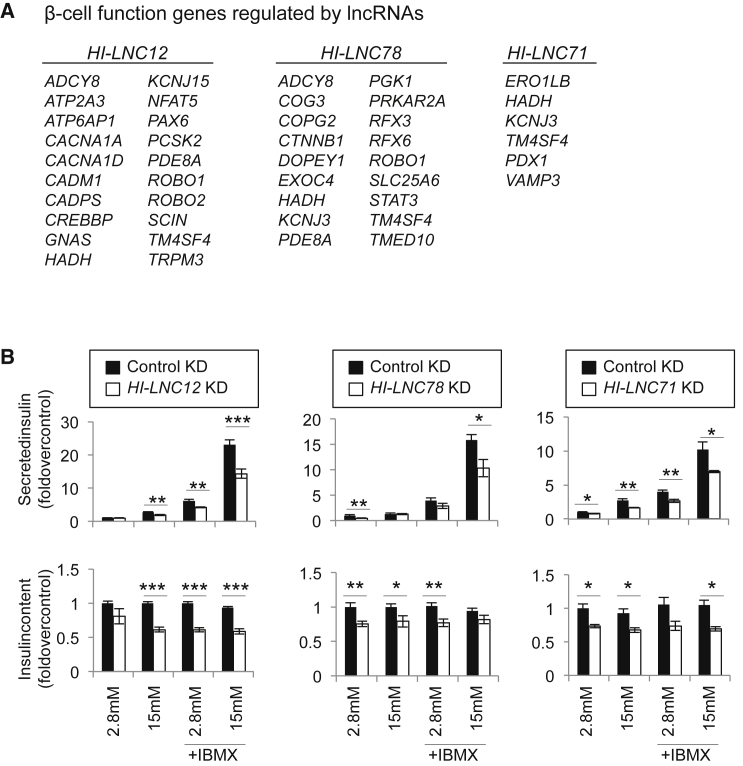
Knockdown of lncRNAs Impairs Insulin Secretion (A) Examples of genes known to play a role in β cell function regulated by islet lncRNAs. (B) Glucose-stimulated insulin secretion was tested on T antigen-excised EndoC-βH3 cells after transduction with amiRNAs targeting the indicated lncRNAs or controls. Secreted or total insulin content was normalized to the number of cells per well and expressed as fold change over control amiRNA treatment at 2.8 mM glucose. Each bar represents an average from two independent amiRNA vectors and 12 separate wells from two independent experiments. Error bars represent SEM; ^∗∗∗^p < 10^−3^, ^∗∗^p < 0.01, ^∗^p < 0.05 (Student’s t test).

**Figure 3:**
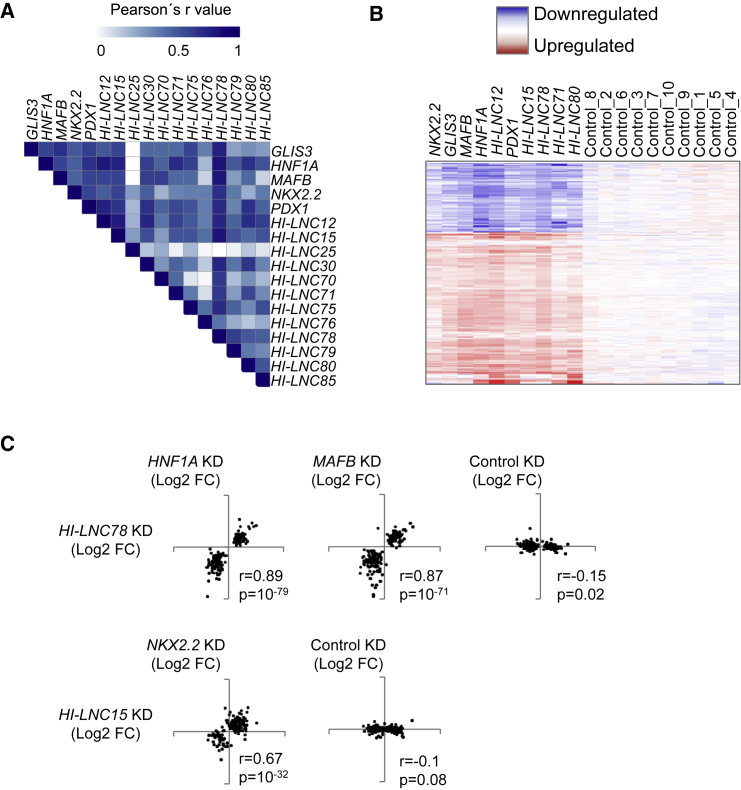
Human Islet TFs and lncRNAs Regulate Common Genes (A) Heatmap displaying Pearson r values for all pairwise comparisons of fold changes in gene expression after knockdown of TFs and lncRNAs. Only genes significantly dysregulated at p < 10^−3^ under at least one condition were included in the analysis. (B) Unsupervised clustering analysis of fold change values after knockdown of five TFs and the five lncRNAs that displayed the strongest transcriptional changes. Only genes that were dysregulated at p *<*10^−3^ in at least one knockdown were selected. Blue represents downregulated and red represents upregulated genes. Controls represent control comparisons as described for Figure 1. (C) Examples of highly correlated transcriptional phenotypes. The plots show fold change values (Log2) after knockdown of the indicated pairs of genes. Only the top 100 most regulated genes for any of the two knockdowns were plotted. Pearson's correlation (r) and p values are displayed.

**Figure 4:**
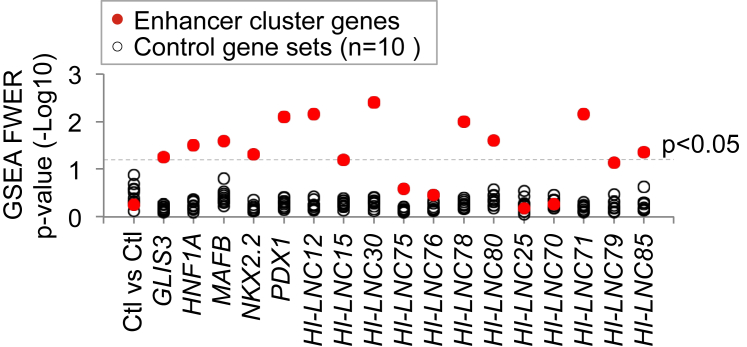
LncRNAs Regulate Enhancer Cluster Genes GSEA showed that genes that were downregulated upon knockdown of either islet TFs or lncRNAs were enriched in a set of 694 genes that is associated with human islet enhancer clusters (red dots) but not in ten control gene sets (black dots) that were expressed at similar levels as enhancer cluster genes.

**Figure 5:**
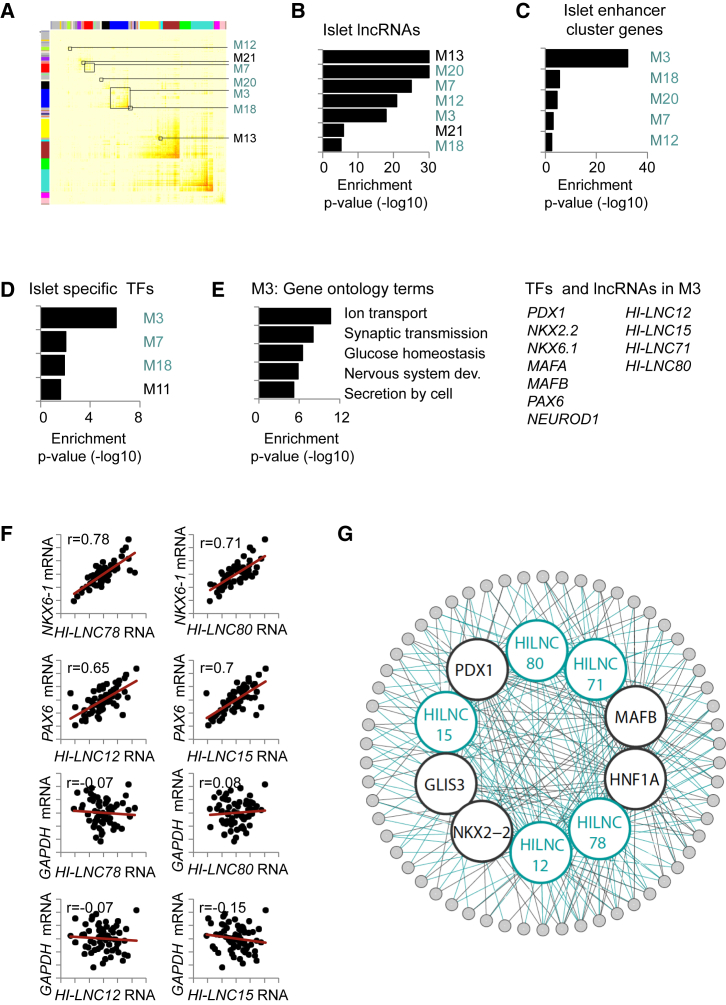
Islet-Specific Coding and Noncoding RNAs Form Shared Co-expression Modules (A) Topological overlap matrix representing co-expression modules that were co-regulated across 64 human islet samples. Modules that were enriched in lncRNAs are marked with squares (hypergeometric test, p < 10^−2^). (B–D) Co-expression modules that showed enrichment in islet lncRNAs (B), islet enhancer cluster (EC)-associated genes (C), or a set of 94 islet-enriched TF genes (D). Five modules (M3, M7, M12, M18, and M20, marked in blue) out of seven modules that were enriched in lncRNAs were also enriched in ECs and TFs. (E) Module M3 was enriched in typical islet-specific biological process annotations. Right: examples of islet TFs and lncRNAs in module M3. (F) Correlation of the indicated lncRNAs and β cell-specific TF mRNAs across 64 islet samples. *GAPDH* is shown as a non-β cell reference. Pearson’s correlation values are displayed in the top left corner. The axes show expression values normalized across 64 islet samples. (G) Network diagram illustrating that TFs and lncRNAs often co-regulate the same genes, many of which are associated with enhancer clusters.

**Figure 6:**
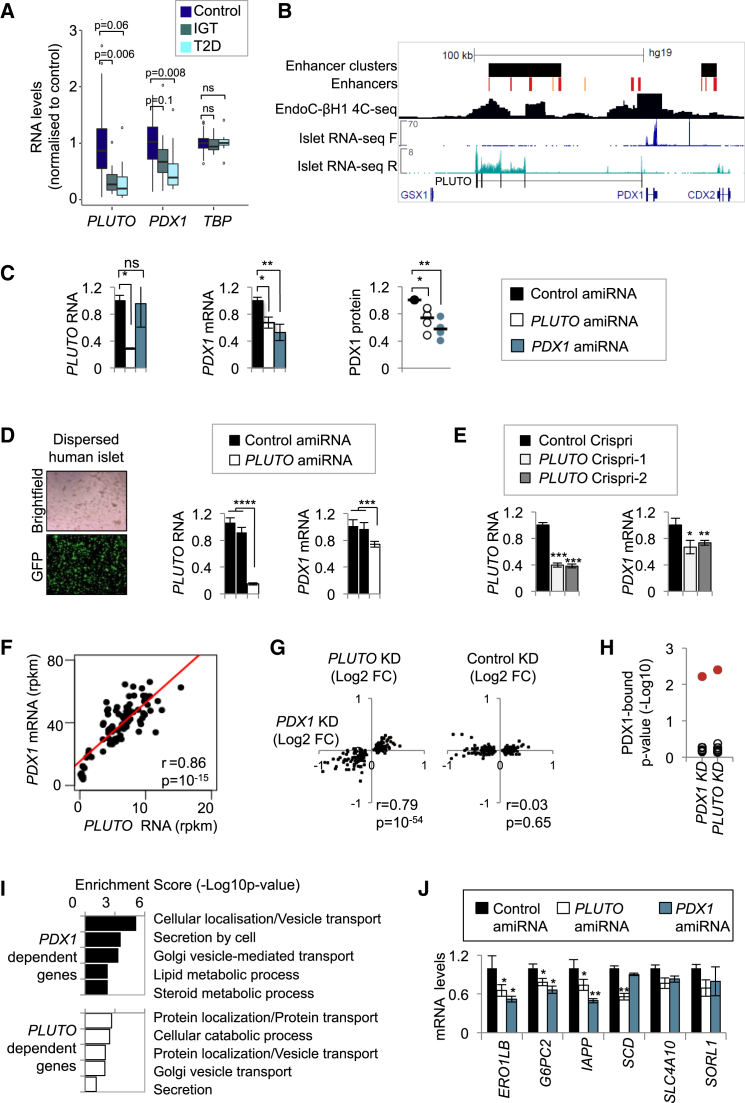
*PLUTO* Knockdown Decreases *PDX1* mRNA (A) Downregulation of *PLUTO* (HI-LNC71) and *PDX1* in islets from donors with T2D or IGT. Differential expression analysis was performed on control (n = 50) versus T2D (n = 10) or IGT (n = 15) samples. Boxplots represent expression normalized to the mean of control samples. Adjusted p values are shown. (B) Schematic of the human *PDX1* locus and its associated enhancer cluster. A 4C-seq analysis was designed to identify regions interacting with the *PDX1* promoter region in EndoC-βH1 cells. Red and orange vertical lines depict active and poised islet enhancers, respectively. F and R represent forward and reverse RNA-seq strands, respectively, and scales represent RPM. *PLUTO* (*HI-LNC71*) was generated from a de novo assembly of islet RNA-seq and differs from a transcript annotated in UCSC and RefSeq that originates from a *PDX1* intronic region. (C) Downregulation of *PLUTO* or *PDX1* using amiRNAs resulted in reduced *PDX1* mRNA and protein levels. EndoC-βH1 cells were transduced with control (black), *PLUTO* (white), or *PDX1* (turquoise) amiRNA vectors 80 hr prior to harvest. RNA levels were assessed by qPCR, normalized to *TBP*, and expressed as fold over control amiRNA samples (n = 4). For protein quantification, PDX1 levels were first normalized to the average of TBP and H3 levels and then compared with the control amiRNA sample. (D) Downregulation of *PLUTO* in human islet cells results in reduced *PDX1* mRNA levels. Islet cells were dispersed and transduced with amiRNA vectors (n = 3) as in (B). (E) Downregulation of *PLUTO* in EndoC-βH3 cells using CRISPRi also decreases *PDX1* mRNA. EndoC-βH3 cells were nucleofected with CRISPRi vectors 80 hr prior to harvest. RNA levels were assessed by qPCR and normalized to *TBP* and then to a control CRISPRi sample (n = 3). (F) *PDX1* and *PLUTO* RNA levels were highly correlated in 64 human islet samples. (G) Knockdown of *PDX1* and *PLUTO* resulted in differential expression of similar genes. Fold change value (Log2) of top 250 dysregulated genes following the *PDX1* knockdown was plotted against the same genes following the *PLUTO* knockdown. (H) GSEA showed that genes that were downregulated upon knockdown of *PDX1* and *PLUTO* were enriched in genes whose enhancers were bound by PDX1 (red) in islets but not in ten control gene sets (black) that were expressed at similar levels as PDX1-bound genes. (I) Knockdown of *PDX1* and *PLUTO* resulted in differential expression of genes with similar biological process annotations. (J) Examples of known *PDX1*-regulated genes that are also co-regulated by *PLUTO* in parallel knockdown experiments. mRNA levels were assessed as in (B). Error bars denote SEM; ^∗∗∗^p < 10^−3^, ^∗∗^p < 0.01, ^∗^p < 0.05 (Student’s t test).

**Figure 7:**
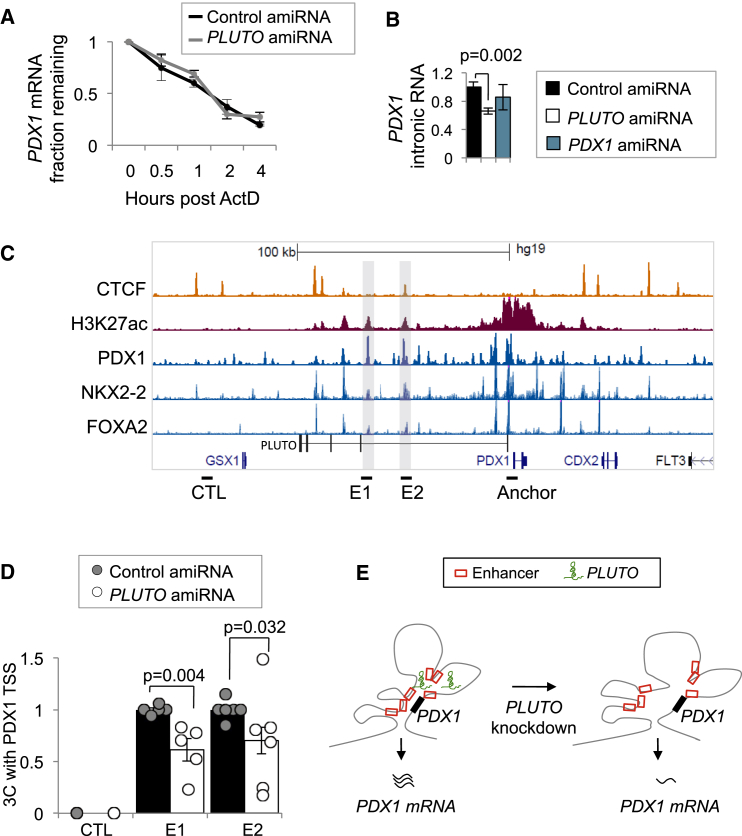
*PLUTO* Regulates *PDX1* Transcription and 3D Chromatin Structure (A) The mRNA stability of *PDX1* was unaffected by *PLUTO* knockdown. *PDX1* mRNA was measured in control and *PLUTO* amiRNA knockdown in EndoC-βH1 cells after Actinomycin D (ActD) treatment (n = 3). mRNA levels are presented as a percentage of levels observed at time = 0. (B) Knockdown of *PLUTO* was carried out as in Figure 6B, and this led to reduced *PDX1* transcription, as assessed by qPCR analysis of intronic *PDX1* RNA levels using hydrolysis probes. Values were normalized to *TBP* mRNA and expressed as fold over the control amiRNA sample (n = 4). (C) Schematic of selected epigenomic features of the *PDX1* locus. (D) *PLUTO* is required for 3D contacts between the *PDX1* promoter and distal enhancers. 3C analysis revealed that knockdown of *PLUTO* resulted in reduced contacts between the *PDX1* promoter (anchor) and two enhancers (E1 and E2). Interaction signals were normalized to a control region on the *PDX1* intron. CTL represents a negative control region that does not harbor interactions with the *PDX1* promoter. Error bars denote ± SEM, and p values are from a Student’s t test. (E) *PLUTO* knockdown resulted in impaired 3D contacts between the *PDX1* promoter and its adjacent enhancer cluster, causing reduced *PDX1* transcriptional activity.

## Accession Numbers

The accession number for the microarray data reported in this paper is GEO: GSE83619.

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S7

Table S1. Features of Human lncRNAs Selected for Functional Analysis, Related to Figures 1 and 6 and Figures S1 and S6 Table S1a, features of human and mouse β cell lncRNAs analyzed with amiRNA knockdowns. Table S1b, isoforms of PLUTO (HILNC71) sequenced from 3’RACE.

Table S2. Co-expression Network Analysis, Related to Figure 5 and Figure S5 Table S2.1, network modules resulting from weighted gene co-expression analysis (WCGNA) of 64 human islet RNA-seq samples. Table S2.2, assignment of islet expressed genes to network modules resulting from weighted gene co-expression analysis (WCGNA) of 64 human islet RNA-seq samples. Table S2.3, assignment of lncRNAs to network modules resulting from weighted gene co-expression analysis.

Table S3. List of De Novo-Annotated Human β Cell-Enriched lncRNAs in bed12 Format, hg19, Related to Figure S5

Table S4. Sequences of amiRNAs and Oligonucleotides, Related to Experimental Procedures Table S4a, targeting sequences for miR-RNAi-based knockdown. Table S4b, primer sequences for semi-quantitative real time reverse transcription PCR used in this study. Table S4c, Taqman probe sequences for quantitative real-time reverse transcription PCR reactions used in Figures 6 and 7. Table S4d, primer sequences for 3C experiments with PDX1 TSS as viewpoint. Table S4e, primer sequences for chromatin immunoprecipitation experiments used in Figure S7. Table S4f, gRNA sequences for CRISPRi used in Figure 6. Table S4g, LNA GapmeR sequences from Exiqon used in Figure S2.

Table S5. Gene Sets Used for Integrative Analysis, Related to Experimental Procedures

Table S6. Human Islet LncRNAs that Are Highly Co-expressed with a Neighboring Coding Gene with a p Value of Correlation > 1E−7, Related to Figure S1

Table S7. Differential Expression Analysis of Human Islet lncRNAs in Islets from Donors with T2D and IGT, Related to Figure 6 and Figure S6 Table S7a, differential expression analysis of human islet lncRNAs in control versus T2D islets (DE-seq). Table S7b, differential expression analysis of human islet LncRNAs in control vs impaired glucose tolerance (IGT) islets (DE-seq).

Document S2. Article plus Supplemental Information

# Supplementary material for: Human Pancreatic β Cell lncRNAs Control Cell-Specific Regulatory Networks
**Source:** Cell Metab. 2017 Feb 7;25(2):400–11. doi: 10.1016/j.cmet.2016.11.016
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S7

Supplemental Information

Human Pancreatic β Cell lncRNAs Control

Cell-Specific Regulatory Networks

Ildem Akerman, Zhidong Tu, Anthony Beucher, Delphine M.Y. Rolando, Claire Sauty-Colace, Marion Benazra, Nikolina Nakic, Jialiang Yang, Huan Wang, Lorenzo Pasquali, Ignasi Moran, Javier Garcia-Hurtado, Natalia Castro, Roser Gonzalez-Franco, Andrew F. Stewart, Caroline Bonner, Lorenzo Piemonti, Thierry Berney, Leif Groop, Julie Kerr-Conte, Francois Pattou, Carmen Argmann, Eric Schadt, Philippe Ravassard, and Jorge Ferrer

Figure S1. Loss of function of beta cell lncRNAs, related to Figure 1 (part 1 of 6)

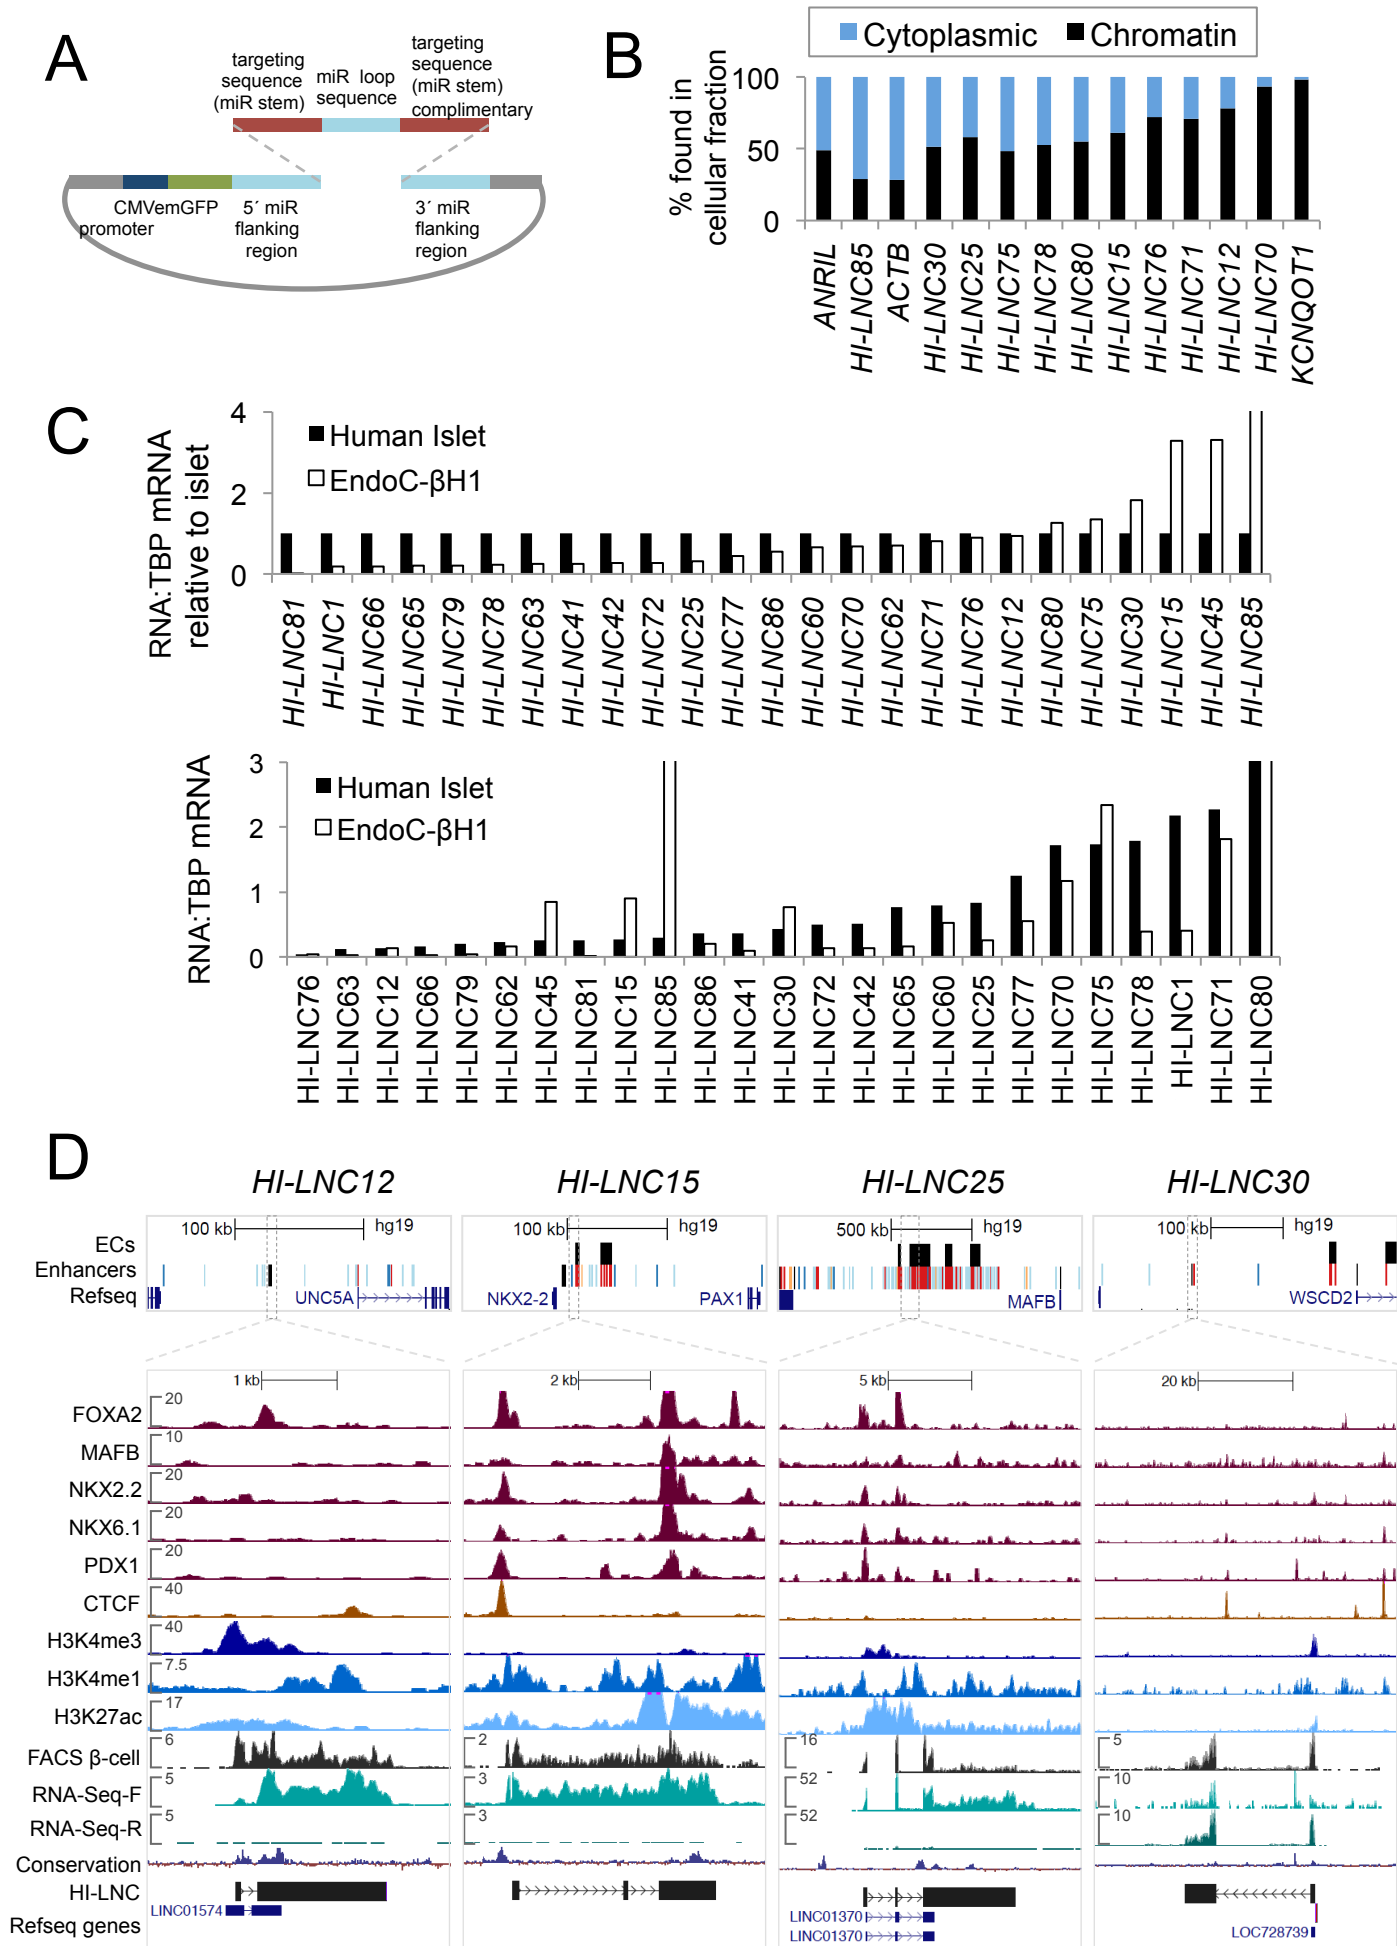

Figure S1. Loss of function of beta cell lncRNAs, related to Figure 1 (part 2 of 6)

D (Continued)

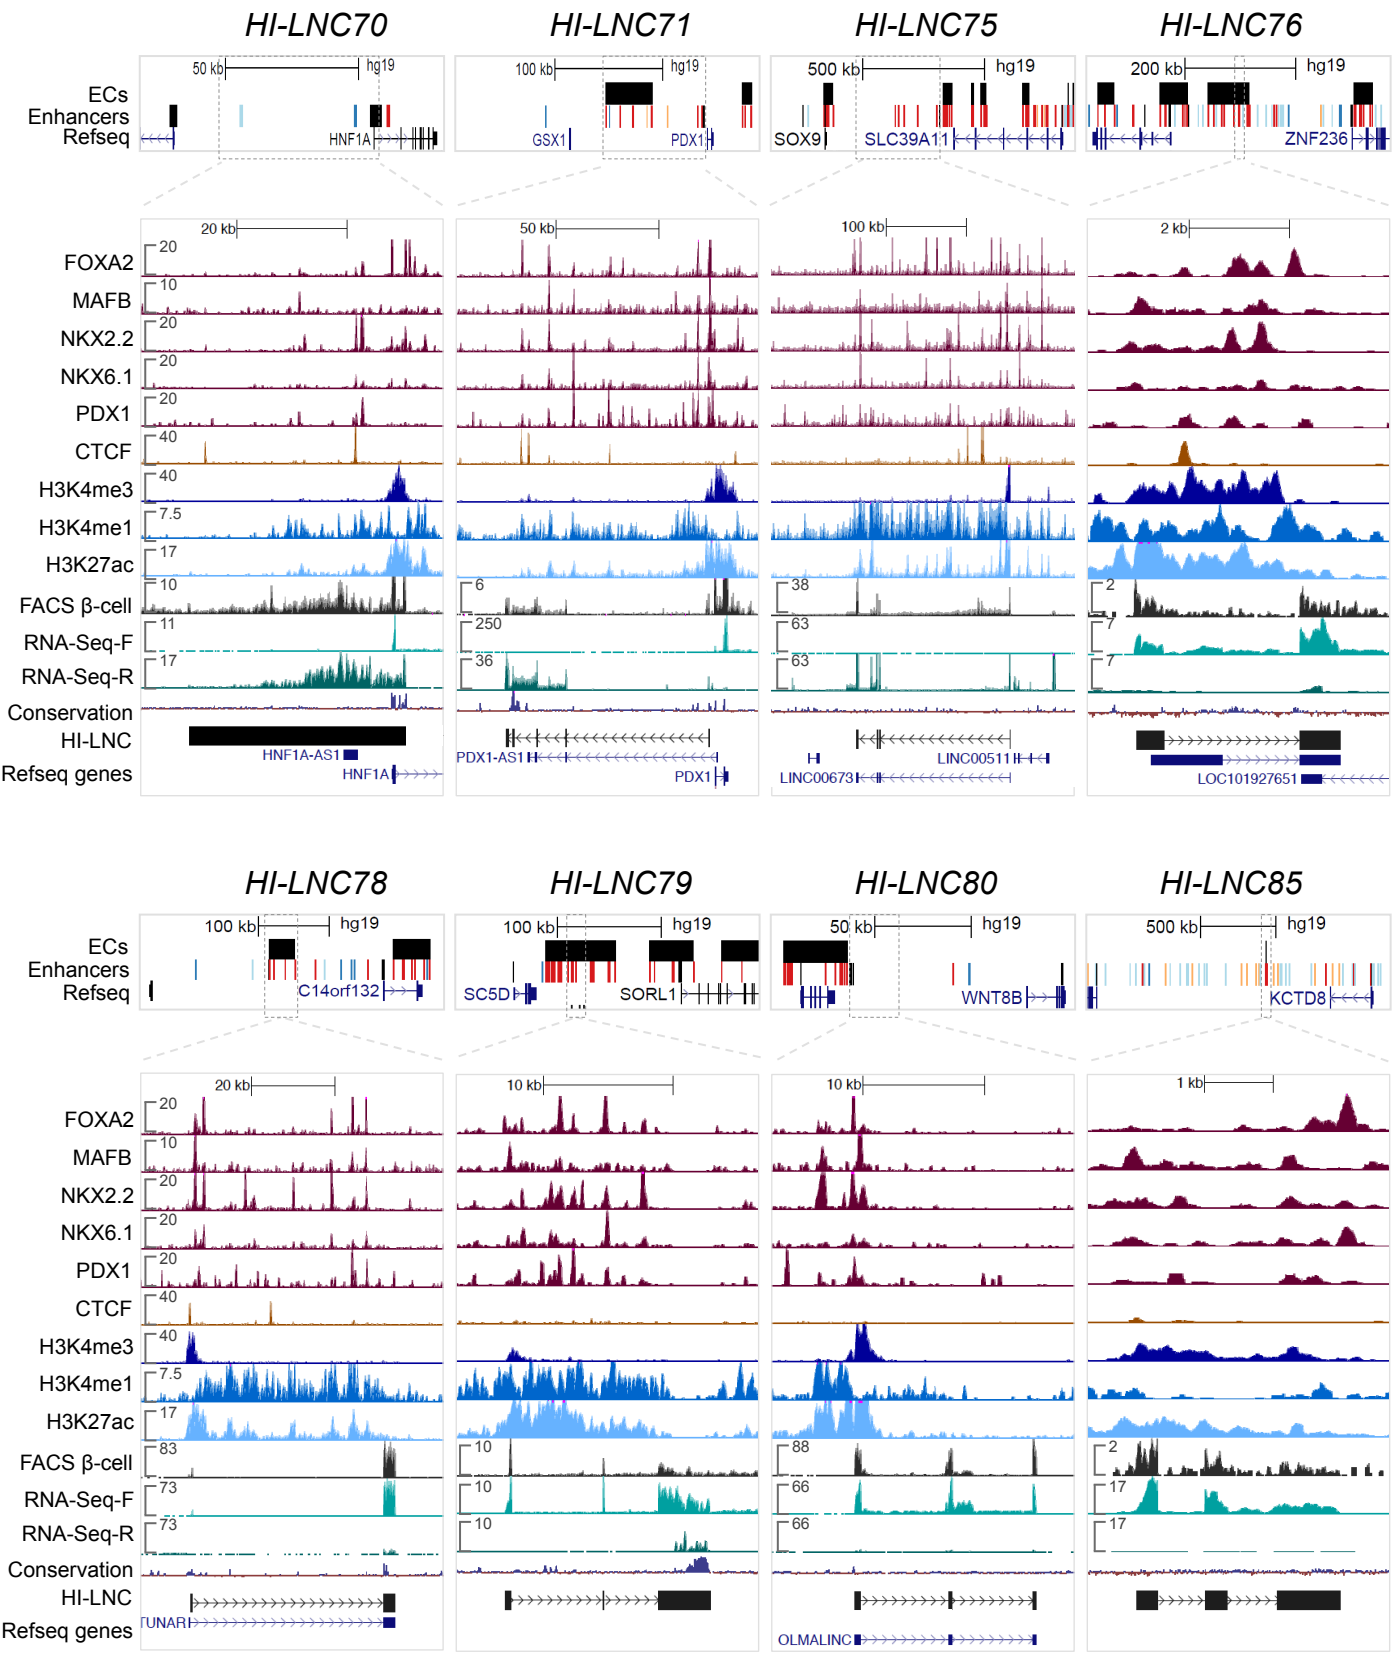

Figure S1. Loss of function of beta cell lncRNAs, related to Figure 1 (part 3 of 6)

E

		Replicate1		Replicate2	
		amiRNA-1	ami-RNA-2	amiRNA-1	ami-RNA-2
TFs	GLIS3	0.31	0.33	0.34	0.32
	MAFB	0.53	0.41	0.51	0.44
	NKX2.2	0.50	0.43	0.12	0.33
	PDX1	0.34	0.44	0.35	0.50
HI-LNCs with 2<br>amiRNAs per target	HI-LNC12	0.44	0.48	0.51	0.54
	HI-LNC15	0.13	0.39	0.12	0.40
	HI-LNC30	0.27	0.24	0.30	0.47
	HI-LNC75	0.45	0.45	0.48	0.44
	HI-LNC76	0.46	0.35	0.43	0.55
	HI-LNC78	0.38	0.30	0.46	0.31
	HI-LNC80	0.34	0.40	0.35	0.46
HI-LNCs with<br>one amiRNA<br>per target		Replicate1	Replicate2	Replicate3	
	HI-LNC25	0.42	0.33	0.39	
	HI-LNC70	0.48	0.48	na	
	HI-LNC71	0.14	0.25	0.14	
	HI-LNC79	0.18	0.17	0.16	
	HI-LNC85	0.21	0.17	0.25	

F

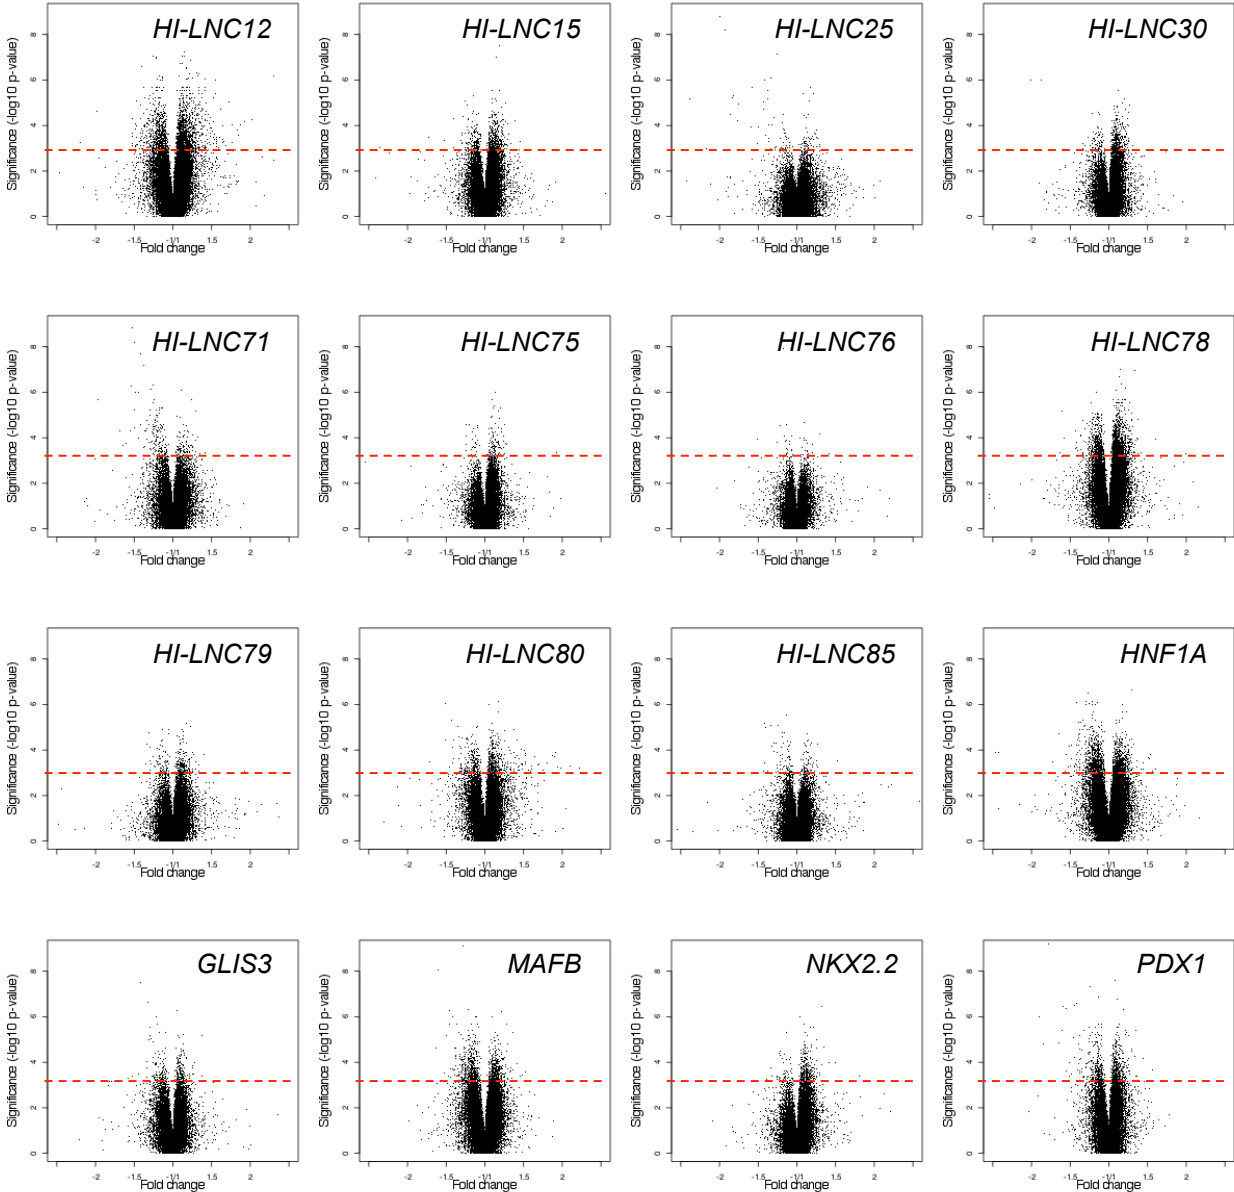

Figure S1. Loss of function of beta cell lncRNAs, related to Figure 1 (part 4 of 6)

G

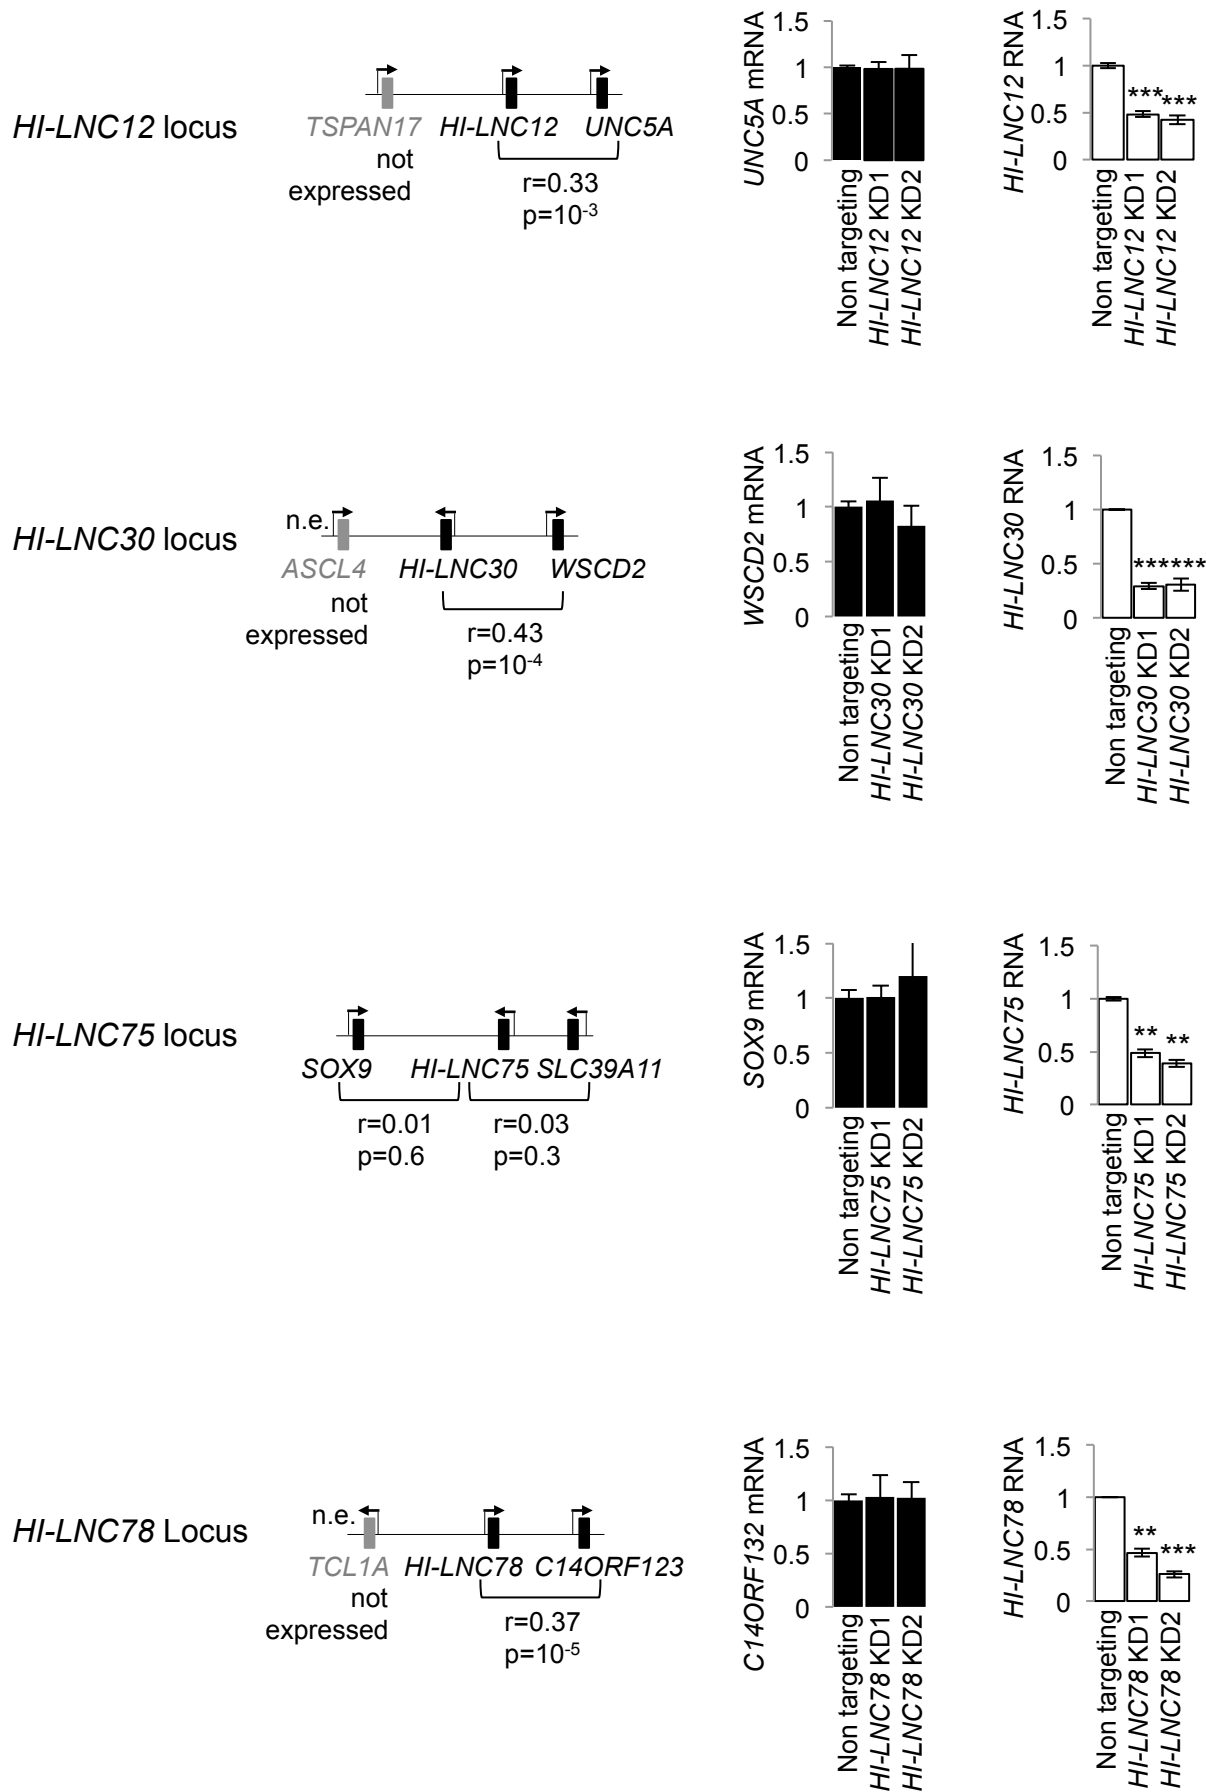

Figure S1. Loss of function of beta cell lncRNAs, related to Figure 1 (part 5 of 5)

G(Continued)

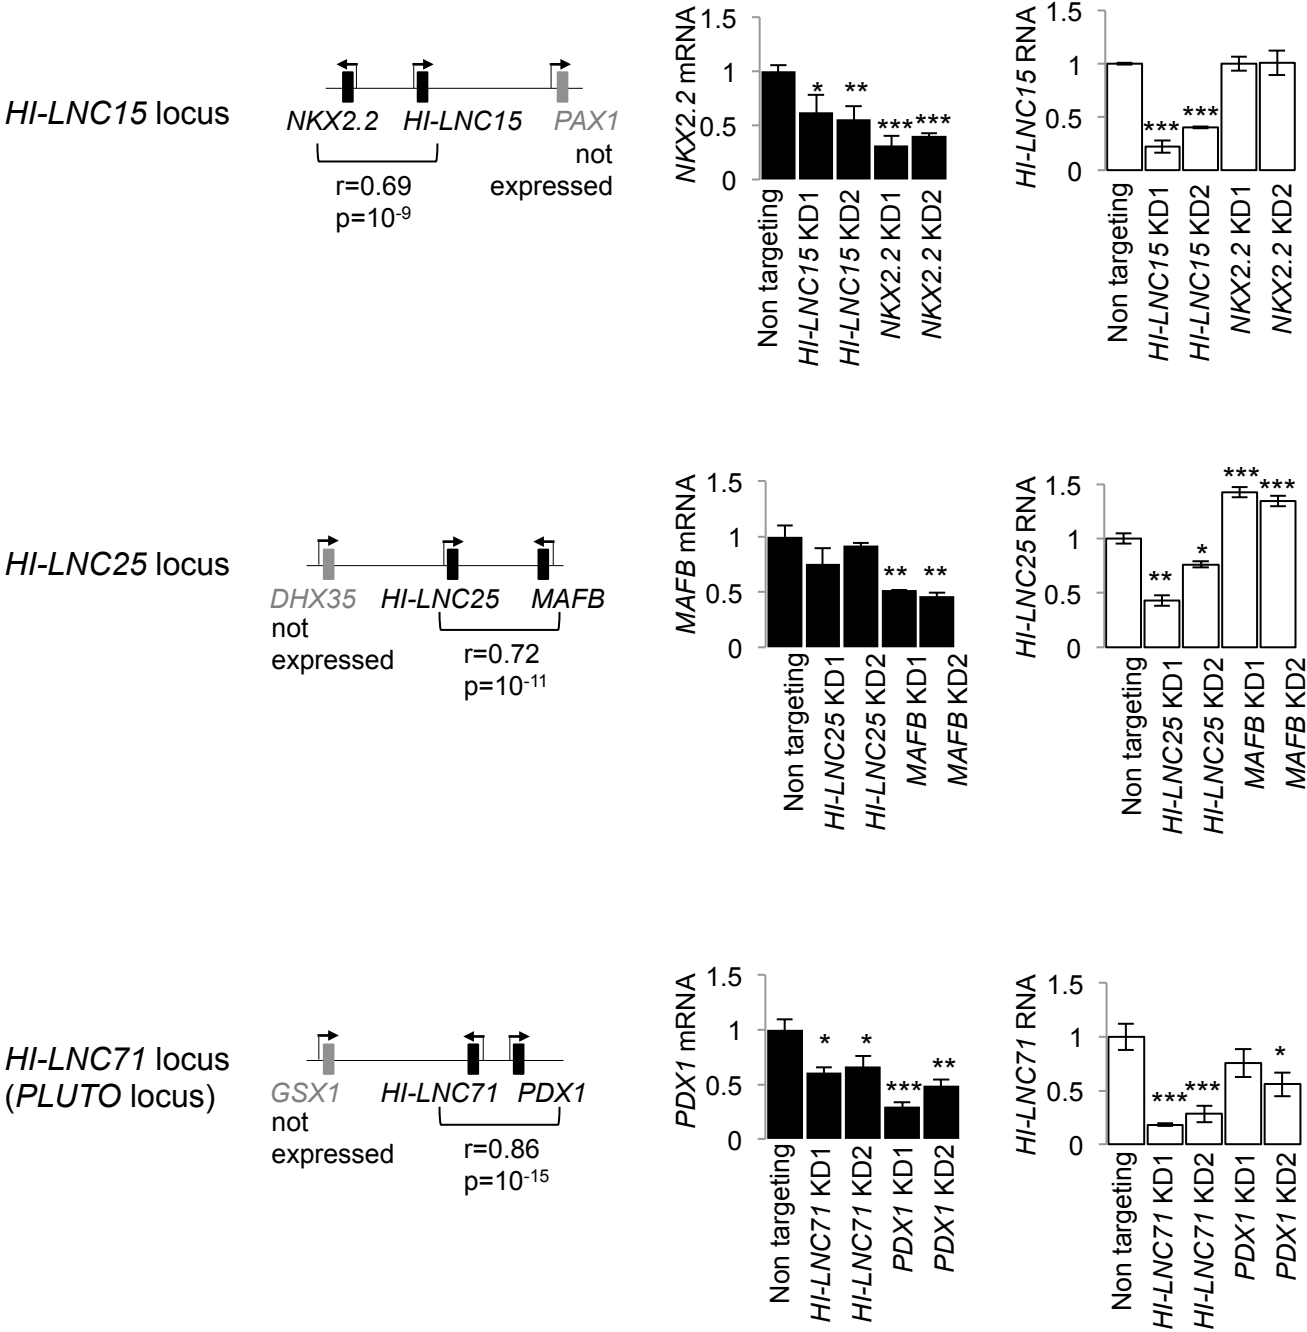

Figure S1. Loss of function of beta cell lncRNAs, related to Figure 1 (part 6 of 6)

G(Continued)

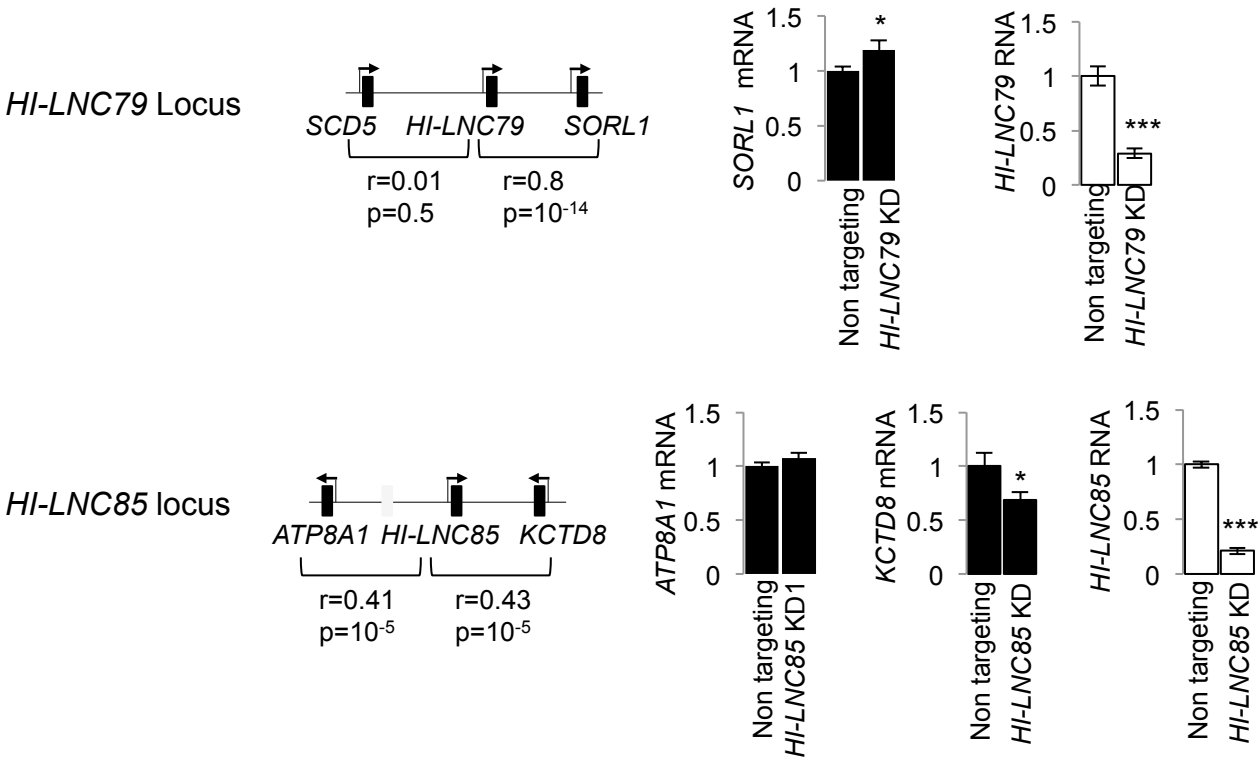

Figure S2. Knockdown of lncRNAs causes impaired insulin secretion (related to Figure 2)

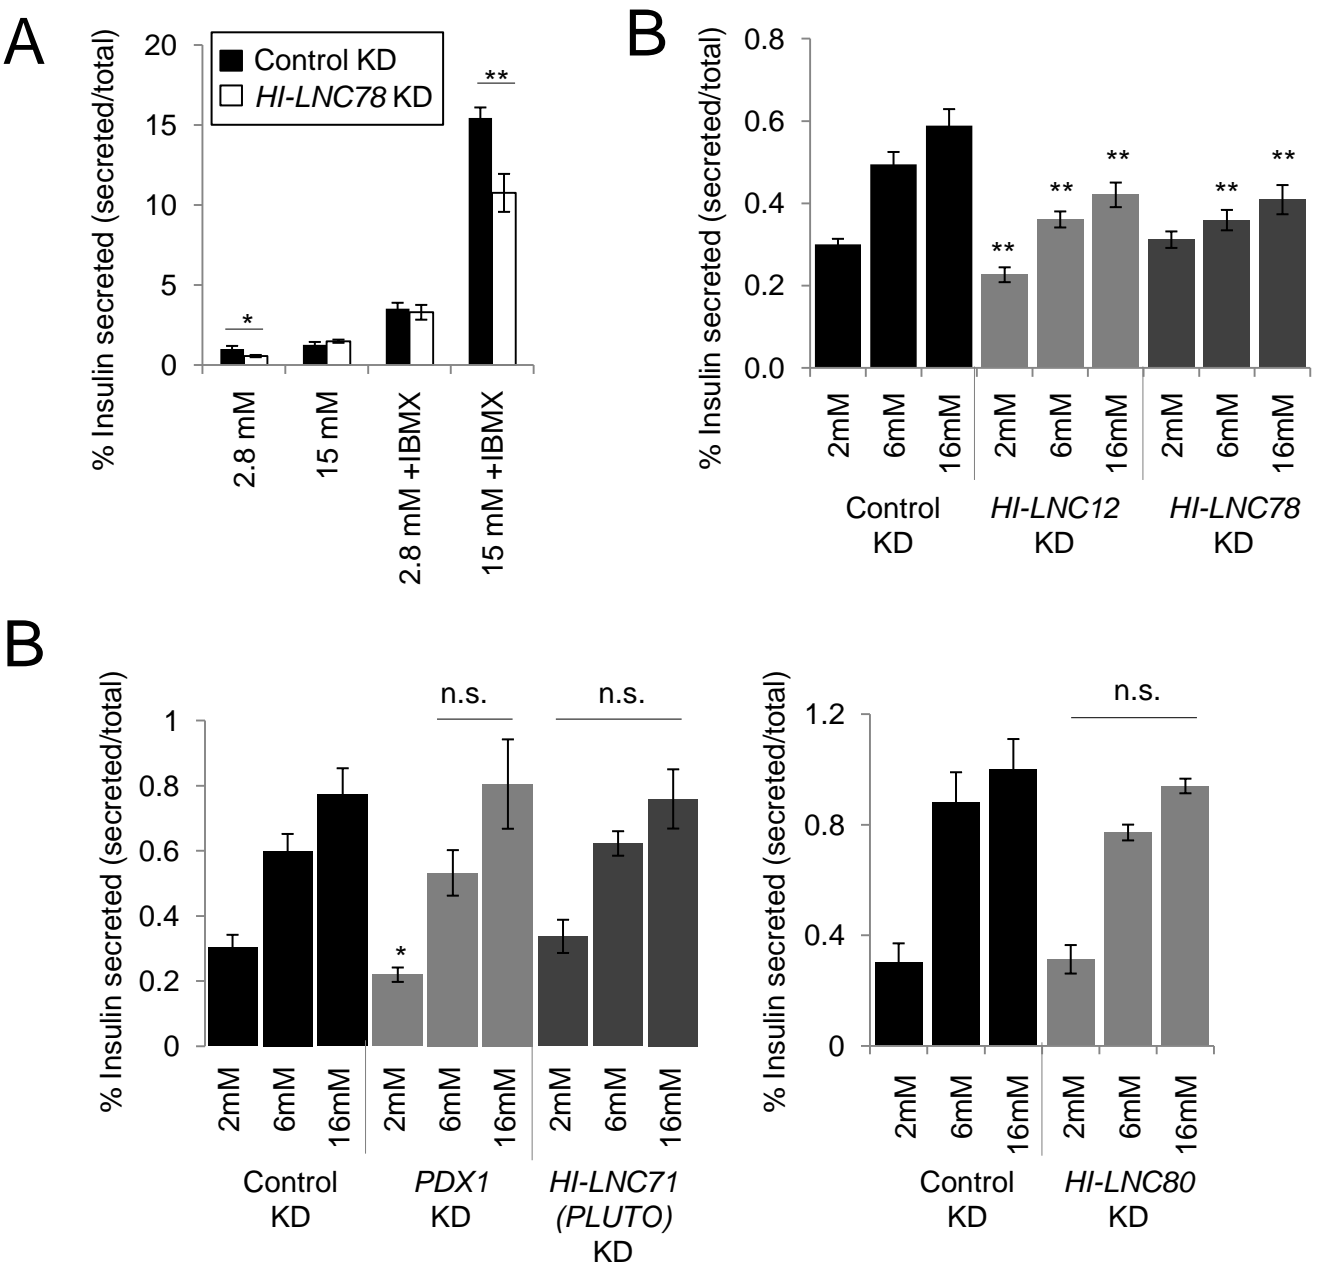

Figure S2. Knockdown of lncRNAs causes impaired insulin secretion. (A) Glucose stimulated insulin secretion was tested on T-antigen excised EndoC- β H3 cells after transduction with amiRNAs targeting *HI-LNC78* or controls. Secreted insulin content was normalized to total insulin content and expressed as fold change over control amiRNA treatment at 2.8 mM glucose. Each bar represents an average of two independent amiRNA vectors and 12 independent wells, from two independent experiments. Error bars represent $\pm$ SEM, ** $p < 0.01$, * $p < 0.05$ (Student's t-test). (B) Glucose-stimulated insulin secretion was measured in EndoC- β H3 cells 80 hours after nucleofection with locked nucleic acid (LNA) oligonucleotides to provide independent confirmation for amiRNA-based inhibition studies. Secreted insulin (ng/ml) was normalized to total insulin content and expressed as a percentage of total insulin content. Each bar represents an average of two independent LNAs from four independent experiments. Error bars represent $\pm$ SEM. * $p < 0.05$. ** $p < 0.01$, n.s.=not significant, Student's t test, compared with control knock-downs in the same glucose concentration.

Figure S3. Knockdown of human islet TFs and lncRNAs leads causes shared transcriptional phenotypes, related to Figure 3

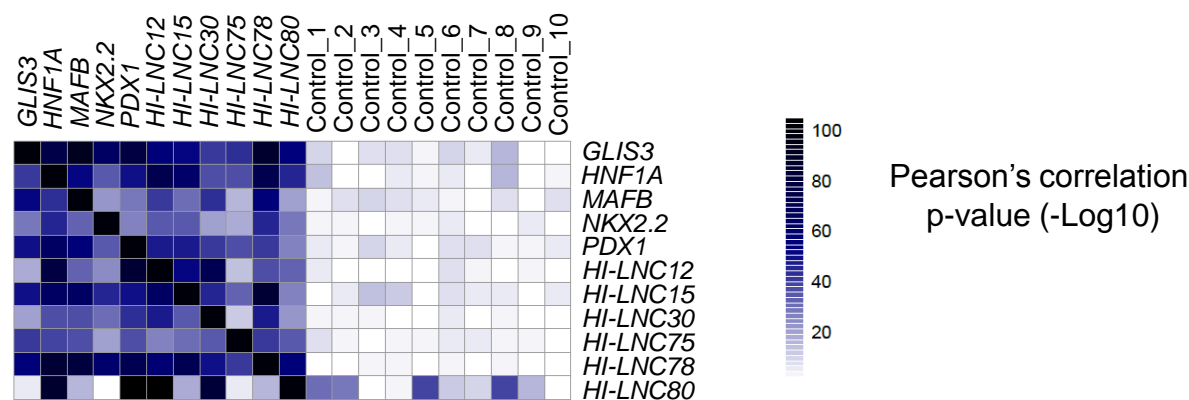

Figure S3. Knockdown of human islet TFs and lncRNAs leads causes shared transcriptional phenotypes. Heatmap of p values for Pearson’s correlation analysis of changes in gene expression for all pairwise comparisons of knockdowns that showed transcriptional phenotypes. The fold change of top 250 targets of each knockdown (vertical orientation) was correlated to the fold change of the same genes in other knockdowns and control experiments (horizontal orientation).

Figure S4. Islet specific TFs and lncRNAs regulate cell-specific programs, related to Figure 4

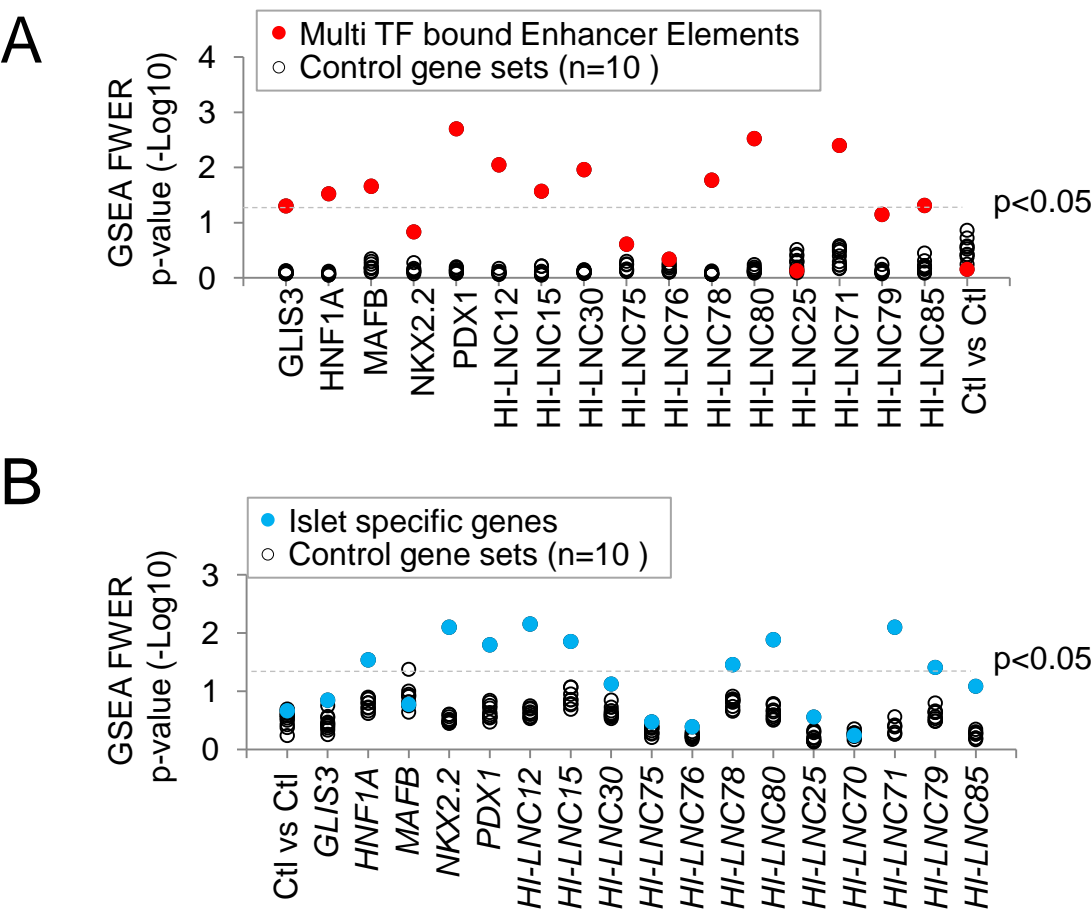

Figure S4. Islet-specific TFs and lncRNAs regulate cell-specific cis-regulatory programs. (A) TF and lncRNA-dependent genes are associated with enhancers that show high occupancy by islet-specific TFs. Gene Set Enrichment Analysis (GSEA) showed that a set of 1137 genes that are associated with enhancers bound by multiple islet TFs (red dots, **Table SX**) were enriched among genes that were downregulated upon knockdown of islet TFs and lncRNAs, whereas this was not observed among 10 size-matched control gene sets that are expressed at similar levels as the enhancer-associated genes (black dots). Islet enhancers bound by four or more islet TFs have been shown to be associated with core lineage-specific regulatory genes (Pasquali et al., 2014). (B) TF and lncRNA-dependent genes are often islet specific. GSEA analysis was performed with 700 genes that show highest expression compared to 16 other tissues (blue dots, **Table SX**) or 10 control size-matched gene sets that are expressed at similar levels (black dots). Y-axes represent GSEA FWER p-values (-Log10).

Figure S5. Co-expression analysis of human islet lncRNAs, related to Figure 5 (part 1 of 2)

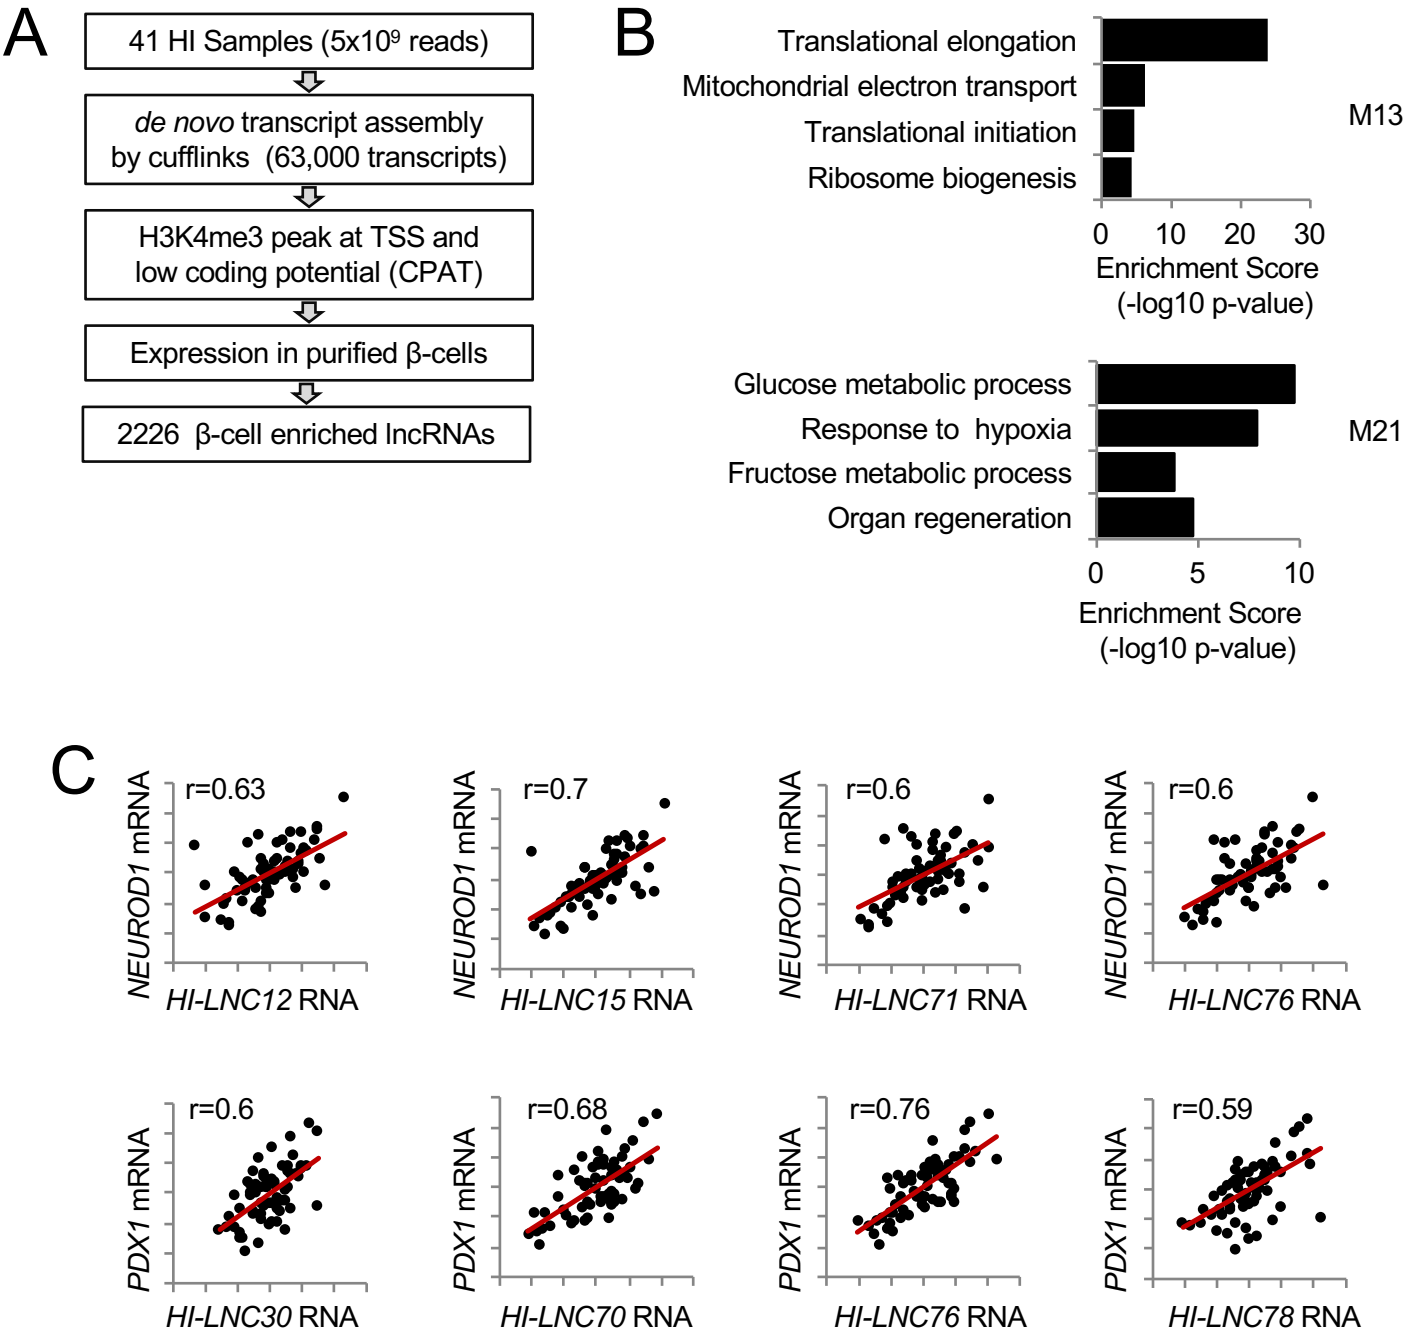

Figure S5. Co-expression analysis of human islet lncRNAs, related to Figure 5 (part 2 of 2)

D

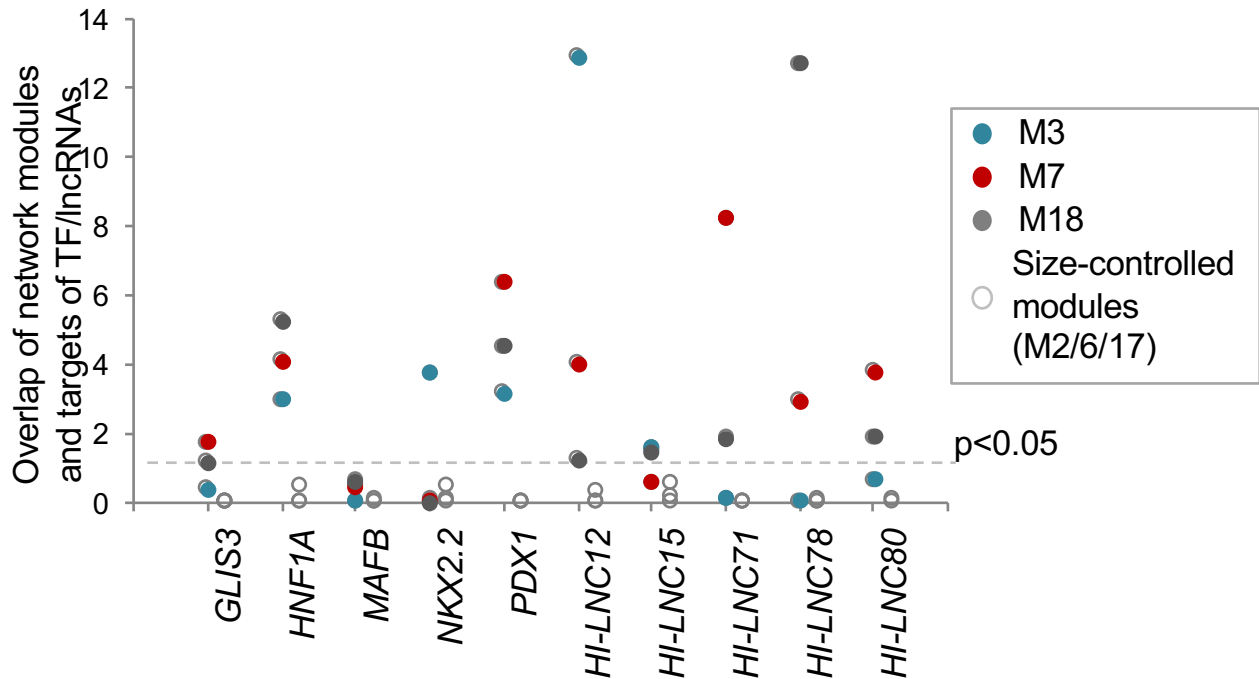

Figure S5. Co-expression analysis of human islet lncRNAs. (A). Schematic of *de novo* lncRNA annotation pipeline. To expand the previously defined list of islet lncRNAs and enhance their annotation accuracy (Moran et al, 2012), RNA from 41 human islet samples was sequenced directionally, generating nearly 5 billion reads. Cufflinks was then used to assemble *de novo* transcripts, which led to ~63,000 transcripts that were not known coding genes. These transcripts were further filtered for (i) low coding potential based on CPAT, (ii) K4me3 enrichment at a putative promoter region. (iii) expression in FACS purified β -cell samples as well as FACS purified acinar/ β -cell ratio of < 3 . Multiple splice variants of the same gene were collapsed into a single gene, resulting in 2226 islet lncRNA genes (**Table S3**). (B) Module M13 is enriched in translation and ribosomal related gene ontology annotations while M21 is enriched in terms related to glucose metabolic process (DAVID analysis, biological process). (C) Examples of β -cell lncRNAs that show a high correlation of expression with islet TFs *PDX1* and *NEUROD1* across 64 human islet samples. The axes are gene expression values normalized across all samples. (D) TFs and lncRNAs often regulate genes from lncRNA-enriched co-expression modules. Y-axis represents p value (-Log10) of hypergeometric test of overlap between the gene sets that show significant downregulation upon knockdown of indicated TF or lncRNAs (at $p < 10^{-3}$), and the cell-specific co-expression modules enriched in lncRNAs (M3, M7, M18). As controls, we examined the 3 modules (M2, M6, M17) that had the closest number of genes as lncRNA-enriched modules.

Figure S6. LncRNA *PLUTO* in mouse and human islets (related to Figure 6, page 1 of 3)

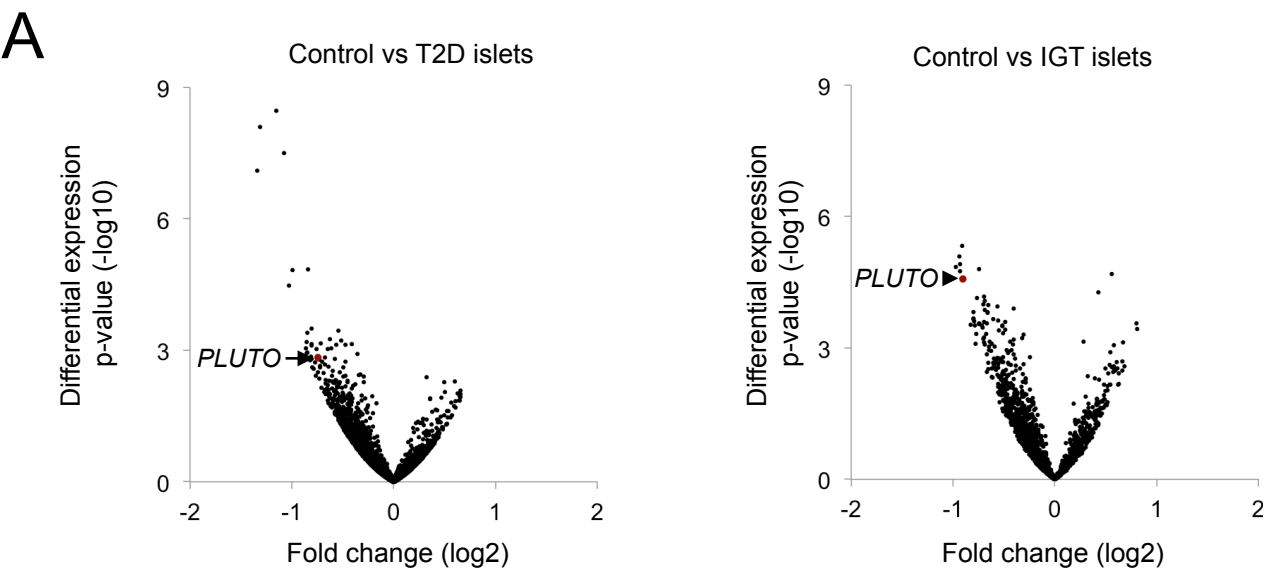

Figure S6. LncRNA *PLUTO* in mouse and human islets (related to Figure 6, page 2 of 3)

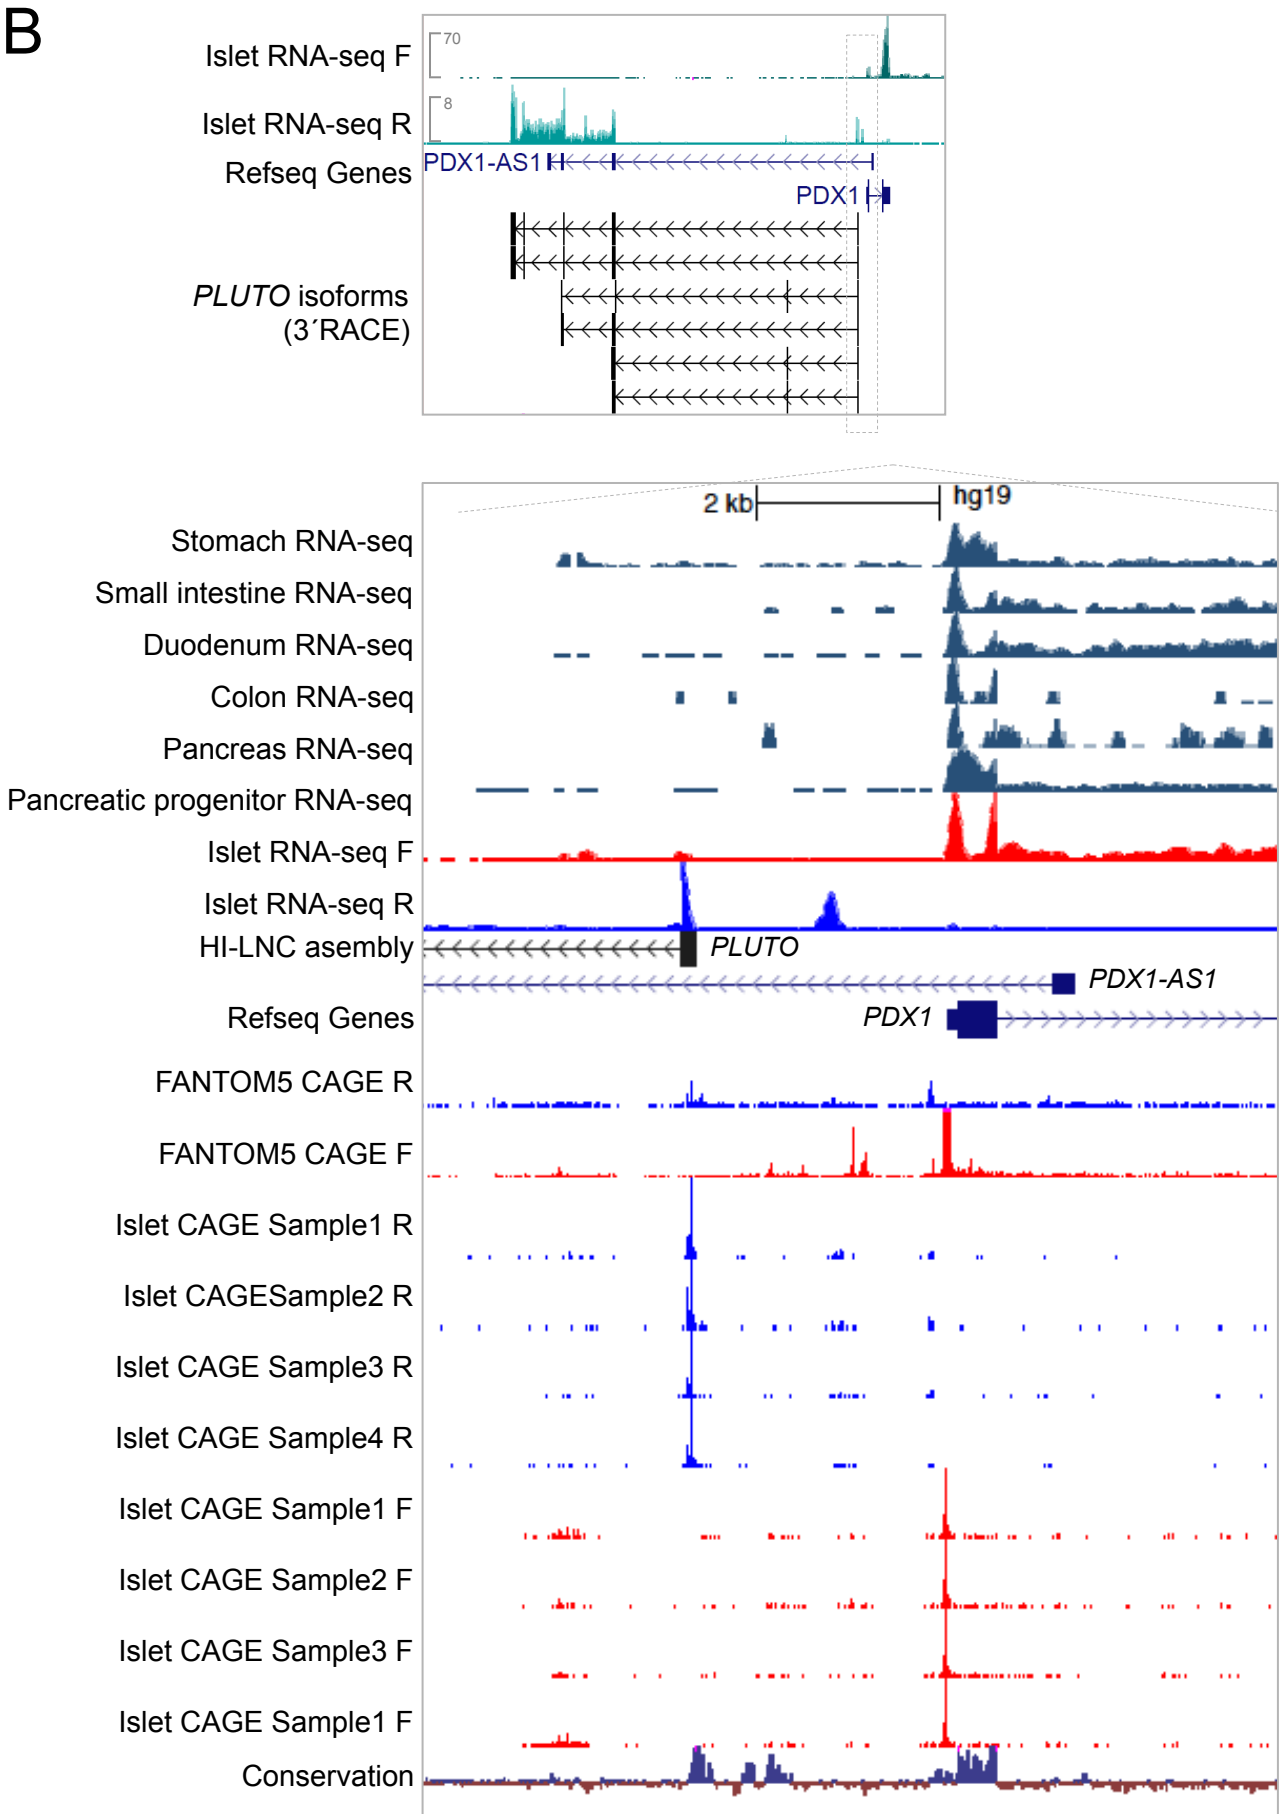

Figure S6. LncRNA *PLUTO* in mouse and human islets (related to Figure 6, page 3 of 3)

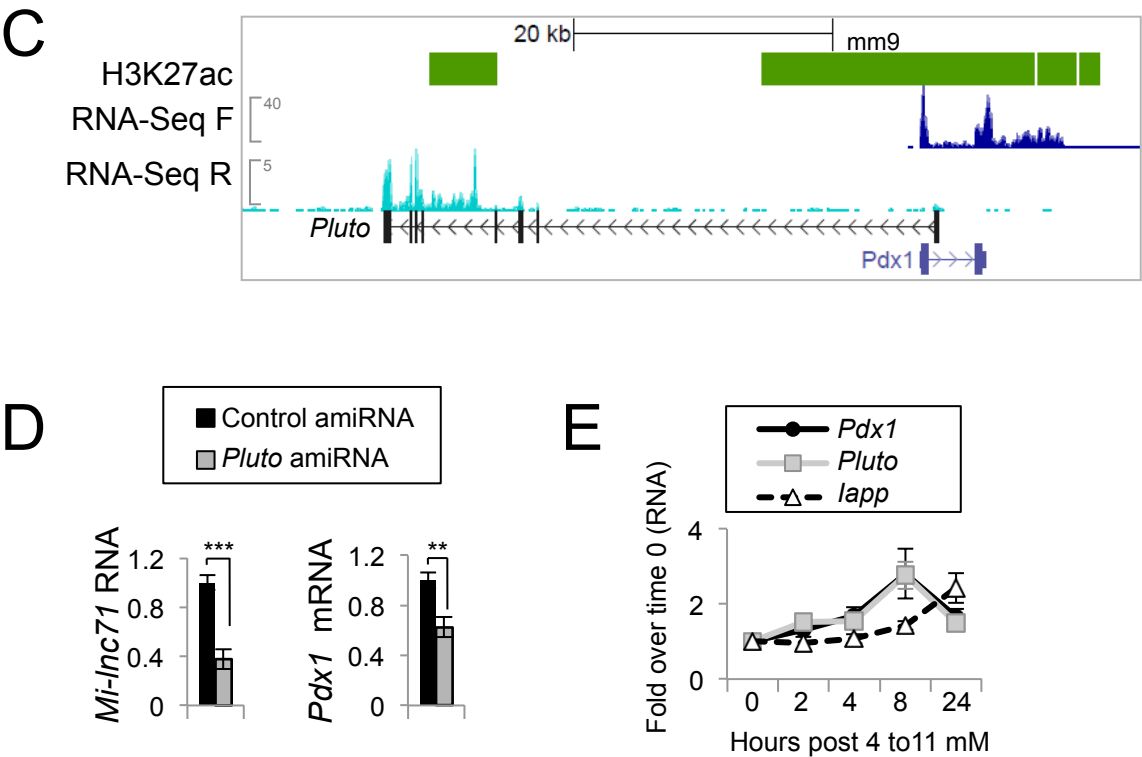

Figure S6. LncRNA *PLUTO* in mouse and human islets

(A) Differential expression analysis of human beta cell lncRNAs from control (n=50) versus T2D (n=10) or IGT (n=15) islet RNA-seq samples. Volcano plots of nominal p-value (-log10) vs Log2 fold change of expression (T2D or IGT over control) is shown. (B) Human *PLUTO* is a multi-isoform transcript. The schematic represents the isoforms cloned from 3'RACE assay. Detailed lower panel shows RNA-seq from Human Proteome Atlas (HPA) tissues, as well as pancreatic progenitor and human islet. Islet RNA-seq track represents merged reads from 56 different islet samples totaling 7.1 billion aligned, stranded reads (scales represent RPM). Shown in blue (reverse) and red (forward) are total CAGE tags from FANTOM5 consortium. CAGE tags from four independent islet samples are also shown. Conservation track shows vertebrate conservation (PhyloP). (C) Schematic of the mouse *Pdx1/Pluto* locus, showing H3K27Ac-enriched regions in mouse islets, and RNA-seq data for the forward and reverse strands. Shown in black is a cloned isoform of *Pluto*. (D) In a mouse beta cell line (MIN6), downregulation of *Pluto* using amiRNA results in reduced *Pdx1* mRNA. RNA values are normalized to *TBP* and then to control amiRNA. Error bars represent $\pm$ SEM, $^{***}p<10^{-3}$, $^{*}p<0.05$, Student's t-test. (E) In mouse islets, *Pdx1* and *Pluto* RNAs are co-regulated in response to a shift in glucose levels. Mouse islets were harvested and incubated in media with 4 mM glucose for 2 days. Islets were then shifted to a higher glucose concentration (11 mM) for indicated periods of time during which both *Pdx1* and *Pluto* RNA is upregulated with similar kinetics. Shown as control, *lapp* mRNA levels are induced with different dynamics (n=3).

Figure S7. Effects of *PLUTO* on chromatin modification landscape of *PDX1* enhancers (related to Figure 7)

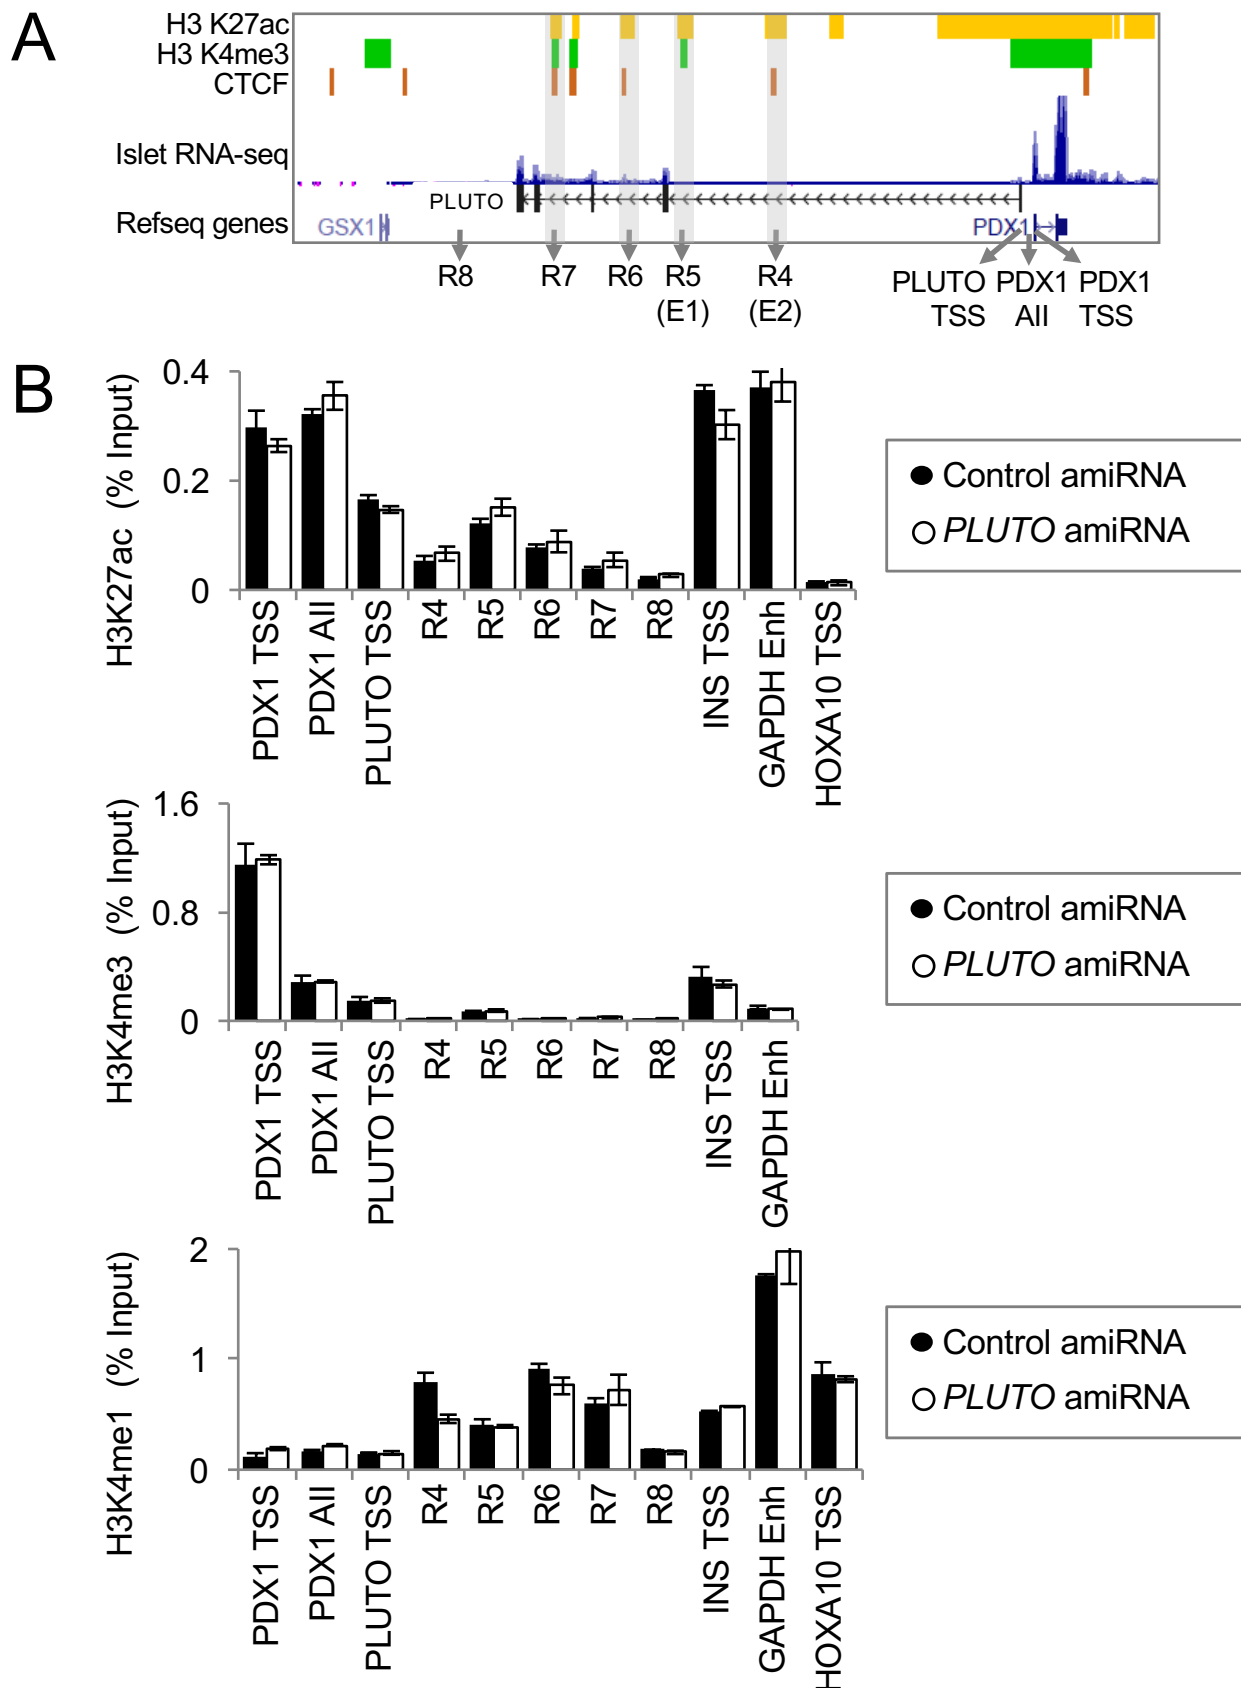

Figure S7. Effects of *PLUTO* on chromatin modification landscape of *PDX1* enhancers
 (A) Schematic of *PDX1/PLUTO* locus displaying the position of the primer sets used for this study relative to the indicated human islet chromatin and transcript enrichments. (B) Graphs represent chromatin immunoprecipitation experiments with antibodies against H3K27 acetylation (n=5), H4K4 tri-methylation (n=3) and H3K4 mono-methylation (n=1) in EndoC- β H1 cells 80 hours post-transduction with lentiviral vectors carrying control or *PLUTO* amiRNA sequences. Values are expressed as percentage of input DNA, error bars denote $\pm$ SEM.

Supplemental Tables

Table S1. Features of human lncRNAs selected for functional analysis, related to Figures 1, S1, 6, S6.

Table S1a. Features of human and mouse beta cell lncRNAs analyzed with amiRNA knockdowns.

Table S1b. Isoforms of PLUTO (HILNC71) sequenced from 3'RACE.

Table S2. Co-expression network analysis, related to Figures 5, S5.

Table S2.1 Network modules resulting from weighted gene co-expression analysis (WCGNA) of 64 human islet RNA-seq samples

Table S2.2 Assignment of islet expressed genes to network modules resulting from weighted gene co-expression analysis (WCGNA) of 64 human islet RNA-seq samples.

Table S2.3 Assignment of lncRNAs to network modules resulting from weighted gene co-expression analysis

Table S3. List of human beta-cell lncRNAs, related to Figures S5.

Table S3a. List of de-novo annotated human beta-cell lncRNAs (bed12 format, hg19)

Table S3b. Complementary list of previously annotated lncRNAs expressed in beta cells (bed12 format, hg19)

Table S4. Sequences of amiRNAs and oligonucleotides, related to experimental procedures.

Table S4a. Targeting sequences for miR-RNAi based knockdown.

Table S4b. Primer sequences for semi-quantitative real time reverse transcription PCR used in this study.

Table S4c. Taqman probe sequences for quantitative real time reverse transcription PCR reactions used in Figures 6 and 7.

Table S4d. Primer Sequences for 3C experiments with PDX1 TSS as viewpoint.

Table S4e. Primer Sequences for chromatin immunoprecipitation experiments used in Figure S7.

Table S4f. gRNA sequences for CRISPRi used in Figure 6.

Table S4g. LNA GapmeR sequences from Exiqon used in Figure S2.

Table S5. Gene sets used for integrative analysis, related to experimental procedures.

Table S6. Human Islet lncRNAs that are highly co-expressed with a neighbouring coding gene, related to Figure S1.

Table S7. Differential expression analysis of human islet lncRNAs in islets from donors with T2D and IGT, related to Figures 6 and S6.

Table S7a Differential expression analysis of human islet lncRNAs in control vs T2D islets (DE-seq).

Table S7b Differential expression analysis of human islet lncRNAs in control vs impaired glucose tolerance (IGT) islets (DE-seq).

Supplemental experimental procedures

Human islets

Human islet experiments were performed following ethically approved protocols from Hospital Clinic de Barcelona, Geneva University Hospitals, University of Lille and Milano San Raffaele Hospital. Islets were isolated from multiorgan donors after informed consent from family members. Detailed information on a panel of human islets used for RNA-seq are provided elsewhere (Moran et al., 2012)(Moran et al, in preparation). Briefly, pancreatic islets were isolated and purified using established isolation procedures (Bucher et al., 2005; Kerr-Conte et al., 2010), and cultured prior to analysis as described (Moran et al., 2012). Islet purity was assessed by (a) dithizone staining using an aliquot of islets immediately prior to harvest, and (b) qPCR analysis of duct, acinar, and β -cell markers (*SOX9*, *CPA1*, *MIST1*, *PAX6*, and *INS*). Only samples showing >80% dithizone purity and marginal exocrine contaminant mRNAs were further processed.

Mouse islets

Mouse experiments were conducted following procedures approved by the Ethical Committee of Animal Experimentation of Hospital Clinic de Barcelona. Mouse islets were isolated from 10-14 week-old C57BL/6J mice (Parrizas et al., 2001). After isolation islets were incubated in 4 mM glucose RPMI 1640 medium, supplemented with 10% fetal calf serum, 100 U/ml penicillin, and 100 U/ml streptomycin for 48 hours. At 2, 4, 8 and 24 hours prior to 72 hours, the media was supplemented with glucose to achieve a final concentration of 11 mM. All islets were then harvested for RNA extraction at 72 hours. The experiment was repeated 3 times.

RNA-Seq

RNA-seq was performed with TruSeq Stranded Total RNA libraries (Illumina) generated from human pancreatic islet samples and used to generate paired-end 100 nucleotide reads.

Reverse transcription PCR analysis

RNA was extracted using Tripure reagent (Roche), RNA quality was ascertained with a 2100 Agilent Bioanalyzer before microarray analysis and RNA-sequencing (RIN>8). Prior to reverse transcription, RNA was treated with DNaseI (Sigma) for 20 minutes at room temperature. cDNA synthesis was carried out using Superscript III (Invitrogen) and real-time PCR was performed using SYBR Green detection with the ABI 7300 Real Time PCR system (van Arensbergen et al., 2010). For Figure 7B, mRNA and intronic RNA levels were measured using TaqMan assays. *TBP* or *Tbp* mRNAs were used to normalize the expression of all samples. *HPRT*, *ACTB* or *Hprt* mRNAs were also used as a second normalization control for most experiments, obtaining similar results (data not shown). Primers are provided in **Table S4**. For qPCR experiments bars represent average mean expression ($\pm$ SEM) and p-values denote Student's t-test calculated with GraphPad Prism software.

Cell culture

MIN6 cells were maintained in DMEM (Lonza) supplemented with 15% fetal calf serum, 100 U/ml penicillin, 100 U/ml streptomycin and 46 nM 2-Mercaptoethanol at 37°C in a humidified chamber with 5% CO₂. EndoC- β H1 and EndoC- β H3 cells were maintained as previously described (Ravassard et al., 2011; Scharfmann et al., 2014). EndoC- β H3 were induced to excise the T-antigen over a course of three weeks with six evenly spaced 4-Hydroxy tamoxifen (4-OHT, 1 μ M final) treatments. This procedure stops the cell cycle after 10-12 days. Cells were harvested between day 21 and 24. For mRNA stability experiments EndoC- β H1 cells were treated with Actinomycin D at 5 μ g/ml.

Nuclear fractionation

Nuclear fractionation was done as previously described in the presence of RNase inhibitors (Dart et al., 2004). RNA was then extracted from the fractionated and whole cell lysates using TriPure reagent.

Gene knockdown experiments using amiRNAs

Five non-targeting and four amiRNAs targeting each of 5 TF and 25 lncRNAs were designed using BLOCK-IT software (Invitrogen) and cloned into pTRIP-CMV gateway vectors as described (Moran et al., 2012) (see **Table S4** for amiRNA hairpin sequences). These were then used to produce lentiviruses, which were transduced into the EndoC- β H1/3 cells as described (Castaing et al., 2005; Scharfmann et al., 2014). The cells were harvested at 80 hours, and RNA levels were assessed using qPCR. Only amiRNAs that produced consistent inhibition of target RNAs to at least 50% in at least two consecutive experiments were considered further. Cells transduced with five different non-targeting control

amiRNAs and non-transduced cells were analyzed in parallel. Each amiRNA was transduced in duplicate in independent plates. For knockdown experiments in human islets, islets were dissociated with trypsin (0.05%), washed with PBS and transduced with lentivirus (as described for EndoC- β H1 cells), and plated onto poly-lysine coated wells with DMEM supplemented with 10% fetal calf serum, 100 U/ml penicillin and 100 U/ml streptomycin. The efficiency of transduction was judged to be >95% based on GFP expression. We found that expression of *PDX1*, *PAX6*, *IAPP*, *TXNIP* and *DDIT3* (three beta cell and two cellular stress markers) were similar in intact and dispersed islets after 80 hrs of culture.

Locked nucleic acid (LNA) and CRISPR interference (CRISPRi) experiments

Two independent LNA Gapmers targeting *HI-LNC12*, *HI-LNC80*, *HI-LNC78*, *HI-LNC71* (*PLUTO*) and *PDX1* were obtained from Exiqon (sequences in **Table S4**). For CRISPRi experiments, the pSpCas9n(BB)-2A-GFP vector (a gift from Feng Zhang, Addgene plasmid # 48140) was modified into pSp-dCas9-2A-GFP by introducing the H840A mutation in Cas9 to obtain the catalytically inactive Cas9 (dCas9). Two separate CRISPRi guide RNAs were designed to target *PLUTO* exon 1, and cloned into pSp-dCas9-2A-GFP (sequences in **Table S4**) (Qi et al 2013, Gilbert et al 2014). Control CRISPRi guide RNAs were designed targeting intergenic regions. LNA gapmers (50 pmol) or CRISPRi vectors (6 μ g) were nucleofected (program D-023) into 1-2 million EndoC- β H3 cells using Amaxa Cell Line Nucleofector Kit V (Lonza) and plated 80 hours prior to harvest.

Glucose stimulated insulin secretion (GSIS)

GSIS for **Figure 3** was carried out as described (Benazra et al., 2015). Secreted and total insulin was first normalized to cell number and then expressed as a fraction of levels at 2 mM control cells. For GSIS experiments in **Figure S3** (using LNA gapmers), tamoxifen treated EndoC- β H3 cells were subjected to nucleofection and plated 80 hours prior to GSIS. KREB's buffer (115 mM NaCl, 24 mM NaHCO₃, 5 mM KCl, 1 mM MgCl₂, 1 mM CaCl₂, 10 mM HEPES pH 7.5, 0.2 % BSA) was prepared freshly and equilibrated for 90 minutes in a humidified chamber with 5% CO₂. Cells were washed five times in warm PBS buffer and incubated with KREB's buffer with 0.5 mM glucose for two hours. Cells were then incubated for 30 minutes with KREB's buffer containing 0.5 mM, 6 mM or 16 mM glucose and 500 μ M IBMX (Sigma). Supernatant containing secreted insulin was harvested, centrifuged (700g for 10 minutes at 4°C) and quantified by ELISA (Mercodia, 10-1113-01). Attached cells were harvested with lysis buffer (50 mM Tris-HCl, pH8, 100 mM EDTA, 100 mM NaCl, 1% SDS, Roche protease inhibitor cocktail) and insulin was quantified by ELISA. Secreted insulin was normalized to total insulin content and expressed as fold enrichment over 0.5 mM control values. Bars represent an average of four independent experiments, and two independent control or targeting LNA mediated knockdown samples. P-values denote Student's t-test calculated with GraphPad Prism software.

Immunoblotting

Equal amounts of protein from cell lysates were run on 10% bis-polyacrylimide gels and transferred to a PVDF membrane (0.45 μ M). After blocking with 5% milk proteins in TBS - 0.02% Tween20 for one hour, the membrane was incubated overnight at 4°C with anti-PDX1 (Abcam, ab47383, 1:10,000) in the same buffer. Primary antibodies were detected by HRP-conjugated secondary antibodies (DAKO). Bands were detected and quantified using LAS4000 and ImageQuant software. Membrane was then stripped for reprobing with TBP (Santa Cruz, sc-273, 1:1000) followed by anti-Histone3 (Abcam, ab1791, 1:1000). PDX1 levels were then normalized by an average of TBP and H3.

Chromatin conformation capture

3C experiments were performed essentially as described (Pasquali et al., 2014; Tena et al., 2011). In brief, $\sim 3 \times 10^6$ cells formaldehyde fixed EndoC- β H1 cells were transduced with control or targeting amiRNAs and lysed with lysis buffer (10 mM Tris-HCl pH 8, 10 mM NaCl, 0.3% IGEPAL-CA-630 (Sigma), 0.3% TritonX-100 (Sigma), 1X protease inhibitor (Complete, Roche)). Nuclei were digested with DpnII (NEB) and ligated with T4 DNA ligase (NEB). Primers were designed to amplify indicated ligated regions (**Table S4**), and were quantified by real-time PCR. Values were normalized to an intronic region of *PDX1* gene that does not contain a DpnII cut site, although similar results were obtained with or without normalization. The results were compiled from six independent experiments. Results were analyzed with Student's t-test for significance. 4C-Seq on ENDOC- β H1 cells (**Figure 7C**) was performed and analysed as previously described (Pasquali et al., 2014).

Chromatin immunoprecipitation

ChIP was performed with 1 million EndoC-βH1 cells/sample as described using the same antibodies and protocol as previously described (Pasquali et al., 2014).

De novo transcript assembly for islet lncRNAs

We aligned ~5 billion stranded paired-end RNA-seq reads from 41 human islet samples to the human genome (hg19) as described (Moran et al., 2012). The reads falling into the top 143 most expressed genes were excluded. Remaining fragments were assembled into transcripts using cufflinks (Parameters: --min-isoform-fraction 0.01 --pre-mrna-fraction 0.10 --max-bundle-frags 5000000). Unannotated transcripts were extracted and retained if the following criteria were satisfied (i) presence of more than one exon in the transcript, (ii) presence of H3K4me3 enrichment (defined as described in Moran et al., 2012) in a region that is consistent with the transcriptional promoter (+1kb to -0.5 kb from the transcript 5' end), (iii) RNA Coding Potential Assessment Tool (CPAT) score < 0.364 (following recommendation for human genome sequences by (Wang et al., 2013)). For lncRNA genes with multiple isoforms, the isoform with the longest exon number was kept, or the isoform with the longest exon length in the case of multiple isoforms with the same number of exons. For 18 cufflinks-generated transcripts that did not fulfill the three above-mentioned criteria for lncRNAs, but there was a previously annotated non-coding Ensembl transcript of the same gene that fulfilled those same criteria, the latter lncRNA gene annotation was retained. We also included lncRNA genes defined by (Moran et al., 2012) that were not selected with the abovementioned annotation. Any lncRNA overlapping a coding exon on the same strand was removed from the list. Finally, the lncRNAs were filtered for expression of >0.05 FPKM in FACS purified beta cells and an acinar to beta cell expression ratio < 3, using FACS purified beta and acinar RNA-Seq data processed as described in (Moran et al., 2012). This resulted in a total number of 2226 de novo annotated lncRNA genes (**Table S3**).

We further generated a second list of 2112 previously annotated lncRNA genes, which contained Ensembl transcripts annotated by Havana as “lincRNA” or “antisense” and contained H3K4me3 enrichment in the 5' end, were expressed >0.05 FPKM in FACS purified beta cells, showed an acinar to beta cell expression ratio < 3, and had <10% overlap with any transcript from the list of 2226 de novo annotated lncRNAs (**Table S3**). This list included previously annotated lncRNAs that were not contained in the list of 2226 de novo annotated lncRNAs because they had higher CPAT scores than our thresholds, were monoexonic, overlapped a protein-coding gene, or were represented by transcripts with only minimal overlap. lncRNAs annotated in this study are available to download as a track hub on a UCSC genome browser (GRCh37/hg19) session by selecting “track hubs”, and selecting “Human Islet lncRNAs”. Alternatively the track hub can be directly visualized in the [UCSC Genome Browser](#).

Differential expression analysis of IGT and T2D islets

Data was downloaded from (Fadista et al., 2014). The samples were aligned using STAR aligner version 2.3.0 with hg19 genome in which common SNPs (Global Minor Allele Frequency>1%) from the dbSNP database 142 were masked (Dobin et al., 2013; Sherry et al., 2001). A maximum mismatch of 10 nucleotides was used, and non-uniquely aligned reads were removed. Quantification of the raw read count was done using HTseq-Count version 0.6.1 with python 2.6.6 and Pysam version 0.8.3 (Anders et al., 2015). Differential expression analysis was done using DEseq2 version 1.10 on lncRNA genes (Table S3), using an adjusted p-value threshold of 0.05, and after removing one T2D outlier sample based on PCA (Love et al., 2014).

Co-expression network analysis

Sequence reads were aligned to the human reference genome hg38 with TopHat v.2.0.12, using Bowtie2(v.2.2.3) GENCODE(v21) and a customized lncRNA annotation were used as reference for mapping. Cufflinks (v2.2.1) was used to obtain FPKM values for gene and lncRNA expression (Harrow et al., 2012; Trapnell et al., 2012). Co-expression networks were built on mRNA expressions from 64 human islet samples using WGCNA(v2) package in R (Zhang and Horvath, 2005). Specifically, we first restricted the mRNAs into protein coding genes from HUGO Gene Nomenclature Committee (HGNC, downloaded on 5-19-2015), we then removed mRNAs that were not expressed in more than 50% samples. We inverse quantile normalized mRNA expressions, i.e., for each mRNA, we mapped its expression levels across samples into a vector generated from standard normal distribution $N(0,1)$ based on the rank of expressions across 64 samples). Finally, we corrected the batch effect using a linear regression model. The processed data were applied into WGCNA with power 6 to construct co-expression modules. The power of 6 was chosen using the scale-free topology criterion (Zhang and Horvath, 2005).

lncRNAs (**Table S3**) were filtered, normalized and batch effect corrected the same way as mRNAs. Only 2455 lncRNAs expressed in at least 50% of islet samples were used in this analysis. We assigned lncRNAs to the mRNA-derived co-expression network modules by calculating the correlation between lncRNA expression and module-gene (i.e., the first principal component of each module expression), and assigned the lncRNA to the module with the highest correlation with FDR less than 0.05.

Enrichment of lncRNAs in modules was calculated as observed over expected number of lncRNAs per module. Enrichment p-value was calculated for modules larger than 110 genes using the hypergeometric test in R.

Microarray analysis

RNA was hybridized onto HTA2.0 Affymetrix arrays. RMA normalisation was carried out using Expression Console software (Affymetrix). Gene based differential expression analysis was done using Transcriptome Analysis Console (TAC v1.0.24, Affymetrix), using RefSeq genes and a threshold ANOVA $p < 10^{-3}$ for calling differential gene expression. Raw data (.cel files) as well as analyzed microarray files (.chp) can be found at Gene Expression Omnibus (GEO, accession: GSE83619).

Cluster analysis

Genes that were dysregulated with ANOVA $p < 10^{-3}$ in at least one knockdown were included in the analysis. Genes were clustered based on Log2 of fold change of expression in control versus knockdown samples using Cluster3(v1.52) software with Euclidean Distance and Average Linkage analysis (de Hoon et al., 2004). Similar results were obtained using Centroid linkage (data not shown). Clustering was visualized using Treeview (v1.1.6) software.

Correlation analysis

For the heatmaps shown in **Figure 3A**, we selected all genes that are significantly deregulated ($p < 10^{-3}$) in each pairwise comparison, and calculated Pearson's r values based on correlation of fold change of expression for each gene upon knockdown of both lncRNA or TF. To assess correlation of transcriptional changes in pairwise comparisons of knockdowns (**Figure 3C**), we analyzed the top 100 targets from each knockdown and calculated Pearson's correlation r values for fold change (Log2) of expression. **Figure S3** displays p-values for Pearson's correlation for the top 250 dysregulated genes in each TF or lncRNA knockdown in the vertical column of the heatmap. Top 250 dysregulated genes are defined as differentially expressed genes with the lowest 250 ANOVA p-values. All calculations were implemented using R software.

Gene set enrichment analysis (GSEA)

We used a previously defined subset of 694 enhancer cluster genes, which are active in human pancreatic islets and are linked to islet enhancer clusters that show high occupancy by islet TFs (PDX1, FOXA2, NKX2-2, NKX6.1, MAFB) (Pasquali et al., 2014). We further defined a set of 1139 genes that contained islet enhancers bound by at least four islet TFs within 25 Kb of the transcriptional start site, regardless of whether they show enhancer clustering, or defined genes that contained PDX1-bound enhancers in the same space, essentially as described (Pasquali et al., 2014)(**Table S5**). Genes associated with human islet enhancer clusters have been previously shown to include a major fraction of genes important for pancreatic islet differentiation or function (Pasquali et al., 2014). Using a previously islet specificity score (Moran et al., 2012) we have also generated a list of 700 genes that are expressed at least two standard deviations higher in human islets than the average expression value in a panel of 16 human tissues (**Table S5**).

Gene Set Enrichment Analysis (GSEA v2.1.0)(Subramanian et al., 2005) was used to calculate enrichments of gene sets amongst deregulated genes. For the analysis of each gene set, ten additional gene sets of the same size were generated based on bin-normalized expression levels in EndoC- β H1 cells. One target and 10 control gene sets were then run against RMA normalized expression data from knockdown and control samples on GSEA (SignalvsNoise, weighted). For the significance of gene set enrichment we display FWER p-values for normalized enrichment score, which provides a conservative estimation of the probability of a false discovery.

Enrichment analysis of functional annotations

For gene ontology analysis, DAVID (Huang da et al., 2009) was used with all Refseq genes as background. Functional clusters were derived from "Biological Process" category and were displayed with their respective Enrichment score, which provides a p-value for each functional cluster (negative Log10).

Supplemental references

- Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31, 166-169.
- Benazra, M., Lecomte, M.J., Colace, C., Muller, A., Machado, C., Pechberty, S., Bricout-Neveu, E., Grenier-Godard, M., Solimena, M., Scharfmann, R., et al. (2015). A human beta cell line with drug inducible excision of immortalizing transgenes. *Molecular metabolism* 4, 916-925.
- Bucher, P., Mathe, Z., Morel, P., Bosco, D., Andres, A., Kurfuest, M., Friedrich, O., Raemsch-Guenther, N., Buhler, L.H., and Berney, T. (2005). Assessment of a novel two-component enzyme preparation for human islet isolation and transplantation. *Transplantation* 79, 91-97.
- Castaing, M., Guerci, A., Mallet, J., Czernichow, P., Ravassard, P., and Scharfmann, R. (2005). Efficient restricted gene expression in beta cells by lentivirus-mediated gene transfer into pancreatic stem/progenitor cells. *Diabetologia* 48, 709-719.
- Dart, D.A., Adams, K.E., Akerman, I., and Lakin, N.D. (2004). Recruitment of the cell cycle checkpoint kinase ATR to chromatin during S-phase. *The Journal of biological chemistry* 279, 16433-16440.
- de Hoon, M.J., Imoto, S., Nolan, J., and Miyano, S. (2004). Open source clustering software. *Bioinformatics* 20, 1453-1454.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21.
- Fadista, J., Vikman, P., Laakso, E.O., Mollet, I.G., Esguerra, J.L., Taneera, J., Storm, P., Osmark, P., Ladenvall, C., Prasad, R.B., et al. (2014). Global genomic and transcriptomic analysis of human pancreatic islets reveals novel genes influencing glucose metabolism. *Proceedings of the National Academy of Sciences of the United States of America* 111, 13924-13929.
- Harrow, J., Frankish, A., Gonzalez, J.M., Tapanari, E., Diekhans, M., Kokocinski, F., Aken, B.L., Barrell, D., Zadissa, A., Searle, S., et al. (2012). GENCODE: the reference human genome annotation for The ENCODE Project. *Genome research* 22, 1760-1774.
- Huang da, W., Sherman, B.T., and Lempicki, R.A. (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic acids research* 37, 1-13.
- Kerr-Conte, J., Vandewalle, B., Moerman, E., Lukowiak, B., Gmyr, V., Arnalsteen, L., Caiazzo, R., Sterkers, A., Hubert, T., Vantyghem, M.C., et al. (2010). Upgrading pretransplant human islet culture technology requires human serum combined with media renewal. *Transplantation* 89, 1154-1160.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* 15, 550.
- Moran, I., Akerman, I., van de Bunt, M., Xie, R., Benazra, M., Nammo, T., Arnes, L., Nakic, N., Garcia-Hurtado, J., Rodriguez-Segui, S., et al. (2012). Human beta cell transcriptome analysis uncovers lncRNAs that are tissue-specific, dynamically regulated, and abnormally expressed in type 2 diabetes. *Cell metabolism* 16, 435-448.

- Parrizas, M., Maestro, M.A., Boj, S.F., Paniagua, A., Casamitjana, R., Gomis, R., Rivera, F., and Ferrer, J. (2001). Hepatic nuclear factor 1- α directs nucleosomal hyperacetylation to its tissue-specific transcriptional targets. *Molecular and cellular biology* *21*, 3234-3243.
- Pasquali, L., Gaulton, K.J., Rodriguez-Segui, S.A., Mularoni, L., Miguel-Escalada, I., Akerman, I., Tena, J.J., Moran, I., Gomez-Marin, C., van de Bunt, M., et al. (2014). Pancreatic islet enhancer clusters enriched in type 2 diabetes risk-associated variants. *Nature genetics* *46*, 136-143.
- Ravassard, P., Hazhouz, Y., Pechberty, S., Bricout-Neveu, E., Armanet, M., Czernichow, P., and Scharfmann, R. (2011). A genetically engineered human pancreatic beta cell line exhibiting glucose-inducible insulin secretion. *The Journal of clinical investigation* *121*, 3589-3597.
- Scharfmann, R., Pechberty, S., Hazhouz, Y., von Bulow, M., Bricout-Neveu, E., Grenier-Godard, M., Guez, F., Rachdi, L., Lohmann, M., Czernichow, P., et al. (2014). Development of a conditionally immortalized human pancreatic beta cell line. *The Journal of clinical investigation* *124*, 2087-2098.
- Sherry, S.T., Ward, M.H., Kholodov, M., Baker, J., Phan, L., Smigielski, E.M., and Sirotkin, K. (2001). dbSNP: the NCBI database of genetic variation. *Nucleic acids research* *29*, 308-311.
- Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., et al. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America* *102*, 15545-15550.
- Tena, J.J., Alonso, M.E., de la Calle-Mustienes, E., Splinter, E., de Laat, W., Manzanares, M., and Gomez-Skarmeta, J.L. (2011). An evolutionarily conserved three-dimensional structure in the vertebrate *Irx* clusters facilitates enhancer sharing and coregulation. *Nature communications* *2*, 310.
- Trapnell, C., Roberts, A., Goff, L., Pertea, G., Kim, D., Kelley, D.R., Pimentel, H., Salzberg, S.L., Rinn, J.L., and Pachter, L. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nature protocols* *7*, 562-578.
- van Arensbergen, J., Garcia-Hurtado, J., Moran, I., Maestro, M.A., Xu, X., Van de Castele, M., Skoudy, A.L., Palassini, M., Heimberg, H., and Ferrer, J. (2010). Derepression of Polycomb targets during pancreatic organogenesis allows insulin-producing beta-cells to adopt a neural gene activity program. *Genome research* *20*, 722-732.
- Wang, L., Park, H.J., Dasari, S., Wang, S., Kocher, J.P., and Li, W. (2013). CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. *Nucleic acids research* *41*, e74.
- Zhang, B., and Horvath, S. (2005). A general framework for weighted gene co-expression network analysis. *Statistical applications in genetics and molecular biology* *4*, Article17.

# Supplementary material for: Human Pancreatic β Cell lncRNAs Control Cell-Specific Regulatory Networks
**Source:** Cell Metab. 2017 Feb 7;25(2):400–11. doi: 10.1016/j.cmet.2016.11.016
**Supplement:** Document S2. Article plus Supplemental Information

Cell Metabolism

Human Pancreatic β Cell lncRNAs Control Cell-Specific Regulatory Networks

Graphical Abstract

Authors

Ildem Akerman, Zhidong Tu, Anthony Beucher, ..., Eric Schadt, Philippe Ravassard, Jorge Ferrer

In Brief

Akerman et al. studied the function of human β cell lncRNAs with RNAi, CRISPRi, and co-expression networks. This revealed β cell lncRNAs and transcription factors that control common regulatory networks. One lncRNA, *PLUTO*, is downregulated in type 2 diabetes and controls *PDX1*, encoding a key β cell transcription factor.

Highlights

- A loss-of-function screen reveals functional β cell lncRNAs
- Cell-specific lncRNAs and transcription factors regulate common gene networks
- The lncRNA *PLUTO* influences interactions between an enhancer cluster and *PDX1*
- *PLUTO* and *PDX1* are deregulated in type 2 diabetes and impaired glucose tolerance

Accession Numbers

GSE83619

Human Pancreatic β Cell lncRNAs Control Cell-Specific Regulatory Networks

Ildem Akerman,^{1,2,3} Zhidong Tu,⁴ Anthony Beucher,¹ Delphine M.Y. Rolando,¹ Claire Sauty-Colace,⁵ Marion Benazra,⁵ Nikolina Nakic,¹ Jialiang Yang,⁴ Huan Wang,⁴ Lorenzo Pasquali,^{3,6} Ignasi Moran,¹ Javier Garcia-Hurtado,^{2,3} Natalia Castro,^{2,3} Roser Gonzalez-Franco,¹ Andrew F. Stewart,⁷ Caroline Bonner,⁸ Lorenzo Piemonti,⁹ Thierry Berney,¹⁰ Leif Groop,¹¹ Julie Kerr-Conte,⁸ Francois Pattou,⁸ Carmen Armann,⁴ Eric Schadt,⁴ Philippe Ravassard,⁵ and Jorge Ferrer^{1,2,3,12,*}

⁵Sorbonne Universités, UPMC Univ Paris 06, INSERM, CNRS, Institut du cerveau et de la moelle (ICM) – Hôpital Pitié-Salpêtrière, Boulevard de l'Hôpital, Paris 75013, France

¹²Lead Contact

<http://dx.doi.org/10.1016/j.cmet.2016.11.016>

SUMMARY

Recent studies have uncovered thousands of long non-coding RNAs (lncRNAs) in human pancreatic β cells. β cell lncRNAs are often cell type specific and exhibit dynamic regulation during differentiation or upon changing glucose concentrations. Although these features hint at a role of lncRNAs in β cell gene regulation and diabetes, the function of β cell lncRNAs remains largely unknown. In this study, we investigated the function of β cell-specific lncRNAs and transcription factors using transcript knock-downs and co-expression network analysis. This revealed lncRNAs that function in concert with transcription factors to regulate β cell-specific transcriptional networks. We further demonstrate that the lncRNA *PLUTO* affects local 3D chromatin structure and transcription of *PDX1*, encoding a key β cell transcription factor, and that both *PLUTO* and *PDX1* are downregulated in islets from donors with type 2 diabetes or impaired glucose tolerance. These results implicate lncRNAs in the regulation of β cell-specific transcription factor networks.

INTRODUCTION

Transcriptome surveys have uncovered tens of thousands of mammalian transcripts longer than 200 nucleotides that have low protein-coding potential (Carninci et al., 2005; Derrien

et al., 2012; Guttman et al., 2009). A small fraction of these long non-coding RNAs (lncRNAs) have been shown to control gene expression by modulating chromosomal structure, transcription, splicing, mRNA transport, stability, or translation (Carrieri et al., 2012; Chen and Carmichael, 2009; Gong and Maquat, 2011; Lai et al., 2013; Luco and Misteli, 2011; Willingham et al., 2005; Yao et al., 2010). Specific lncRNAs have thus been implicated in various key processes, including random X chromosome inactivation, imprinting, the cell cycle, organogenesis, differentiation, pluripotency, and cancer progression (Guttman et al., 2011; Huarte et al., 2010; Hung et al., 2011; Klattenhoff et al., 2013; Kretz et al., 2013; Penny et al., 1996; Schmitt and Chang, 2013; Sleutels et al., 2002; Ulitsky et al., 2011). Despite these wide-ranging biological roles, the fraction of lncRNAs that is genuinely functional and the true impact of lncRNAs in human biology and disease remain poorly understood.

How the deposited data were processed for this re-analysis (not part of the article)

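The data come from a table of 81 Affymetrix human transcriptome arrays of EndoC-βH1 cells transduced with amiRNA lentiviruses or left untreated, harvested 80 hr after transduction, of which 73 are analysed here. Some TF knockdowns of the table are not reported here, and their arrays entered only the means over all arrays, the further quantile normalization and the fit of all groups. The authors made the log2 values before they deposited them, by RMA (background correction, quantile normalization and probe summarization) in Affymetrix Expression Console, whose version is not given in the sources used here. One table of these log2 signals, with 70523 transcript clusters, was used as deposited. No detection calls come with it, and no intensity filter was applied. Samples were assigned from their labels. PDX1 amiRNAs 2 and 6 formed the PDX1 group, as in Table S4, and the 2 arrays of amiRNA 5 were kept apart. HI-LNC71 was read on 1 array and is given as values, with 1 fit that assumes the spread of the other arrays for it.

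Transcript clusters with exactly 1 gene symbol were kept (23781 clusters, 22465 genes). Of several clusters of a gene the one with the highest mean over all arrays was used. Each knockdown was compared with all 15 arrays of the 5 control amiRNAs in a pairwise linear model with moderated variances (limma 3.58.1 in R 4.3.3), and p-values were adjusted over all genes by the Benjamini-Hochberg method. Genes at an adjusted p under 0.05 are said to rise, fall or change. Counts at an unadjusted p under 0.001, the paper's threshold, stand beside them. The paper's own test was an ANOVA in the manufacturer's analysis console on RefSeq genes. Genes were named in the text by a rule: the target of a knockdown, its neighbours, the genes that Figures 2A and 6J and the paper's text name for it (seen in the paper beforehand), up to 10 of the largest rises and 10 of the largest falls among called genes with all arrays on one side of the control mean, and up to 4 passing members of a gene list.

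Gene lists covered islet TFs, granule and hormone processing genes, genes of glucose sensing, channels and signalling, the unfolded protein response, cholesterol synthesis and uptake, fatty acid synthesis, the cell cycle, the interferon response, genes kept low in β cells, other endocrine cells, acinar and duct cells, p53 targets, immediate early genes, hypoxia and microRNA machinery. They were tested with limma's camera with a preset correlation of 0.01, two-sided, and adjusted over 15 lists and 14 knockdowns. Untreated cells were adjusted over the 15 lists. Alternatives were camera with an estimated correlation and fry, whose values are those for a common direction unless its test for changes in either direction is named. The islet-specific list of Table S5 was tested in the same way, with weighted GSEA on the signal-to-noise ratio (fgsea 1.28.0, 100000 permutations) and 10 control lists matched on expression. The copies of the enhancer cluster, multiple TF and islet-enriched TF lists used here each hold 1 gene fewer than the paper states, so the tests planned for the first 2 were not run, and their genes were counted. Genes listed in Figures 2A and 6J were counted and not tested as sets.

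Correlations of log2 changes are Pearson's r across genes. Each was set beside 100 simulations of unchanged groups against the same controls (and, chosen after seeing the data, against different controls), the covariance, and comparisons in which the knockdowns had different control amiRNAs (10 divisions of the 5 amiRNAs, both ways). Every control amiRNA has arrays in series 242A, 245A and 245B, so both parts of a division do too. Knockdowns were compared with each set of 3 control amiRNAs as in Figure 1C, with a two-sided permutation test of the difference in means (100000 resamples). The correlation between the amiRNAs of a target was tested against random pairs of amiRNAs with a one-sided permutation test. For each knockdown of 3 or more arrays, counts of called genes were also made for 100 splits of the knockdown and control arrays into groups of the same sizes. Scripts were tested on simulated data with 200 changed genes. Alternatives set beforehand were the unadjusted threshold, a 2-group ANOVA without moderation, the replicate number or the title series as a block, all groups in 1 fit, controls of replicates 1 and 2, amiRNAs as replicates, only the 17358 genes with a mean of at least 5, the mean of all clusters of a gene, a further quantile normalization, PDX1 with amiRNA 5 and leaving out each array. Chosen after seeing the data were the fits of 1 title series, 100 splits that keep the number of arrays from each series, the target's level beside the controls of its own series and the removal of each array's intensity trend, a lowess curve (span 0.3) of its deviation from the gene means against those means. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 read the tables and drew the figures.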

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

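Of 92 groups of arrays tested for an outlying array (Dixon's test; chance marks about 1 group in 20), 5 held one. After GLIS3 knockdown, amiRNA 2 replicate 3 stood apart for SLC2A2 (4.54, the others 4.66 to 4.72), and after PDX1 knockdown, amiRNA 6 replicate 1 for ERO1B (11.44, the others 11.65 to 11.67). After HI-LNC12 knockdown, amiRNA 4 replicate 1 stood apart for CADM1 (9.75, the others 9.63 to 9.65) and amiRNA 3 replicate 1 for KCNJ15 (6.64, the others 6.73 to 6.74), and after HI-LNC78 knockdown, amiRNA 1 replicate 1 for CTNNB1 (7.23, the others 7.40 to 7.43).

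Samples that the paper's results do not report on also held changed genes. Untreated cells differed from control amiRNAs in 111 genes (60 higher and 51 lower, limma, n = 2 against 15), and the 2 arrays of PDX1 amiRNA 5 differed in 34 genes (24 higher and 10 lower, limma). PDX1 itself differed by -0.21 with amiRNA 5 (standard error 0.24, adjusted p = 0.643 from limma), and the log2 changes over the 250 genes of lowest p with amiRNAs 2 and 6 correlated with those of amiRNA 5 at r = 0.832, against the same control arrays. The part of this r that shared controls alone give was not simulated.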

How the results depend on the processing

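The counts below stand for genes called after the knockdown of the gene named, and the islet-specific values are adjusted p-values of camera; where nothing else is said the cause of a difference was not tested. Counts of called genes that moved by more than 1.5 times were, at an unadjusted p under 0.001, GLIS3 169, NKX2-2 113, HI-LNC12 954, HI-LNC15 259, HI-LNC25 40, HI-LNC30 108, HI-LNC70 94, HI-LNC75 49, HI-LNC76 7, HI-LNC78 1298, HI-LNC79 46, HI-LNC85 31 and untreated cells 233. By a 2-group ANOVA without moderation at that threshold they were GLIS3 167, NKX2-2 175, HI-LNC12 1018, HI-LNC15 288, HI-LNC25 34, HI-LNC30 143, HI-LNC70 110, HI-LNC75 69, HI-LNC76 12, HI-LNC78 1500, HI-LNC79 55 and HI-LNC85 31, and by that ANOVA after adjustment GLIS3 13, NKX2-2 22, HI-LNC15 29 and HI-LNC30 2. In 1 fit of all groups they were GLIS3 77, NKX2-2 16, HI-LNC15 1520, HI-LNC25 16, HI-LNC30 9, HI-LNC70 3, HI-LNC75 1, HI-LNC79 3, HI-LNC80 905 and HI-LNC85 1. With amiRNAs as replicates they were GLIS3 0, PDX1 2041, HI-LNC15 3135 and HI-LNC30 0 (in limma 4317 genes for GLIS3 and 4784 for HI-LNC30 had an unadjusted p under 0.05), and against the controls of replicates 1 and 2 GLIS3 18, NKX2-2 4, HI-LNC70 1719, HI-LNC79 4 and HI-LNC85 3. With genes of a mean under 5 left out they were HI-LNC25 4 and HI-LNC85 2, after quantile normalization HI-LNC12 1104 and HI-LNC78 1687, with amiRNA 5 PDX1 2272, with the array labelled HI-LNC25 alone HI-LNC25 70, which leaves 1 array assumed to vary like the others, and against the 5 controls of replicate 1 untreated cells 387. The title series as a block moved none of its 2 counts by that much, and the mean of all clusters of a gene none of 14.

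Title series and the intensity trend were alternatives chosen after seeing the data. Series 245A alone gave GLIS3 116, NKX2-2 0, PDX1 187, HI-LNC12 0, HI-LNC30 0, HI-LNC78 0 and HI-LNC80 0, and 245B alone GLIS3 0, NKX2-2 38, PDX1 27, HI-LNC30 0, HI-LNC75 6, HI-LNC78 0, HI-LNC80 1 and HI-LNC85 6, by limma with fewer arrays (unadjusted counts stand at the results). With the intensity trend removed counts were PDX1 409, HI-LNC12 891, HI-LNC25 13, HI-LNC70 1, HI-LNC75 1, HI-LNC78 1568 and HI-LNC80 205, and 0 of the 2 neighbouring genes stayed called by limma. Of the 101 named genes with a test 83 kept their side of the threshold with the trend removed and 18 lost the call. Of 94, 87 kept it in 1 fit of all groups, 92 by the ANOVA, 83 after quantile normalization and 77 against the controls of replicates 1 and 2. Series 245A alone kept 38 of 87 and 245B alone 46 of 92.

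Leaving out 1 array gave counts of GLIS3 4 to 146, NKX2-2 1 to 14, PDX1 93 to 1040, HI-LNC12 160 to 7427, HI-LNC15 0 to 2014, HI-LNC25 2 to 3, HI-LNC30 1 to 2, HI-LNC75 0 to 4, HI-LNC78 13 to 5991, HI-LNC80 12 to 869, and 0 to 3 neighbouring genes (0 by limma without some arrays). Of 393 named gene values 315 kept their side of the threshold, 75 lost the call and 3 gained it. It gave islet-specific values of GLIS3 0.00586 to 0.0646, HI-LNC25 0.000457 to 0.867, HI-LNC30 0.00676 to 0.18, HI-LNC75 0.0169 to 0.486, HI-LNC79 0.0131 to 0.124, HI-LNC85 0.0278 to 0.136, and r from 0.737 to 0.791 for HI-LNC71 and PDX1. The target call of GLIS3 ended with amiRNAs as replicates (-0.38, adjusted p = 0.0698) and in series 245B (-0.31, adjusted p = 0.4), that of OLMALINC in series 245A (-0.68, adjusted p = 0.189), and PDX1 passed against the controls of replicates 1 and 2 (-0.42, adjusted p = 0.0324). After HI-LNC12 knockdown CACNA1A and CREBBP, each at 0.03 against all 15 controls, had the other sign against the controls of replicates 1 and 2 (-0.26 and -0.17, adjusted p 0.000958 and 0.0132), with the replicate block (-0.26 and -0.17, adjusted p 0.0651 and 0.385) and in series 245A (-0.26 and -0.16, adjusted p 0.276 and 0.396) and 245B (-0.27 and -0.17, adjusted p 0.0163 and 0.0334).

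The islet-specific list did not pass with an estimated correlation for GLIS3 0.117, PDX1 0.0528, HI-LNC25 0.0667, HI-LNC30 0.125, HI-LNC75 0.16, HI-LNC79 0.157 and HI-LNC85 0.155, by fry for GLIS3 0.648, NKX2-2 0.537, PDX1 0.455, HI-LNC12 0.0813, HI-LNC15 0.352, HI-LNC25 0.537, HI-LNC30 0.648, HI-LNC70 0.648, HI-LNC75 0.648, HI-LNC78 0.424, HI-LNC79 0.537, HI-LNC80 0.424 and HI-LNC85 0.574 (HI-LNC75 in the other direction), with genes of a mean under 5 left out for HI-LNC75 0.205 and HI-LNC79 0.205, and with the intensity trend removed for GLIS3 0.846, NKX2-2 0.483, PDX1 0.45, HI-LNC15 0.461, HI-LNC30 0.812, HI-LNC70 0.0767, HI-LNC75 0.87, HI-LNC78 0.59, HI-LNC79 0.87, HI-LNC80 0.335 and HI-LNC85 0.335 (HI-LNC75 in the other direction). By GSEA all 14 knockdowns stayed on their side. Of 20 results for fixed lists, 2 passed with an estimated correlation, 15 by fry and 14 with the trend removed. Against sets of 3 control amiRNAs, medians at an adjusted p under 0.05 were 0 for the controls, NKX2-2 (permutation p = 0.737), HI-LNC15 (p = 1) and HI-LNC75 (p = 1), and the control median was 16 with replicates 1 and 2 only. With different control arrays the correlations were 0.451 for the TF pairs, 0.4 for the lncRNA and TF pairs, 0.611 for HI-LNC15 and NKX2-2 and 0.697 for HI-LNC71 and PDX1. With only the controls of replicate 2 HI-LNC71 and PDX1 had 0.597.

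Replicate numbers were not taken to pair the samples. The paper says that duplicates of an amiRNA were in separate plates, but no source says whether same-numbered arrays of different amiRNAs share a plate or day. Same-numbered arrays deviated together (r over 0.1) in 11 of 13 groups, not in all (r from 0.04 to 0.59), and the numbers mostly go with the title series. Control levels of NKX2-2 were 8.72 to 8.91 in series 245A and 8.44 to 8.52 in 245B. Those of PDX1 (9.41 to 9.66 against 9.19 to 9.35) and TUNAR (7.93 to 8.09 against 7.69 to 7.84) did not overlap either. Those of GLIS3 and OLMALINC did. These values argue for a difference shared by number or series, whose cause was not tested. The block and the values within series are given for it. With the replicate block counts were GLIS3 88, NKX2-2 5, PDX1 551, HI-LNC25 17, HI-LNC70 5 and untreated cells 314, the control comparisons had a median of 22 and HI-LNC30 48 (permutation p = 0.0588), HI-LNC75 23.5 (p = 0.953) and HI-LNC76 10 (p = 0.0382, below the controls), 1 neighbouring gene was called, and HI-LNC15 and NKX2-2 correlated at 0.676. All 20 fixed-list and 14 islet-specific results kept their side of the threshold, and 91 of 101 named genes did.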

Differences from the paper's values

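Counts are set beside bars of Figure 1B, read by eye, at the paper's threshold (an unadjusted p under 0.001), over the genes with a single symbol here and RefSeq genes in the paper. After GLIS3 knockdown 44 genes were higher here, against about 100 in the paper's Fig. 1B, read by eye. The replicate block (77) and the controls of replicates 1 and 2 (83) came within reach, and the 2-group ANOVA (63), 1 fit of all groups (24), amiRNAs as replicates (45), dim genes left out (25), the mean of a gene's clusters (45) and quantile normalization (29) did not. After HI-LNC12 knockdown 282 genes were lower here, against about 450 in the paper's Fig. 1B, read by eye. The replicate block (338), 1 fit of all groups (536), the controls of replicates 1 and 2 (489), amiRNAs as replicates (374) and quantile normalization (362) came within reach, and the 2-group ANOVA (232), dim genes left out (276) and the mean of a gene's clusters (279) did not.

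For HI-LNC15 and NKX2-2 r was 0.755 here and 0.67 in the paper. All genes (0.711) and the replicate block (0.676) came within reach, and genes at an unadjusted p under 0.001 in either (0.761), the 250 genes of lowest p (0.758) and different control arrays (0.611) did not.

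Figure 2A gives genes as regulated by HI-LNC12 and HI-LNC78. Of the 19 measured here for HI-LNC12, 9 passed and 17 lay below the control mean, and of the 16 for HI-LNC78, 13 passed and all lay below. For HI-LNC12, CACNA1D, ATP2A3, PDE8A, TM4SF4, CADM1, CADPS, GNAS, NFAT5, CACNA1A and CREBBP did not pass, and all of them passed against the controls of replicates 1 and 2, for example CACNA1D (-0.21, adjusted p = 0.0103), ATP2A3 (-0.21, adjusted p = 0.011), PDE8A (-0.18, adjusted p = 0.00919) and TM4SF4 (-0.18, adjusted p = 0.0184). CACNA1D (adjusted p = 0.0321), PDE8A (adjusted p = 0.0258), CADM1 (adjusted p = 0.0321) and CADPS (adjusted p = 0.0396) also passed with the replicate block, where 13 of the 19 genes fell. Within title series 245B 18 of the 19 genes passed, a setting chosen after seeing the data that drops 1 of the genes listed. For HI-LNC78, PDE8A (-0.17, adjusted p = 0.014), PRKAR2A (-0.22, adjusted p = 0.0098) and TM4SF4 (-0.25, adjusted p = 0.00993) passed against the same controls. PDE8A (adjusted p = 0.0292) and PRKAR2A (adjusted p = 0.0357) also passed with the replicate block, and TM4SF4 in 1 fit of all groups (adjusted p = 0.0179) and with amiRNAs as replicates (adjusted p = 0.0146). The paper gives ERO1B as regulated, and Figure 6J is from qPCR in parallel experiments, unlike the arrays in measure and samples. On the single HI-LNC71 array it lay below all control arrays, and after PDX1 knockdown it did not pass over all genes (adjusted p = 0.167, and 0.0442 when adjusted over the list of Figure 6J alone). Figure 6J lists IAPP, which did not pass after PDX1 knockdown and lay above the control mean on the HI-LNC71 array (0.14). It passed against the controls of replicates 1 and 2 (-0.78, adjusted p = 0.000968), with the replicate block (adjusted p = 0.00439) and within title series 245B (-0.89, adjusted p = 0.0257), a setting chosen after seeing the values. From qPCR, a measure unlike the arrays, the paper reports efficient amiRNAs for PDX1, NKX2-2 and HI-LNC78. On the arrays PDX1 passed only against the controls of replicates 1 and 2 (-0.42, adjusted p = 0.0324), and NKX2-2 and TUNAR (-0.07, adjusted p = 0.349) did not pass. Beside the controls of their own title series alone, a comparison made after seeing the data, 4 of 4, 3 of 4 and 1 of 4 arrays lay below every control. Figure 1E gives NKX2-2 as regulated by HI-LNC15 from RT-qPCR, and the arrays gave a log2 change of 0.06 (standard error 0.11, adjusted p = 0.725 from limma). In the paper's GSEA, 10 control sets of similar expression were not enriched. By camera, an unlike test, all 10 control lists for the islet-specific genes were lower here after knockdown of NKX2-2, PDX1, HI-LNC12, HI-LNC15, HI-LNC78 and HI-LNC80. The control lists were not tested by GSEA here.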

Other observations

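The weighing of patterns below rests on predictions written after the results were seen, except for the splits of the arrays. Genes of cholesterol synthesis and uptake were lower relative to other genes after 12 of 14 knockdowns by camera, and those of fatty acid synthesis after 12. The 14 comparisons share the same 15 control arrays, so they are not independent results, and the number that such sharing alone gives was not simulated. With the intensity trend removed 10 and 2 passed, and with an estimated correlation none did (lowest adjusted p = 0.341 for both). In untreated cells, which received no lentivirus, the direction against control amiRNAs was the other. Of 16 cholesterol genes 1 rose and none fell (1 when adjusted over the list alone), with a median of 0.192 (camera adjusted p = 1.75e-07, adjusted p = 0.113 with an estimated correlation), including LSS, which makes lanosterol (0.42, standard error 0.06, adjusted p = 0.00453 from limma). Of 11 fatty acid synthesis genes 1 rose (5 when adjusted over the list alone), the acetyl-CoA carboxylase ACACA (0.33, standard error 0.06), with a median of 0.187 (adjusted p = 1.77e-06, adjusted p = 0.0255 with an estimated correlation). Of 25 genes of glucose sensing, channels and signalling the cation channel TRPM3 rose (0.40, standard error 0.09; 2 rose when adjusted over the list alone; adjusted p = 6.41e-05, adjusted p = 0.102 with an estimated correlation), and of 11 immediate early genes FOS fell (-0.27, standard error 0.06; 5 fell when adjusted over the list alone; adjusted p = 0.000897, adjusted p = 0.0255 with an estimated correlation). Granule and hormone processing genes were higher (median 0.105, adjusted p = 0.00239, adjusted p = 0.337 with an estimated correlation), with none of 27 called over all genes and 2 rising and 1 falling over the list alone, and the other 10 lists did not pass (lowest adjusted p = 0.095). EMP2 (0.57, standard error 0.08) and DPP10 (0.53, standard error 0.07) rose, and the ribosomal RNA gene RNA5S9 (-1.09, standard error 0.16) fell. In limma 2930 genes had an unadjusted p under 0.05, and 128 were higher and 105 lower under 0.001. Leaving out 1 untreated array leaves 1 without a spread of its own, so such a fit decides nothing about these calls. The untreated arrays are labelled replicate 1 of series 245 only, so that a batch difference is not separated from the lentivirus. Against the 5 controls of replicate 1, TRPM3 (0.37, adjusted p = 0.0887 from limma) and ACACA (0.30, adjusted p = 0.0846) were not called. With the replicate block TRPM3 was not called (0.37, adjusted p = 0.0632). The SD of their log2 values was 1.90, and with the intensity trend removed 101 genes passed, LSS (0.38), ACACA (0.28) and FOS (-0.25) not among them (adjusted p 0.0526, 0.0526 and 0.0607, and over all alternatives 0.003 to 0.256 for LSS, 0.0214 to 0.393 for ACACA and 0.0118 to 0.536 for FOS).

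By camera, the other fixed lists were lower after the following numbers of the 14 knockdowns (in brackets with the intensity trend removed): cell cycle genes 11 (4), the unfolded protein response 11 (2, and higher in 1), glucose sensing, channels and signalling 10 (2), granule genes 7 (0), islet TFs 3 (1) and hypoxia genes 1 (0). Acinar and duct markers were higher after 5 (1), genes kept low in β cells after 2 (0) and immediate early genes after 1 (1). Interferon response genes (lowest adjusted p = 0.072), other endocrine cells (0.473), p53 targets (0.0924) and microRNA machinery (0.086) passed after none. With an estimated correlation no list passed after any knockdown. On the HI-LNC71 array 14 of 16 cholesterol genes (median difference -0.115, and -0.042 with the trend removed) and 8 of 11 fatty acid synthesis genes were lower, and 10 of 13 acinar and duct markers were higher, without a test.

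Neighbours of the lncRNAs were 18 measured genes, of which 2 passed over all genes, both beside HI-LNC78: C14orf132 (-0.13, standard error 0.05, adjusted p = 0.0421 from limma) and TCL1A (0.17, standard error 0.05, adjusted p = 0.0212 from limma). Since 5059 of all 22465 genes were called after HI-LNC78 knockdown, these calls alone do not show an effect on neighbours. When adjusted over the neighbours alone, 5 passed. The other 3 were SCD beside HI-LNC80 (-0.23, adjusted p = 0.0524, and 0.0107 over the list alone), SORL1 beside HI-LNC79 (-0.17, adjusted p = 0.509, and 0.0107 over the list alone) and ATP8A1 beside HI-LNC85 (-0.36, adjusted p = 0.835, and 0.0293 over the list alone). SCD and SORL1 also fell after PDX1 knockdown (-0.20 and -0.22), and ATP8A1 fell after HI-LNC78 knockdown (-0.42). Lower levels of these genes were thus not limited to knockdown of the lncRNA beside them. C14orf132 and TCL1A did not pass without HI-LNC78 amiRNA 1 replicate 1 or amiRNA 2 replicate 2 and with the intensity trend removed, and C14orf132 not without amiRNA 2 replicate 1 (adjusted p = 0.0508, and 0.042 to 0.337 over all alternatives). Neither passed after quantile normalization (adjusted p = 0.161 and 0.165 from limma). C14orf132 also did not pass with the replicate block (0.0672), in 1 fit of all groups (0.0539), against the controls of replicates 1 and 2 (0.0659) or with amiRNAs as replicates (0.0511). PAX1 beside HI-LNC15 differed by 0.14 (adjusted p = 0.173) and passed without amiRNA 2 replicate 2 (0.22, adjusted p = 0.0403) and with amiRNAs as replicates (adjusted p = 0.0382, the lowest over all alternatives, up to 0.996). UNC5A (0.06, adjusted p = 0.327) and TSPAN17 (0.08, adjusted p = 0.201) beside HI-LNC12, WNT8B beside HI-LNC80 (0.05, adjusted p = 0.347), WSCD2 and ASCL4 beside HI-LNC30 (0.03 each, adjusted p = 0.652 and 0.774), SOX9 and SLC39A11 beside HI-LNC75 (0.03 and 0, adjusted p = 0.835 and 0.991), ZNF516 and ZNF236 beside HI-LNC76 (0.07 and 0, adjusted p = 0.999 and 1), SC5D beside HI-LNC79 (-0.05, adjusted p = 0.891) and KCTD8 beside HI-LNC85 (-0.17, adjusted p = 0.874) did not pass.

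More genes were higher than lower after HI-LNC12 and HI-LNC78 knockdown, and the log2 values of these arrays had a narrower spread than the controls. Of 364 olfactory receptor genes, whose median level was 3.99, 50 and 38 rose and none fell, with median changes of 0.083 and 0.074 that became 0.039 and 0.019 with the intensity trend removed, which is what a narrower range of signal would give for these genes. It was not the only source of the calls, since at least 891 genes passed in each of the 2 knockdowns with the trend removed, and the share of higher genes among them, 65.2% and 68.6%, stayed near the 69.6% and 71.1% of the deposited values. After quantile normalization, which also acts on the range of signal, the share was 43.5% and 43%, so whether the excess stays depends on the method. Against the controls of replicates 1 and 2 alone, 51.3% and 56.8% of the called genes were higher, so part of the excess goes with the controls of series 242A, while the olfactory receptor genes had medians of 0.081 and 0.068 there. A biological explanation for the olfactory receptor genes was not tested.

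The log2 changes correlate between knockdowns of different targets. The sharing of single control arrays may add to this but was not its only source. The median covariance of the TF pairs was 0.00379 with different controls, against a mean of 0.000801 simulated from shared controls, and 2 of 100 simulations without effects reached it with different controls (highest 0.00469). Each part of the controls held arrays of series 242A, which has none of PDX1 or NKX2-2. A difference of that series therefore stays shared between PDX1 and NKX2-2 with different controls, and this comparison cannot tell it apart for that pair. It cancels in the GLIS3 changes, since GLIS3 arrays, like the controls, are spread evenly over the series. The covariance with different controls was 0.00379 for GLIS3 and PDX1 and 0.00243 for GLIS3 and NKX2-2. A narrower range of signal was not the only source either, since the median r was 0.538 over all genes with the trend removed. Over all genes with the trend removed, HI-LNC25, the lncRNA knockdown where this was lowest, correlated with no TF knockdown above -0.0444 (down to -0.157). The prediction for a change after every targeting amiRNA alike was thus not met. HI-LNC25 was picked for its low r, has 3 arrays of 1 amiRNA and, unlike PDX1 and NKX2-2, is spread over the series like the controls. Its r therefore cannot decide the question. Over genes at an unadjusted p under 0.001 in either, HI-LNC25 correlated at 0.34 with NKX2-2 and 0.314 with PDX1 (0.158 and 0.199 with different controls). A change in part of the genes stays open. A common biological response was not tested apart from effects that most but not all amiRNAs could share.

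The HI-LNC71 array correlates with PDX1 knockdown. HI-LNC12 knockdown reached 0.792 over its own 250 genes against the same control arrays, so the correlation may not be particular to PDX1. For HI-LNC12 it was neither simulated nor repeated with different controls. The sharing of single control arrays was not its only source, as the lowest of the correlations with different controls was 0.541 (3 of 100 simulations without effects reached it). Their median of 0.697 was reached in 13 of 100, so a likeness by chance between 1 array and this knockdown stays open. Different controls do not take out a difference of series 242A, which holds control arrays and none of HI-LNC71 or PDX1. With only the controls of replicate 2, which hold none of 242A but are shared, r was 0.597.

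One hypothesis was that an amiRNA pair with 1 target shares an effect beyond what amiRNAs of different targets share. Over all genes and with different control arrays, pairs with the same target had a mean r of 0.44, against 0.39 over all pairs (one-sided permutation p = 0.0123, 10 targets), and 0.41 against 0.355 with the intensity trend removed (p = 0.00358), which is in line with it. With the trend removed no pair exceeded all 36 pairs with other targets. Of these, 3 of 36 were higher than its own for HI-LNC78, and 22 of 36 for HI-LNC30.

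In 100 splits of the knockdown and control arrays into groups of the same sizes, the real one among them, as many genes as in the real groups were called in 1 for HI-LNC12 and HI-LNC78, 2 for GLIS3 and PDX1, 3 for HI-LNC25 and HI-LNC79, 4 for HI-LNC80, 5 for NKX2-2 and 6 for HI-LNC30. The bound set beforehand was 5 of 100, so random grouping was not excluded for NKX2-2 and HI-LNC30. For HI-LNC30 and HI-LNC79, with 1 called gene each, any split that calls a gene ties with the real groups. These counts therefore do not weigh how strong the call of LOC728739 or PHF3 is. For HI-LNC15, HI-LNC75, HI-LNC76 and HI-LNC85 limma called 0 genes, which all 100 splits reach whatever the arrays hold, so that the splits decide nothing (6256, 2443, 786 and 1283 genes at an unadjusted p under 0.05 in the real groups). The highest count of another split was 4071 for GLIS3, 1889 for NKX2-2, 1081 for PDX1, 2029 for HI-LNC12, 1705 for HI-LNC15, 1502 for HI-LNC25, 85 for HI-LNC30, 3960 for HI-LNC75, 377 for HI-LNC76, 1763 for HI-LNC78, 4606 for HI-LNC79, 1036 for HI-LNC80 and 9 for HI-LNC85. Those splits mostly gathered arrays of title series 242A, for example 5 of 6 arrays for GLIS3 and 3 of 4 for PDX1, which points to a difference between the series. In 100 splits that keep the number of arrays from each title series, chosen after those were seen, as many genes were called in 2 for NKX2-2, HI-LNC30 and HI-LNC25, in 3 for HI-LNC12 (up to 5233 genes in another split) and in 1, the real one, for GLIS3, PDX1, HI-LNC78, HI-LNC79 and HI-LNC80. A second draw of 100 splits, made after the first was seen, gave 4 for NKX2-2, 7 for HI-LNC79 and 9 for HI-LNC30 and at most 4 for the others with called genes, so that the outcome of splits across series depends on the draw for NKX2-2 and HI-LNC79.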
